# Refined read‐out: The hUHRF1 Tandem‐Tudor domain prefers binding to histone H3 tails containing K4me1 in the context of H3K9me2/3

**DOI:** 10.1002/pro.4760

**Published:** 2023-09-01

**Authors:** Michel Choudalakis, Goran Kungulovski, Rebekka Mauser, Pavel Bashtrykov, Albert Jeltsch

**Keywords:** chromatin modification, double modification, reading domain, Tandem‐Tudor domain, UHRF1

## Abstract

UHRF1 is an essential chromatin protein required for DNA methylation maintenance, mammalian development, and gene regulation. We investigated the Tandem‐Tudor domain (TTD) of human UHRF1 that is known to bind H3K9me2/3 histones and is a major driver of UHRF1 localization in cells. We verified binding to H3K9me2/3 but unexpectedly discovered stronger binding to H3 peptides and mononucleosomes containing K9me2/3 with additional K4me1. We investigated the combined binding of TTD to H3K4me1‐K9me2/3 versus H3K9me2/3 alone, engineered mutants with specific and differential changes of binding, and discovered a novel read‐out mechanism for H3K4me1 in an H3K9me2/3 context that is based on the interaction of R207 with the H3K4me1 methyl group and on counting the H‐bond capacity of H3K4. Individual TTD mutants showed up to a 10,000‐fold preference for the double‐modified peptides, suggesting that after a conformational change, WT TTD could exhibit similar effects. The frequent appearance of H3K4me1‐K9me2 regions in human chromatin demonstrated in our TTD chromatin pull‐down and ChIP‐western blot data suggests that it has specific biological roles. Chromatin pull‐down of TTD from HepG2 cells and full‐length murine UHRF1 ChIP‐seq data correlate with H3K4me1 profiles indicating that the H3K4me1‐K9me2/3 interaction of TTD influences chromatin binding of full‐length UHRF1. We demonstrate the H3K4me1‐K9me2/3 specific binding of UHRF1‐TTD to enhancers and promoters of cell‐type‐specific genes at the flanks of cell‐type‐specific transcription factor binding sites, and provided evidence supporting an H3K4me1‐K9me2/3 dependent and TTD mediated downregulation of these genes by UHRF1. All these findings illustrate the important physiological function of UHRF1‐TTD binding to H3K4me1‐K9me2/3 double marks in a cellular context.

## 1 INTRODUCTION

Histone post‐translational modifications (PTMs) are a crucial part of chromatin signaling (Allis & Jenuwein, 2016) with important roles in diseases like cancer (Zhao et al., 2021). Among them, histone H3 PTMs have a prominent role with a high number of modifications, some of which are particularly abundant (Huang et al., 2015). Over the years, single histone PTMs were found to demarcate various distinct chromatin regions (Allis & Jenuwein, 2016; Zhang et al., 2015), for example, H3K4me1 marks enhancers (Calo & Wysocka, 2013), and H3K4me3 is found on promoters of actively transcribed genes (Bernstein et al., 2005). In contrast, H3K9me3 is enriched on constitutive heterochromatin (Zhang et al., 2015) and H3K9me2 occurs in very broad, megabase‐long blocks that contribute to inactive chromatin compartment formation (Fukuda et al., 2021). With a relative abundance exceeding 60%, H3K9me2 is the most common H3 PTM in HeLa cells, according to quantitative mass‐spectrometry (Janssen et al., 2019; Lu et al., 2021). In contrast, H3K4 is usually unmodified, and H3K4me1 is the most prevalent modification of this residue with reported abundances of ~30% (Janssen et al., 2019; Lu et al., 2021). At the next level of complexity, modifications on different residues of H3 were found to co‐occur, and ~600 double marks were documented recently (Lu et al., 2021). Synergistic or antagonistic combinations of histone PTMs modulate their biological effects; for example, enhancers of highly expressed genes harbor H3K4me1 and H3K27 acetylation (H3K27ac; Calo & Wysocka, 2013), while promoters bearing H3K4me3 together with H3K27me3 are silent but poised for activation (Bernstein et al., 2006). In general, double marks can act through two distinct mechanisms, either by combining the effects of the individual marks, or by signaling new biological outcomes. The latter process depends on “reader” protein domains that are multivalent and bind in a defined manner to multiple marks (Ruthenburg et al., 2007; Taverna et al., 2007).

UHRF1 (Ubiquitin‐like with PHD And Ring Finger Domains 1) is an E3 ubiquitin ligase with five domains, a Ubiquitin‐Like domain (UBL), Tandem‐Tudor domain (TTD), Plant Homeodomain (PHD), SET‐ and RING‐associated (SRA) domain, and Really Interesting New Gene (RING) domain (Figure 1a). The TTD was found to bind to H3K9me2/3 (Nady et al., 2011; Rothbart et al., 2012) and microscopy studies showed that TTD is the principal driver of UHRF1 subnuclear localization on heterochromatic H3K9me2/3 foci (Nady et al., 2011). Structural studies showed that the two Tudor domains of TTD form a groove between them, wherein H3 (residues 1–11) peptides containing H3K9me3 bind and place the K9me3 in a classical aromatic cage formed by the TTD residues F152, Y188, and Y191 (Nady et al., 2011; Rothbart et al., 2012). H3K4me2/3 was found to reduce binding in the H3K9me3 context (Nady et al., 2011), while H3S10ph did not (Rothbart et al., 2012). Further investigations of peptide binding by TTD have revealed many, complex interactions both within the protein and with other partners, for example, two autoinhibitory peptides from other parts of the protein can either occupy the H3 binding groove or be allosterically displaced (Cheng et al., 2013; Fang et al., 2016; Gao et al., 2018; Kori et al., 2019). Moreover, stronger binding of TTD to LIG1‐K126me2/3 than to H3K9me2/3 was discovered (Ferry et al., 2017; Kori et al., 2019). Additional studies showed that PHD can recognize the unmodified H3R2, and the linked TTD‐PHD domains were observed to engage a multivalent H3–tail interaction binding H3R2me0‐K9me2/3 (Arita et al., 2012; Cheng et al., 2013; Rothbart et al., 2013; Xie et al., 2012) connecting UHRF1 to euchromatin (Rajakumara et al., 2011; Zhao et al., 2016). However, the biological relevance of many of these in vitro observations is still unclear (Vaughan et al., 2020).

**FIGURE 1:**
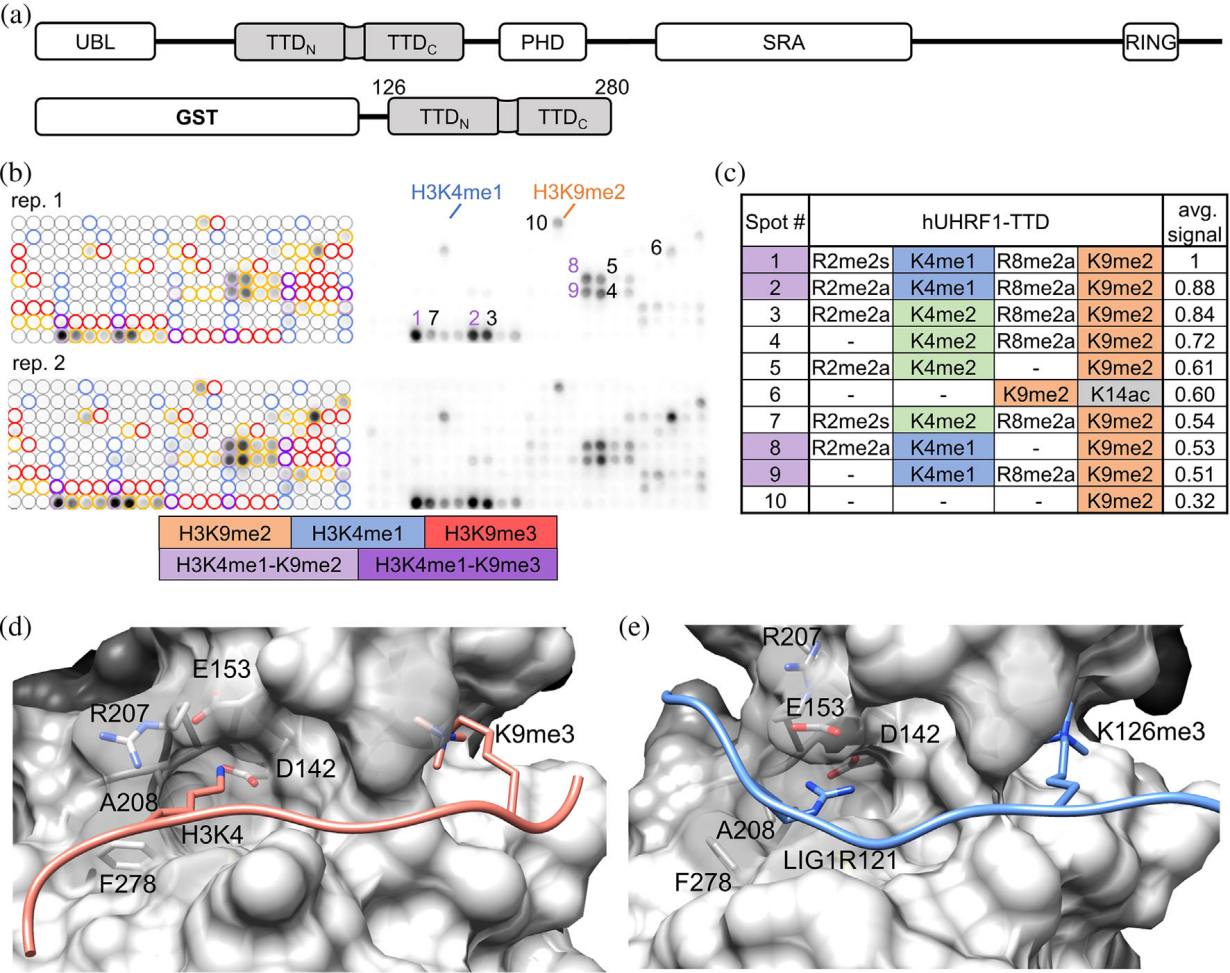
hUHRF1‐TTD binds H3 peptides with K4me1 and K9me2 on peptide arrays. (a) Domain structure of the UHRF1 protein containing a Ubiquitin‐Like domain (UBL), a Tandem‐Tudor domain (TTD), a Plant Homeodomain (PHD), a SET‐ and RING‐associated (SRA), and a Really Interesting New Gene (RING) domain. Bottom: Scheme of the human TTD construct (Uniprot Q96T88, residues 126–280) used here with N‐terminal GST‐tag. (b) TTD binds to H3K4me1‐K9me2 and other H3K9me2 peptides on CelluSpots peptide arrays. Colored circles annotate all peptide spots carrying the selected modifications. The 10 best‐bound peptides are annotated by order of decreasing average signal. The image shows two independent repeats of the array binding experiment, each containing two technical repeats. (c) Table of the 10 best‐bound peptides shown in panel (b) and their modifications arranged by decreasing average signal. See also Figures S1a, S2 and S3. (d) Solution structure of an H3K9me3 peptide–TTD complex (PDB: 2L3R; Nady et al., 2011) showing the H3K9me3 peptide bound in an extended conformation in a groove between both Tudor domains with H3K4me0 placed in an acidic pocket (D142, E153) and H3K9me3 in an aromatic pocket. The H3 peptide is shown in light red, TTD in gray surface. (e) Crystal structure of a LIG1K126me3 peptide–TTD complex (PDB: 5YY9; Kori et al., 2019), showing that TTD interacts with different peptides in discrete binding modes. The LIG1 peptide is shown in light blue, TTD in gray surface. Panels (d) and (e) were generated with Chimera v1.14 (rbvi.ucsf.edu/chimera). See Figure S1b,c.

UHRF1 functions as an epigenetic hub, coordinating and recruiting different chromatin‐interacting proteins (Bronner et al., 2019; Mancini et al., 2021). In 2007, landmark studies revealed the necessity of UHRF1 for DNA replication and maintenance of DNA methylation (Bostick et al., 2007; Sharif et al., 2007). Knockout of UHRF1 in mice is embryonically lethal and UHRF1 KO ES cells show massive DNA hypomethylation, particularly in heterochromatic regions and retrotransposon elements (Muto et al., 2002; Sharif et al., 2007). Later studies showed that this effect is mediated by UHRF1‐catalyzed ubiquitination of H3 that contributes to DNMT1 recruitment (Nishiyama et al., 2013) and by direct interaction of UHRF1 and DNMT1 (Bashtrykov et al., 2014; Berkyurek et al., 2014). The subnuclear localization of UHRF1 with H3K9me2/3 dependent enrichment in pericentric heterochromatin of interphase nuclei was also found to direct maintenance DNA methylation to these regions (Rothbart et al., 2012). In recent years, many more processes directly involving UHRF1 have been uncovered, including DNA damage repair, regulation of differentiation and gene regulation (Mancini et al., 2021). In cancer cells, UHRF1 is often upregulated, and it can bind gene promoters to mediate silencing of the associated genes (Mancini et al., 2021). Generally, UHRF1 disruption results in strong DNA hypomethylation and reduced cell‐type‐specific gene expression, pointing towards its important role as a regulator of cell lineage specification during differentiation (Kim et al., 2018; Obata et al., 2014; Ramesh et al., 2016; Sakai et al., 2022; Yamashita et al., 2018).

In this study, we investigated the human UHRF1‐Tandem Tudor domain that binds H3K9me2/3 histones and is one of the major drivers of UHRF1 localization in cells. We discovered preferential binding of TTD to H3 peptides and mononucleosomes containing K9me2/3 together with K4me1. We describe a novel readout mechanism for H3K4me1 in an H3K9me2/3 context which is based on the interaction of R207 with the H3K4me1 methyl group and on counting the H‐bond capacity of H3K4. Interestingly, TTD mutants showed up to 10,000‐fold specificity for the double‐modified peptides, suggesting that specific conformations of TTD exist, which mediate strong H3K4me1‐K9me2/3 readout. We demonstrate that TTD specifically binds enhancers and promoters of cell‐type‐specific genes at the flanks of cell‐type‐specific transcription factor binding sites. The physiological relevance of our findings is demonstrated by showing that published full‐length murine UHRF1 ChIP‐seq data strongly correlate with H3K4me1 profiles in regions containing H3K9me2/3, indicating that the H3K4me1‐K9me2/3 readout by TTD is of key relevance for chromatin binding of UHRF1 in cells. Moreover, by reanalysis of published data, we demonstrate H3K4me1‐K9me2/3 dependent downregulation of these genes by UHRF1 that is mediated by the TTD chromatin interaction.

## 2 RESULTS AND DISCUSSION

### 2.1 hUHRF1 Tandem‐Tudor preferentially binds H3 peptides with K4me1 and K9me2 on peptide arrays

We purified the hUHRF1‐TTD (residues 126–280; Rothbart et al., 2012) fused to glutathione S‐transferase (GST; Figure 1a). To screen for combined binding of TTD to H3 peptides with multiple modifications, we used CelluSpots™ peptide arrays (Bock et al., 2011), which contain 275 different H3 histone tail peptides with up to four modifications (Figure 1b). Analysis of the results generated a binding specificity profile of TTD to modified H3 peptides shown in Figure 1c. As previously reported (Nady et al., 2011; Rothbart et al., 2012), TTD bound H3K9 methylated peptides, but with a clear preference for H3K9me2 on the CelluSpots™ arrays. Unexpectedly, the strongest binding was detected with peptides containing the H3K4me1‐K9me2 double modification, while peptides carrying each of the single modifications separately showed no (H3K4me1) or weaker (H3K9me2) binding signals. This indicated a stimulation of binding, resulting from the presence of both modifications on the same peptide. This observation was reproduced in two independent replicates of the experiment (Figure 1c, Figure S1a). As the second‐best double modification, H3K4me2‐K9me2 modified peptides were identified, but not further analyzed. On the CelluSpots arrays, we also observed R‐methylation on the preferentially bound H3 peptides (Figure 1c), but unfortunately, the commercial array is lacking H3 peptides only methylated on K4 and K9 without R‐methylation. However, two different H3R‐methylation sites (R2 and R8) and structural isomers (R2me2a and R2me2s) were observed, indicating the absence of a position and modification‐specific stimulatory effect, and a stimulatory role of R‐methylation on TTD binding was ruled out by additional experiments (Figure S2).

Previously, the TTD was shown to bind to various methylated and unmethylated peptides, with structural evidence of changes in binding modes and conformational rearrangements (Jeltsch, 2019). In the solution structure of TTD with a bound H3K9me3 peptide, the peptide had an extended conformation lying inside the binding groove between the two Tudor domains with H3K4 placed in an acidic pocket (D142 and E153) and H3K9me3 in the aromatic cage formed by F152, Y188, and Y191 (Figure 1d, PDB: 2L3R; Nady et al., 2011). The LIG1‐K126me3 peptide bound to the same groove in a similar conformation, but the acidic pocket was occupied by LIG1‐R121, and the aromatic cage bound LIG1‐K126me3 (Figure 1e, PDB: 5YY9; Kori et al., 2019). Strikingly, binding to the LIG1 peptide was more than 100‐fold stronger compared to H3K9me3 (9 nM vs. 1600 nM). This effect was due to the binding of LIG1‐R121 into the acidic pocket, as seen by the strongly elevated binding strength of a K4R‐K9me3 H3 mutant peptide (22 nM; Kori et al., 2019), and it could be attributed to the better geometry of the bidentate H‐bonds between UHRF1‐D142 and LIG1‐R121. Another characteristic of the different binding modes was the lack of interaction of LIG1‐R121 with UHRF1‐E153 in the H3K4 binding pocket (Figure S1b,c). These data suggest that the acidic binding pocket is not ideally occupied with an unmodified lysine residue, which is relevant in the context of the current study, as the preferred binding of the H3K4me1‐K9me2 peptide is also expected to be caused by differences in the H3K4me0 versus H3K4me1 interaction in this pocket.

### 2.2 UHRF1‐TTD binds to H3K4me1‐K9me2/3 peptides better than to H3K9me2/3

To validate our peptide array binding results, we conducted equilibrium peptide binding experiments using fluorescently labeled H3 peptides with the single K9me2/3 or double K4me1‐K9me2/3 modifications (Table S2). In fluorescence anisotropy (FA) titrations with GST‐fused TTD, we determined the TTD dissociation constant (*K*_*D*_) of H3K9me3 to be 680 ± 18 nM but 240 ± 51 nM for H3K4me1‐K9me3 (Figure 2a). This corresponds to an approximately threefold stimulation of binding by H3K4me1 being present together with H3K9me3 on the same peptide (Table 1). Studies with the H3K9me2 and H3K4me1‐K9me2 peptides showed a similar trend, with a >2‐fold preference for the double‐modified peptide (Figure S3a). The measured *K*_*D*_ values for single‐modified H3K9me2 or H3K9me3 binding agree with the literature (Cheng et al., 2013; Rothbart et al., 2012, 2013). Control experiments with H3 peptides without modification or carrying only K4me1 confirmed the necessity of K9me2/3 for strong interaction (Figure S3a,b). Thus, we validated and quantified the preferential binding of TTD to H3K4me1‐K9me2/3 peptides compared to H3K9me2/3. To our knowledge, the only previously reported binding titrations with a peptide containing H3K4 and K9 methylation were with H3K4me3‐K9me3, showing a weakened interaction with TTD (Nady et al., 2011).

**FIGURE 2:**
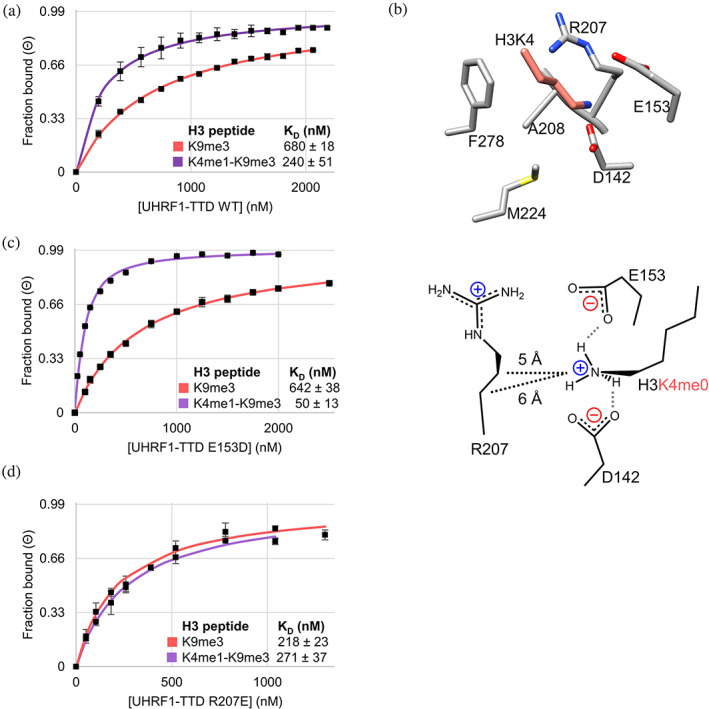
hUHRF1‐TTD binds to H3K4me1‐K9me3 peptides better than to H3K9me3 alone and adopts discrete binding modes. (a) TTD wild‐type (WT) binds H3K4me1‐K9me3 peptides more strongly than H3K9me3 in equilibrium peptide binding titrations analyzed by the fluorescence anisotropy (FA) change. Data points are average fraction bound (Θ) of *n* ≥ 2 independent experiments, error bars are 0.95 confidence intervals (CIs). *K*_*D*_ is the average of *n* ≥ 2 independent fits, errors are 0.95 CIs. (b) Snapshot of the H3K4 binding pocket in the H3–TTD complex (PDB: 2L3R) showing the investigated residues. Scheme: Model of the interactions in the H3K4 binding pocket for H3K4me0 readout in H3K9me3 context. H‐bonds in gray dashed lines, van der Waals contacts in black dashed lines. (c) Representative data show that TTD E153D binds H3K4me1‐K9me3 peptides more strongly than WT. (d) Representative data show that TTD R207E binds H3K9me3 peptides more strongly than WT. See also Figure S3.

**TABLE 1:** Equilibrium peptide binding of hUHRF1‐TTD with H3(1–19) peptides.

	Average *K*_*D*_ ± 0.95 CI (nM)			Rel. effect of mutation (*K*_*D*_ WT/*K*_*D*_ Mut)	
UHRF‐TTD	H3	H3	Ratio	H3	H3
	K9me3	K4me1‐K9me3		K9me3	K4me1‐K9me3
WT	680 (±18)	240 (±50)	2.8	‐	‐
D142A	4900 (±300)	2700 (±220)	1.8	0.14	0.09
D142E	980 (±120)	580 (±4)	1.7	0.69	0.41
D142N	4500 (±200)	2 (±0.1)	2800	0.15	150
E153A	16,000 (±490)	2 (±1)	9600	0.04	140
E153D	640 (±40)	50 (±19)	13	1.1	4.8
E153Q	13,000 (±4600)	250 (±55)	51	0.05	0.95
R207A	900 (±110)	370 (±52)	2.5	0.74	0.65
R207L	900 (±130)	440 (±14)	2	0.77	0.54
R207Q	1600 (±230)	390 (±70)	4.1	0.42	0.62
R207H	9700 (±1150)	460 (±10)	21	0.07	0.52
R207E	220 (±20)	270 (± 36)	0.8	3.1	0.9
A208G	9500 (±1600)	2400 (±180)	4	0.07	0.1
M224A	1400 (±270)	430 (±45)	3.3	0.48	0.55
F278A	7900 (±1600)	3900 (±710)	2	0.09	0.06

*Note*: Binding constants were detected by fluorescence anisotropy using FITC‐labeled peptides. Dissociation constants (*K*_*D*_) are reported as the mean and 0.95 confidence intervals (CIs) of *n* ≥ 2 independent titrations. Relative effect of mutation is the ratio of *K*_*D*_ for WT over *K*_*D*_ for Mut, and >1 signifies a stronger binding for that mutant to this specific peptide.

Abbreviations: FITC, fluorescein isothiocyanate; Mut, mutant; WT, wild type.

Next, we were curious to understand the mechanism of the stimulation of peptide binding by H3K4me1 in the context of H3K9me3. Taking a closer look into the H3K4 binding pocket of TTD, D142, and E153 were observed to form H‐bonds to K4 (Figure 2b). E153 also interacts with R207 creating a system comprising two interacting acidic and two basic residues. We mutated residues that might interact with the H3K4me1 methyl group to eliminate or weaken the difference between the *K*_*D*_ values of H3K9me3 peptides with and without H3K4me1. H3K9me3 peptides were used in these experiments, to allow direct comparison with available TTD‐peptide structures. Considering aromatic‐hydrophobic and hydrophobic‐hydrophobic interactions, we first selected the UHRF1‐TTD mutants F278A, M224A, and A208G for analysis (Table 1, Figure S3c). In each case, very modest preference changes toward the double‐modified substrate were observed suggesting these residues were not involved in the H3K4me1 readout. Next, we mutated D142 to A and E, and both showed similar preference ratios, but D142A showed a strongly reduced binding of both peptides (Figure S3d,e). However, with the D142N mutation, the preference for binding the double‐modified peptide was strongly elevated, indicating that the two peptides interacted differently with this mutant (Table 1). Next, the role of E153 was investigated. E153D bound the H3K9me3 peptide similarly as WT (Figure 2c), but with H3K4me1‐K9me3, we observed a gain in binding. E153A/Q led to a near‐complete loss of the H3K9me3 interaction (Table 1). Unexpectedly, the H3K4me1‐K9me3 peptide was bound with similar to WT or even elevated binding affinity indicating that E153A showed a drastic increase in the preference for binding H3K4me1‐K9me3, similar to D142N. This result demonstrates that both peptides are bound by TTD in distinct conformations and mutations in TTD can trigger its change into a more selective conformation. To investigate if any other residue contributes to the positive binding effect of H3K4me1, we compared the structures of the H3 and LIG1 peptides bound to TTD and observed that R207 had different orientations (Figure S1c). Moreover, given the distance of the Nε of H3K4 to the Cβ and Cγ of R207 (6.0 and 4.8 Å, respectively), the H3K4me1 methyl group would be in van der Waals (vdW) contact distances with these methylene groups, potentially explaining the stimulatory effect of H3K4me1 on peptide binding to TTD. We investigated peptide binding of several R207 mutants and observed that R207E lost the preference for binding to H3K4me1‐K9me3 (Figure 2d), suggesting that the charge inversion mutation induced a conformational change that disrupted the vdW contact.

The mutant binding data can be compiled leading to a new Kme1 binding mechanism for H3K4me1‐K9me3. H3K4me0 has a higher H‐bonding potential than H3K4me1 and, therefore, it can interact with both D142 and E153. Consequently, the reduction of the H‐bonding potential of these residues by D142N, E153A, or E153Q mutations affects binding of K4me0 more than K4me1 leading to an increased preference for H3K4me1‐K9me3. The low binding of H3K4me0‐K9me3 and H3K4me1‐K9me3 peptides by D142A shows that at least one H‐bond from D142 is needed for binding of any of the peptides. The reduced binding of the H3K4me0‐K9me3 peptide by D142N and E153A suggests that WT TTD K4me0 forms a bidentate H‐bond with D142 and an additional H‐bond with E153 (Figure 2b). In contrast, K4me1 can form only two H‐bonds, one with D142 and one with an additional H‐bond acceptor (either the second oxygen atom of D142 or in its absence E153). In addition, the methyl group of K4me1 makes a vdW contact with R207. This Kme1 interaction mode is distinct from previous models for binding of Kme1/2 which were based on incomplete aromatic cages combined with H‐bonds to the amino group (Li et al., 2007; Liu & Huang, 2018). The important role of H‐bonds to the K4 side chain for the TTD interaction can explain the reduced binding of H3K4me3‐K9me3 peptides, in which the H‐bonding capacity of K4 is fully blocked (Nady et al., 2011). One of the most striking and unexpected results of the mutant analyses was the identification of the E153A TTD mutant showing a 10,000‐fold preference for binding to H3K4me1‐K9me3 double modified peptides which was due to a strong increase of the binding to double modified peptide and reduced interaction with H3K9me3. This observation suggests that a conformational change of the TTD that moves E153 away from the K4 binding pocket could lead to a similar enhancement of dual mark binding specificity in WT TTD. This hypothesis is in agreement with well‐documented conformational changes of UHRF1 that demonstrably have important biological outcomes (Fang et al., 2016; Gelato et al., 2014; Kori et al., 2019; Vaughan et al., 2019).

### 2.3 UHRF1‐TTD binds native nucleosomes with both H3K4me1 and H3K9me2/3

We considered the occurrence of the H3K4me1‐K9me2/3 double mark in human cells very likely, given the high abundance of the individual PTMs observed in mass spectrometric analyses (Janssen et al., 2019; Lu et al., 2021). To validate this presumption, H3K4me1 ChIP experiments combined with H3K9me2 western blot detection were carried out. We first validated the specificity of binding for an α‐K4me1 ChIP grade antibody under stringent IP conditions and an α‐K9me2 antibody was validated under western blot conditions (Figure S4a, Table S3). Then, using the tested conditions (Table S4), we performed H3K4me1 chromatin immunoprecipitation (ChIP) using mononucleosomes isolated from HepG2 cells followed by H3K9me2 detection using western blot. From the H3 precipitated using the α‐K4me1 antibody, the α‐K9me2 antibody detected robust signals in multiple biological replicates (Figure S5a). Relative to input, the α‐K4me1 ChIP signals correspond to ~9% of the global H3K9me2 (Figure S5b). IgG serves as control for unspecific interactions. These data demonstrate the abundant coexistence of H3K4me1 and H3K9me2 on nucleosomes using antibody‐based enrichment and detection.

Having validated the preferential binding of TTD to H3K4me1‐K9me2/3 modified peptides, we wanted to examine if the preferential interaction can also be seen with native nucleosomes. To this end, we applied CIDOP (chromatin interacting domain precipitation; Kungulovski et al., 2014), an assay similar to ChIP but using the GST‐tagged TTD domain to capture native mononucleosomes isolated from HepG2 cells (Figure 3a), followed by western blot analysis for specific H3 PTMs with ChIP‐grade antibodies (Table S3), that were validated before use (Figure S4b). After optimizing the washing conditions to reduce unspecific and weak interactions, the pull‐down of native mononucleosomes with TTD demonstrated enrichment in both H3K4me1 and H3K9me2 (Figure 3b, Figure S5c,d). Depletion of H3K4me3 validated the specificity of the assay. To test for unspecific interactions, the same mononucleosome preparation was assayed by CIDOP with the D142A mutant. As positive controls, MPP8‐CD (Chromo Domain of M‐Phase Phosphoprotein 8), a known reader of H3K9me2/3 (Bock et al., 2011; Li et al., 2011), and TAF3‐PHD (Plant Homeodomain of TATA‐box binding protein Associated Factor 3), an H3K4me3 reader (Kungulovski et al., 2016), were used. The assays were conducted under stringent conditions (Table S4) and repeated for a minimum of three independent biological replicates showing enrichment of H3K4me1 and H3K9me2 with TTD, but not its D142A mutant, together with enrichment of H3K9me2 with MPP8 and H3K4me3 with TAF3 (Figure 3b, Figure S5c,d). As an alternative readout, quantitative PCR (qPCR) was applied to detect the enrichment of H3K9me2 and depletion of H3K4me3 reporter regions in two biological replicates of the TTD CIDOP (Figure S6a–c). Control experiments with the binding deficient TTD D142A mutant and IgG demonstrated the specificity of the enrichment, and control ChIP‐qPCR/CIDOP‐qPCR experiments with α‐H3K9me2, MPP8‐CD and TAF3‐PHD verified the assayed amplicons. In agreement with the western blot results, the qPCR assays revealed enrichment of H3K9me2 and depletion of H3K4me3 with TTD and loss of the H3K9me2 enrichment for the D142A mutant.

**FIGURE 3:**
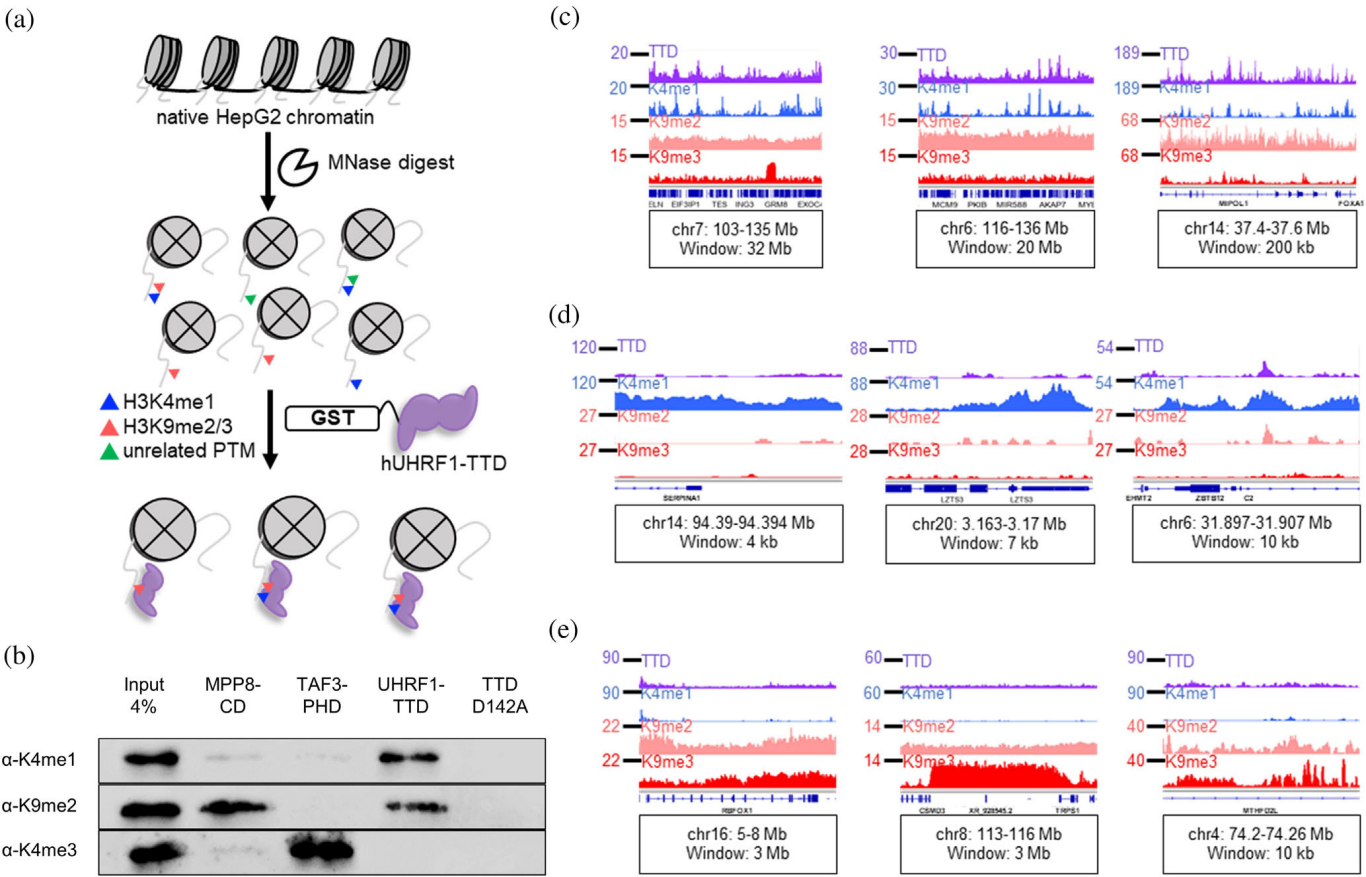
hUHRF1‐TTD CIDOP pull‐down is enriched in regions with H3K4me1 and H3K9me2/3. (a) Workflow of chromatin interacting domain precipitation (CIDOP) experiments used to investigate enrichment of mononucleosomes in characteristic H3 PTMs during pull‐down with GST‐TTD. (b) TTD pull‐down is enriched in H3K4me1 and H3K9me2, but depleted of H3K4me3. Pull‐down with the TTD D142A mutant does not show any enrichment. Control experiments with MPP8‐CD (Kungulovski et al., 2014) and TAF3‐PHD (Kungulovski et al., 2016) showed enrichment of H3K9me2 and H3K4me3, respectively, as expected. Shown are representative experiments of *n* ≥ 3 biological replicates. See also Figures S4–S6. (c) Exemplary browser views showing strong correlation of UHRF1‐TTD with H3K4me1 in regions with broad H3K9me2/3 signal. TTD and H3Κ9me2 tracks were derived from two pooled biological replicates. H3Κ4me1 and H3Κ9me3 data were taken from public data sets of comparable HepG2 cells (Arrigoni et al., 2018). See also Figures S7 and S8. (d) Exemplary browser views show lack of TTD enrichment in regions with H3K4me1 but without H3K9me2/3 signal. See also Figures S7 and S8. (e) Exemplary browser views show lack of TTD enrichment in regions with H3K9me3 alone. See also Figure S9. All tracks in RPKM, *y*‐axes start from 0. All coordinates in hg38, gene annotation from RefSeq. Browser views of CIDOP‐/ChIP‐seq data were created with the Integrative Genomics Viewer (software.broadinstitute.org/software/igv/).

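In CIDOP, a GST-tagged reading domain takes the place of the antibody of a ChIP experiment. Native mononucleosomes were released with micrococcal nuclease (MNase) from HepG2 cells, an established human liver cancer cell line derived from a hepatoblastoma. They were pulled down with GST-tagged TTD at 2 µM from 60 µg of chromatin, or with 2 µg of the H3K9me2 antibody from 30 µg of chromatin. TTD CIDOP, H3K9me2 ChIP and input comprised 2 biological replicates each, 6 libraries in all, sequenced with 150 bp paired-end reads. The study states a minimum of 10 M reads, but the depth of each library is unknown here, because the values come from the list of TTD peaks that the authors deposited, which holds positions and widths only. The signals of the separate libraries, of the H3K9me2 ChIP and of the inputs were not analysed here. To make the list, the authors trimmed the reads with Trimmomatic, mapped them to hg38 with HISAT2, computed RPKM in 10 bp bins without blacklisted regions and took the mean RPKM of the 2 TTD replicates. Broad peaks were called on this mean with MACS2 at fixed cutoffs, blacklisted regions were removed, and artifacts and large false positives were removed by hand. The methods name no input track for the peak calling and no correction for the number of copies of a region in HepG2 cells. Chromosomes 2, 14, 16, 17 and 20 were taken as gained in this line from general knowledge of its karyotype, which was not measured here. Because the replicates were pooled before the peaks were called, the list carries no error between replicates. The 95% Wilson intervals given with shares of peaks or TSSs therefore cover counting error only. All 31569 peaks lie within the chromosome ends of the hg38 sequence used here, and gene positions were taken from GENCODE release 44 on the same build, with 1 TSS for each of 20033 protein-coding genes. The list holds no score, so a stricter list was formed from the 15790 peaks at or above the median width of 2250 bp. Permutation tests were two-sided with 100000 resamples, for which 1e-05 is the smallest p-value possible, and 1000 random placements of the peaks cannot give a p-value below 0.002.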

To look more deeply into the specific genome‐wide binding pattern of TTD, we generated paired‐end high‐throughput sequencing data from the two biological replicates of the CIDOP reaction with TTD and the H3K9me2 ChIP. The high‐quality reads were mapped to hg38, quantified excluding blacklisted regions (Amemiya et al., 2019), and pooled (Figure S7). The genome‐wide Pearson's correlation coefficient (*r*) between the pooled data from UHRF1‐TTD CIDOP and each of the replicates was 0.93 and 0.95, respectively. The H3K9me2 ChIP was pooled with *r* 0.93 and 0.86. For comparison, public ChIP‐seq data for H3K4me1 and H3K9me3 in HepG2 cells were retrieved (Arrigoni et al., 2018). The genome‐wide *r* values of the pairwise correlation of TTD data with H3K4me1, H3K9me2, and H3K9me3 were 0.58, 0.53, and 0.12, respectively, indicating that TTD does not show a strong correlation with any of the isolated marks, but moderate similarity exists between the TTD, H3K4me1, and H3K9me2 tracks. It should be noted that the colocalization of UHRF1‐TTD and H3K9me2/3 at heterochromatic sites (Karagianni et al., 2008; Nady et al., 2011) was not reflected in this analysis, due to the low coverage of heterochromatic fragments in the ChIP‐seq data. 

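The edges of the windows in the browser views were read from the figures, and the TTD peaks in each window were counted. The paper shows its views as examples of a pattern in the tracks, so the rank of a window partly follows from this choice. In the view of chromosome 7 in Figure 3c, a window of 32 Mb, 301 TTD peaks lay between positions 103037501 and 135003820 of hg38. This is 9.41 peaks per Mb, close to the 9.22 peaks per Mb of the whole chromosome, and the peaks covered 2.50% of the window. The 20 Mb view of chromosome 6 contained 321 peaks between positions 116005131 and 135991970, or 16.1 per Mb against 16.7 per Mb over the chromosome, and 5.23% of the window was covered. The 200 kb view around MIPOL1 and FOXA1 on chromosome 14 differed from the chromosome as a whole. There, 19 peaks between positions 37398991 and 37592960 covered 60.0% of the window, against 4.19% of chromosome 14. Of the 454 adjoining windows of this size on chromosome 14, 0.441% were covered as much. The view lies in a densely covered region, and the 5 Mb from 35000001 to 40000000 were covered to 14.2%.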

For further analysis, we visualized the TTD data alongside H3K4me1, H3K9me2, and H3K9me3, seeing a very strong correlation of TTD binding with H3K4me1 profiles in areas with broad H3K9me2/3 signal (Figure 3c). This unexpected observation strongly supports our previous biochemical data revealing a preferred binding of TTD to H3K4me1‐K9me2/3 double marks. Regions rich in H3K4me1, but with little H3K9me2/3, showed negligible TTD signals (Figure 3d). 

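No TTD peak was listed in the 3 windows of Figure 3d. The window at SERPINA1 on chromosome 14 spans 4 kb, and the nearest peak lay 1600 bp from its edge. For the 7 kb window at LZTS3 on chromosome 20 this distance was 38150 bp, and for the 10 kb window at C2 and ZBTB12 on chromosome 6 it was 12730 bp. Windows this short mostly contain no TTD peak. When each chromosome was divided into adjoining windows of the same size, 89.5% of the windows on chromosome 14, 80.2% on chromosome 20 and 82.1% on chromosome 6 were without one. With no replicate or score in the peak list, a lack of peaks can be stated only for the cutoff that the authors used.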

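In the 3 Mb window around RBFOX1 on chromosome 16, 18 TTD peaks were listed. This amounts to 6 peaks per Mb, against 15.0 per Mb over chromosome 16, and 1.38% of the window was covered. Of the 28 adjoining 3 Mb windows of this chromosome, 14.3% were covered as little. The 3 Mb window with CSMD3 and TRPS1 on chromosome 8 contained 2 peaks, which lay in TRPS1 and covered 0.079% of it, less than each of the 48 adjoining windows of that size on the chromosome. Chromosome 8 as a whole had 8.21 peaks per Mb. No peak was listed in the 60 kb window in MTHFD2L on chromosome 4, where the nearest one was 8270 bp from the window edge, and 74.6% of the windows of this size on chromosome 4 likewise contained none.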

At the same time, regions with H3K9me2/3 alone showed low TTD signal (Figure 3e), indicating a conditional contribution of the H3K4me1‐K9me2/3 double mark for robust TTD binding. The colocalization of TTD, H3K4me1, and H3K9me2 and the resemblance of peak motifs were seen repeatedly at different genomic regions (Figure S8). These findings indicate that H3K4me1 and H3K9me2/3 are the principal marks behind the TTD signal in non‐repetitive genomic regions. Additionally, we verified the broad megabase‐wide distributions of H3K9me2 lacking defined peaks (Fukuda et al., 2021; Figure S9). 

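The windows of Figure S8 differed in how densely they were covered by TTD peaks. In the 15 Mb window on chromosome 19, 141 peaks covered 2.02% of the sequence, against 1.26% of the whole chromosome. The 5 Mb window on chromosome 14 held 20.2 peaks per Mb and was covered to 5.78%. Among 18 adjoining windows of this size on chromosome 14, 27.8% were covered at least as much. The 110 kb window with ALB and AFP on chromosome 4 contained 5 peaks between positions 73348341 and 73437470, which covered 45.7%. Cover this high was found in 0.231% of the windows of the same size on chromosome 4. From strong TTD signal where H3K4me1 lies in broad H3K9me2/3, negligible signal at H3K4me1 with little H3K9me2/3 and low signal at H3K9me2/3 alone, the paper concludes that both marks contribute conditionally to robust TTD binding.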

Jointly, the genome‐wide analysis by western blot and NGS confirmed the specific enrichment of UHRF1‐TTD pull‐down in nucleosomes carrying H3K9me2 as well as H3K4me1.

### 2.4 UHRF1‐TTD CIDOP prefers native H3 with both K4me1 and K9me2/3

Bringing together our in vitro, western blot, and NGS data so far, we hypothesized that TTD binding occurs in regions with broad distribution of H3K9me2, in which H3K4me1 peaks resulted in stronger TTD interaction. Based on this, we expected stronger TTD signal in regions enriched in H3K9me2, where strong TTD signals should correlate with strong H3K4me1. To test for this, we divided the entire genome into 1 kb bins, arranged them by decreasing the mean H3K9me2 signal in 10 equal deciles, as done by Ming et al. (2020). For each, we plotted the mean signals of TTD (Figure 4a), H3K4me1, and H3K9me2 and observed that TTD signals followed the decreasing trend of H3K9me2 across deciles, unlike H3K4me1 (Figure S10a). Looking within decile 1, the gradients of H3K9me2 and TTD are similar (Figure 4b). Furthermore, in H3K9me2‐rich deciles, the TTD signal showed a high correlation with H3K4me1 (*r* 0.8) that declined in deciles with lower H3K9me2 signal (Figure 4c). This demonstrated that a strong TTD signal is observed at regions with a robust, broad H3K9me2 signal, and within these region H3K4me1 modulates TTD intensity. As an additional control, we plotted a heatmap of TTD, H3K4me1, H3K9me2, and H3K9me3 centered on H3K4me1 peaks (Figure 4d), addressing the abundance of the H3K4me1‐K9me2/3 double mark and showing that about two thirds of the H3K4me1 peaks also contain H3K9me2. This finding indicates that the H3K4me1‐K9me2 double mark frequently occurs in the non‐repetitive part of the genome. As there is little information about H3K4me1 in heterochromatin, no statements about the co‐occurrence of H3K4me1‐K9me2/3 in this part of the genome can be made. As expected from the previous analyses, the intensity of the TTD signal was better correlated to H3K9me2 than to H3K4me1 (*r* 0.76 vs. 0.25), because not all H3K4me1 peaks carry H3K9me2 and the similarity in patterning between TTD and H3K4me1 was only evident in regions with robust H3K9me2.

**FIGURE 4:**
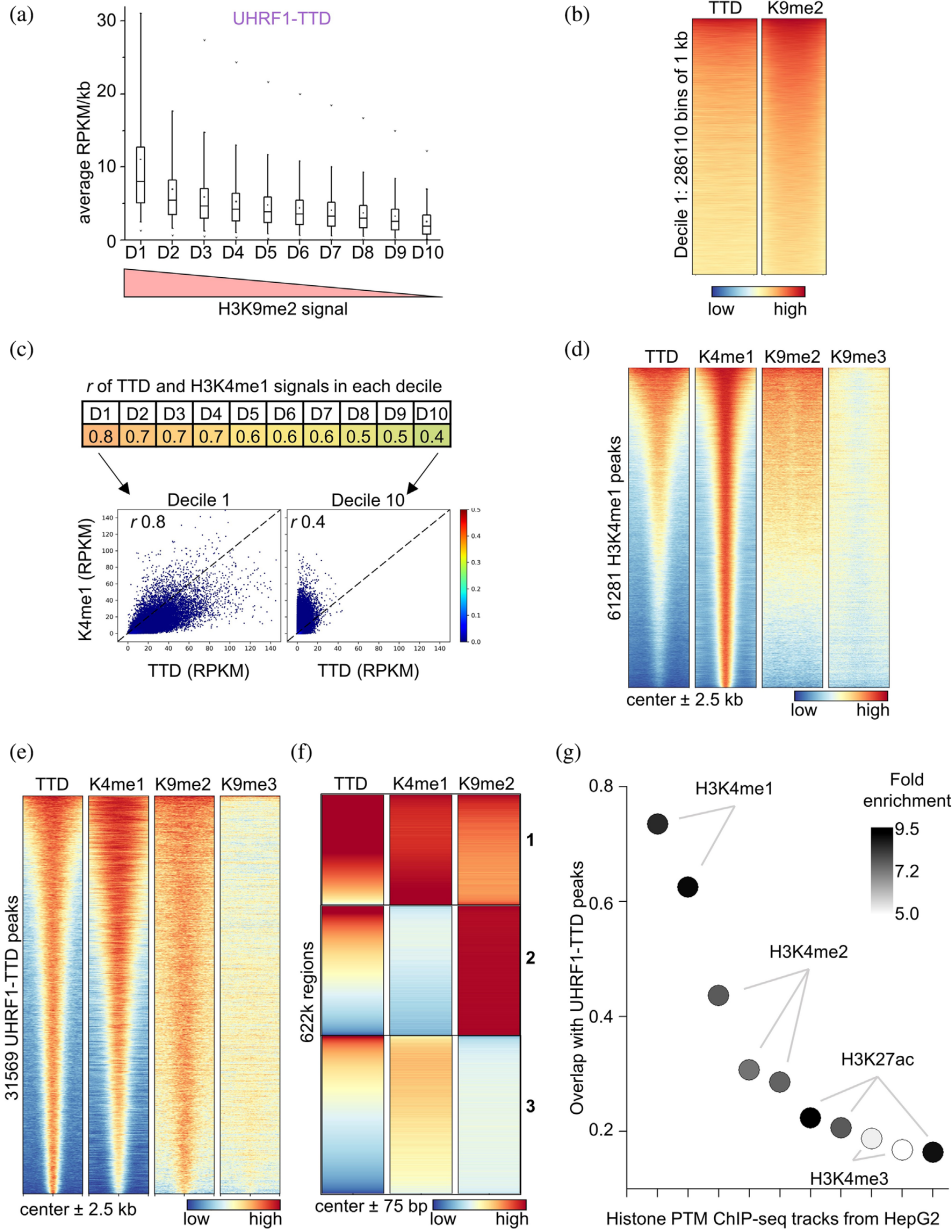
hUHRF1‐TTD shows strong correlation with H3K4me1 at H3K9me2 regions. (a) TTD signal is strongest in H3K9me2 highly enriched genomic regions and follows the decreasing H3K9me2 signal strength. The entire genome was divided into 1 kb bins, arranged by decreasing mean H3K9me2 signal, divided into deciles, and the mean TTD signal of each group was plotted. Central line is median, box borders are 25th to 75th percentile, and whiskers are 5th to 95th percentile. See also Figure S10a. (b) Heatmap of decile 1, showing regions of genome‐wide highest H3K9me2 signal and the corresponding TTD signal. Heatmap of 286,110 bins of 1 kb, arranged by decreasing H3K9me2 signal. (c) TTD to H3K4me1 correlation is strongest in genomic regions with high H3K9me2. *r* values of TTD and H3K4me1 signals were calculated for the deciles shown in panel (a). Within regions with high H3K9me2, average TTD signal has high correlation with H3K4me1, which declines as H3K9me2 signal decreases. (d) H3K4me1 peaks contain H3K9me2 signal. Within regions with H3K9me2 and H3K4me1, TTD shows enrichment. Heatmap of 61,281 H3K4me1 peaks and their ±2.5 kb flanks, centered in the middle, arranged by decreasing signal. (e) TTD peaks contain H3K4me1 peaks and enriched H3K9me2 signal. Heatmap of all 31,569 TTD peaks and their ±2.5 kb flanks, centered in the middle, and arranged by decreasing TTD signal. See also Figure S10b. (f) Heatmap of TTD peaks split into ~622 150 bp‐wide fragments, clustered by *k*‐means, and arranged by decreasing TTD signal. The strongest signal inside TTD peaks comes from mononucleosomes with H3K4me1 and H3K9me2. See also Figure S10c. (g) Overlap of TTD peaks with public ChIP‐seq peaks, individually curated to only include comparable HepG2 cells. Data shown here are the first 10 ChIP‐seq data sets with the highest overlap in TTD peaks in the public ChIP‐Atlas database (chip‐atlas.org; Zou et al., 2022), as arranged by decreasing percentage of TTD peak overlap (counts). Each has log *p* < −10. Circle shading reflects the enrichment over randomized input.

To further validate our finding of the combined readout of H3K4me1 and H3K9me2/3 by TTD, we also performed broad peak calling on TTD. 

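The deposited list of broad TTD peaks covers 93.4 Mb in total, which is 3.02% of hg38, over 24 chromosomes. The peaks do not overlap each other. Their median width is large compared with a nucleosome, with quartiles at 1370 and 3650 bp and a mean of 2958 bp. The narrowest peak measures 150 bp, and the widest, on chromosome 14 from 23589301 to 23640080, measures 50780 bp. When peaks less than 1 kb apart were joined, 29479 remained.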

Due to its very broad distribution, peak calling was not possible on H3K9me2, but broad peaks could be identified on H3K9me3. Using the broad peaks of the TTD enrichment, we prepared a heatmap of TTD, H3K4me1, H3K9me2, and H3K9me3 signals centered on these regions. The data clearly showed that TTD peaks have a strong enrichment and positive correlation with H3K4me1 (Figure 4e), and two thirds of the TTD peaks overlap with H3K4me1 peaks (Figure S10b). At the same time, TTD peaks also correlated with a gradient of H3K9me2, with little detectable contribution from H3K9me3, finally revealing a clear similarity of patterning for TTD, H3K4me1, and H3K9me2. This validated that the strong UHRF1‐TTD pull‐down signal originated from a colocalization of H3K9me2 and H3K4me1, with a conditional contribution from each mark, suggestive of combined TTD binding. 

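Dividing hg38 into 150 bp windows from the first base of each chromosome, 622351 windows had at least 50% of their length in TTD peaks. This is a mean of 19.7 fragments per peak. With any overlap taken as sufficient, the number was 651997, and when the whole window had to lie in a peak it was 593221. The stricter list gave 479774 fragments, so that the wider peaks supplied most of the fragments.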

To further validate the preferential binding of UHRF1‐TTD to mononucleosomes with double H3K4me1‐K9me2/3 marks, the broad TTD peaks were split into ~622k mononucleosome sized 150 bp fragments which were then used in *k*‐means clustering, resulting in three clusters that were arranged by decreasing TTD signal (Figure 4f). This analysis confirmed that, within the broad UHRF1‐TTD CIDOP peaks, the strongest TTD signal came from fragments bearing H3K4me1‐K9me2 (cluster 1), followed by regions rich in H3K9me2 some of which showed strong TTD signals (cluster 2), while the weakest signal was found in regions with H3K4me1 but with low amounts of H3K9me2 (cluster 3). As these signals are based on the enrichment of 150 bp DNA fragments, they clearly indicate the presence of both marks on one mononucleosome. Addition of H3K9me3 data to this analysis revealed that TTD and H3K9me3 signals were correlated in cluster 3 (Figure S10c), indicating that in this cluster combined readout of H3K4me1‐K9me3 occurred.

To better address TTD binding to H3K4me1‐K9me3 without K9me2, we clustered the H3K9me3 peaks and arranged the clusters by increasing H3K9me2 signal (Figure S11a). In one cluster of this analysis (#2), we clearly observed TTD binding to H3K4me1 and H3K9me3 in the absence of H3K9me2. To validate this finding in reverse, H3K9me3 peaks were found on 12% of H3K4me1 peaks (Figure S11b). A heatmap of H3K4me1 peaks overlapping to ≥50% H3K9me3 peaks and clustering again revealed one cluster (#2), where TTD binds to H3K4me1 and H3K9me3 in the absence of H3K9me2 (Figure S11c). Hence, while the biologically more abundant double‐modified substrate in the non‐repetitive loci of HepG2 cells is H3K4me1‐K9me2, our in vitro and NGS data both document the preferential binding of TTD to H3K4me1‐K9me2 and H3K4me1‐K9me3.

For an independent validation of H3K4me1 as the second part of the double mark read by TTD, we used the TTD peaks and conducted peak overlap analysis with various public ChIP‐seq data deposited in the ChIP‐Atlas database (chip-atlas.org; Zou et al., 2022). The results were restricted to ChIP‐seq experiments in HepG2 wild‐type (WT) cells analyzing abundant PTMs and arranged by decreasing TTD peak overlap. The first 10 ChIP‐seq data sets with the highest overlap in TTD were plotted and analyzed for fold enrichment of ChIP‐seq peaks in TTD peaks over randomized controls (Figure 4g and Supplemental File 1). 

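Supplemental File 1 has a sheet of 44 HepG2 histone tracks, with the number of TTD peaks that each track overlaps. Of these, 22 reach the 4-fold enrichment from which the study curated tracks individually. These counts and folds are the study's, and the public tracks themselves were not used here. The paper's counts for both H3K4me1 tracks are 23201 peaks, or 73.49% (95% Wilson interval 73.0 to 74.0), and 19732 peaks, or 62.5% (61.97 to 63.0). The best-placed H3K4me2 track overlapped 13768 TTD peaks, or 43.6% (43.1 to 44.2), so that the 3 shares differ by more than their counting error. The tracks also differ in size, and these 3 contain 92848, 74203 and 69965 peaks. Over all tracks of the sheet, the share of TTD peaks overlapped rose with the number of peaks in the track (Spearman's rho 0.911, permutation p = 1e-05, Benjamini-Hochberg adjusted p = 1e-05 over 4 such relations; the tracks are not independent replicates). Part of this is given by construction, since a track of few peaks can overlap only few TTD peaks, and over the tracks with at least 4-fold enrichment rho was 0.855 (permutation p = 2e-05). In fold enrichment over the study's randomized control, the H3K4me1 tracks rank 5 and 2 of 44, at 8.75-fold and 9.18-fold. The largest fold among these 44 tracks is 9.48, for a H3K27ac track with 30693 peaks that overlaps 22.3% of the TTD peaks, and the H3K4me2 track stands at 7.90-fold. Ranks by fold have the opposite limit, because a track with much chance overlap cannot overlap more than all TTD peaks and so cannot reach a high fold.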

Strikingly, two H3K4me1 tracks from independent laboratories had the highest overall overlap with TTD peaks (73% and 63%, respectively) and more than eightfold enrichment. H3K4me2 tracks completed the top five but showed a smaller overlap of 44% or less, and less significant enrichment. This clearly demonstrates that among all the publicly available data sets for histone ChIP‐Seq in HepG2 cells, H3K4me1 peaks have the best correlation to TTD peaks. Unfortunately, no public H3K9me2 ChIP‐seq data were found for HepG2 that could be used as independent validation of our own data.

In summary, our data demonstrate that binding of GST‐tagged UHRF1‐TTD to native HepG2 chromatin required H3K9me2/3, with higher affinity for mononucleosomes with double H3K4me1‐K9me2/3 modifications, supporting our hypothesis of combined binding of both marks and complementing our peptide‐binding data. Moreover, we document the wide occurrence of the H3K4me1‐K9me2 double mark in TTD CIDOP and ChIP‐western blot experiments.

### 2.5 UHRF1‐TTD binds on promoters of cell‐type‐specific genes and downregulated genes in HepG2

Having established the preferential enrichment of TTD CIDOP in H3K4me1‐K9me2 regions from HepG2 chromatin, we wondered which functional role could be attributed to TTD binding of the H3K4me1‐K9me2 double mark. It is well known that H3K4me1 marks enhancers, and H3K9me2 has a high abundance and broad distribution (Figure S9b). Using the HepG2‐specific 18‐state ChromHMM reference data (egg2.wustl.edu/roadmap; Roadmap Epigenomics et al., 2015), we analyzed the genome‐wide distribution of TTD peaks in the different chromatin regions and compared it to randomized controls of equal number and length of peaks (Figure 5a). The enrichment of TTD peaks was high in “Enhancers” (lowest in bivalent enhancers), as well as the regions “Flanking TSS” (upstream or downstream), which include gene promoters. This complements our finding that TTD peaks show significant overlap with H3K4me1 again indicating that K4 methylation has a marked influence on chromatin binding of TTD. Due to the enrichment of TTD peaks in transcriptional start site (TSS) flanking regions, we looked at all the TSSs from the human TSS reference set (refTSS; Abugessaisa et al., 2019) and since UHRF1 participates in DNA methylation, we also included whole‐genome bisulfite sequencing (WGBS) data (The ENCODE Project Consortium, 2012). Using *k*‐means clustering, we identified four clusters that were arranged by decreasing TTD signal (Figure 5b). This heatmap shows all human TSSs with their promoter regions, and in clusters 1 and 2, strong or moderate TTD density was observed, respectively. As expected for promoter regions, WGBS DNA methylation levels were relatively low. Interestingly, in clusters 1 and 2, TTD enrichment corresponds to the WGBS signal, both signals showing minima in the center of the regions (at the position of the TSS) and increase towards the flanks. Conversely, in cluster 3, both TTD and WGBS signals are lower. 

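The minimum at the TSS was also seen in the cover by TTD peaks, which was measured around the protein-coding TSSs instead of the refTSS regions of the heatmap. A TTD peak lay within 2.5 kb of 3390 TSSs, and TSSs with overlapping windows were averaged, which left 2973 loci. The central 500 bp were covered to 20.3%, and the flanks at 1 to 2.5 kb on both sides to 34.6%. The difference was -14.2 percentage points on average (SD 39.5 over loci). It was larger than chance reversals of sign give (sign-flip permutation test, p = 1e-05), and 100 random placements of the peaks gave differences between -3.25 and 2.55. Cover was lower at the TSS at 73.8% of the loci, against a mean of 59.5% in the placements, where a short centre is missed more often than the longer flanks. Among the other settings, the TSSs of genes of any type moved this value most, to -6.46. The minimum was not present in all classes of TSSs. In the quartile of loci with the lowest CpG observed/expected ratio, the centre was covered to 47.1% and the flanks to 42.6%, whereas in the quartile with the highest ratio these values were 5.61% and 32.0%. WGBS data were not analysed here. From the joint minima and the joint increase of TTD and WGBS signals towards the flanks, the paper proposes that TTD binding at TSS flanks can increase DNA methylation there.

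**Figure D1:**
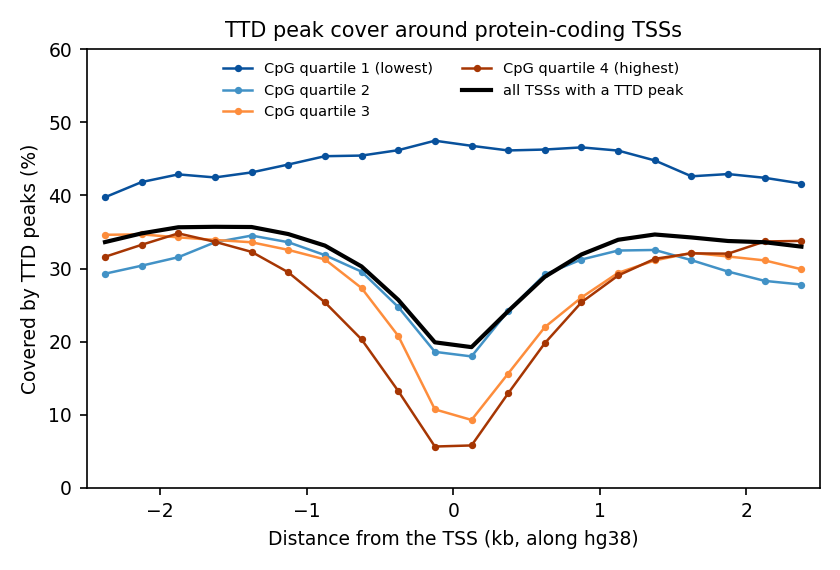
Share of sequence covered by TTD peaks in 250 bp steps within 2.5 kb of protein-coding TSSs that have a TTD peak in this range (black), and in the 4 quartiles of their loci by CpG observed/expected ratio in the 1 kb around the TSS. The black line falls from 35.7% at its highest step to 19.2% at its lowest, next to the TSS, and the line of the lowest quartile stays between 39.8% and 47.5%. The steps run along hg38, so the strand of a gene was not taken into account.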

Clusters 3 and 4 function as control regions, the former containing the unmethylated TSSs and promoters of HepG2 cells, while the latter has most of the TSSs with the highest DNA methylation. The patterns observed in clusters 1 and 2 suggest that TTD binding to the regions flanking TSSs can increase DNA methylation at these sites, in agreement with the well‐documented role of UHRF1 in the deposition of DNA methylation (Bostick et al., 2007; Sharif et al., 2007).

**FIGURE 5:**
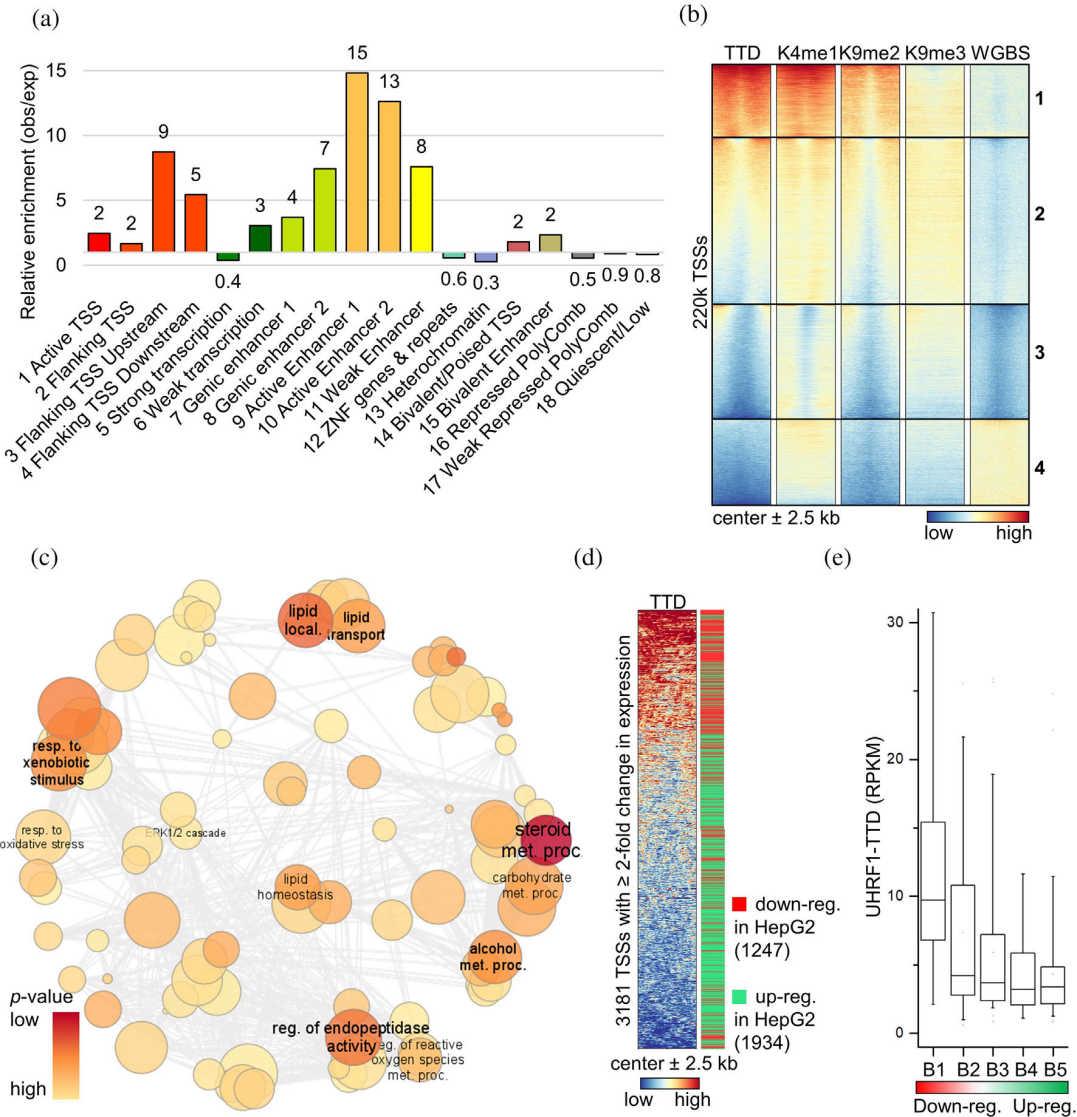
hUHRF1‐TTD binds to promoters of cell‐type‐specific genes and downregulated genes in HepG2. (a) Analysis of TTD peaks in functional chromatin regions. Segmentation data from ChromHMM for HepG2 (egg2.wustl.edu/roadmap; Roadmap Epigenomics et al., 2015), enrichment is over randomized control. TTD peaks show strong enrichment in enhancers and TSS flanking regions. (b) Heatmap of ~220k refTSS (centered in the middle ±2.5 kb) clustered by *k*‐means, and arranged by decreasing TTD signal. The TTD enrichment follows H3K4me1 and H3K9me2 signal intensity. WGBS, whole‐genome bisulfite sequencing. (c) TTD signal is enriched in cluster 1 of panel (b). The genes of this cluster have statistically significant relation to cell‐type‐specific processes for HepG2. refTSS regions were assigned to genes by *ChIP‐Enrich* (chip‐enrich.med.umich.edu; Welch et al., 2014), the enriched GO:BP genesets with FDR ≤ 0.05, hybrid *p* value ≤ 0.05 were summarized in *Revigo* (revigo.irb.hr; Supek et al., 2011) and visualized using *Cytoscape* (cytoscape.org; Shannon et al., 2003). Exemplary GO terms for each cluster are annotated. Semantic similarity is reflected in the clustering, color and font size reflect the *p* value. Circle radius reflects the log of number of genes in GO term ID. dev, development; diff, differentiation; epith, epithelial; local, localization; met, metabolic; pos, positive; proc, processes; reg, regulation; res., response; stim., stimulus; trans, transport. See also Figure S12a. (d) Heatmap of 3181 refTSS (centered in the middle ±2.5 kb) corresponding to genes with ≥2‐fold change in expression between HepG2 and liver tissue and arranged by decreasing TTD signal. The bar on the right is red for downregulated and green for upregulated genes in HepG2. Expression data for HepG2 (Uhlen et al., 2017) and liver cells (Uhlen et al., 2015) were obtained from The Human Protein Atlas version 21.1 (proteinatlas.org). The TSSs with TTD‐rich flanks corresponded more frequently to genes downregulated in HepG2. (e) TTD binding to HepG2 chromatin is stronger around TSSs of genes that are most downregulated in HepG2 compared to liver cells, and weaker around TSSs of genes that are upregulated. The refTSS regions matching genes with ≥2‐fold change in expression between HepG2 and liver tissue were arranged by increasing expression ratio (HepG2/Liver), divided into five bins of equal size, and the mean TTD signal of each was plotted. Central line is median, box borders are 25th to 75th percentile, and whiskers are 5th to 95th percentile.

Using the ChIP‐Enrich webserver (chip-enrich.med.umich.edu), a gene ontology biological process (GO:BP) analysis of the genes from cluster 1 of the TTD promoter binding analysis (Figure 5b) was conducted and revealed a strong connection to various metabolic processes, as well as response to xenobiotics (Figure 5c; Supplemental File 2), both typical cell‐type‐specific processes for hepatic cells (Arzumanian et al., 2021). Then, we compared gene expression data from HepG2 and primary liver cells and identified genes with ≥2‐fold change in expression and high expression levels in at least one of the two cell types (Supplemental File 3). 

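Supplemental File 3 lists TSSs of genes that differ at least 2-fold between HepG2 and liver and reach 1000 pTPM in one of them. It holds 1247 TSSs of 64 genes that are lower in HepG2 and 1995 TSSs of 121 genes that are higher, 3242 in all, and the paper's number of such TSSs is 3181. Among the genes higher in HepG2, 65 encode ribosomal proteins. Windows of 2.5 kb on each side of these TSSs were compared with the TTD peaks. A peak was present in 513 windows of the lower list, or 41.1% (95% Wilson interval 38.4 to 43.9), and in 272 windows of the higher list, or 13.6% (12.2 to 15.2). TSSs of 1 gene share an expression value, so the windows were then averaged per gene. The mean cover was 23.4% ± 28.4 (SD, n = 64 genes) for the genes lower in HepG2 and 4.52% ± 10.5 (SD, n = 121 genes) for the genes higher in HepG2. The medians were 13.8% and 0%, and no window of 21 lower and 93 higher genes contained a peak. The difference of 18.9 percentage points exceeded the spread that permuted gene labels give (two-sided permutation test, p = 1e-05). Over the other windows, measures and gene sets tried, it ranged from 17.0 to 28.9. In the lower list, GSTA2 with 100% and HP with 89.4% were among the genes with the largest cover, and GSTA2 has 1 TSS in the file. In the higher list, the genes with the largest cover were RPL37A (52.4%), AKR1C2 (46.8%) and RPL32 (43.9%).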

We plotted the corresponding TSSs (refTSS) with their flanks, arranged by decreasing TTD signal, and noticed that TSSs with TTD‐rich flanks corresponded more frequently to genes downregulated in HepG2 (Figure 5d). Also, we arranged these TSSs according to change of expression, placed them in five bins of equal size and plotted the mean signal of TTD (Figure 5e), revealing that the TTD signal was stronger around TSSs of genes that are most downregulated in HepG2 compared to liver tissue cells, and weaker around TSSs of genes that are upregulated. 

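Arranged by the expression ratio and divided into 5 bins of 648 or 649 TSSs, the windows were covered by TTD peaks to 26.7%, 14.7%, 8.02%, 2.59% and 3.35% from the lowest to the highest ratio. A peak was present in 48.8% of the windows of the first bin, 9.26% of the fourth and 10.2% of the last. The bins hold few genes, 39 in the first and 24 in the third, and FN1 alone supplies 302 TSSs of the third bin. Across the 185 genes, the ratio and the mean cover had a Spearman's rho of -0.361 (permutation p = 1e-05, Benjamini-Hochberg adjusted p = 2e-05 over 2 relations). Pearson's r with the log2 ratio was -0.272 (permutation p = 0.00047, adjusted p = 0.00047). Genes are not independent replicates. Within either list the relation was not detectable, with a rho of 0.0672 (permutation p = 0.598) over the 64 genes lower in HepG2 and of -0.00235 (permutation p = 0.979) over the 121 genes higher in HepG2. In the lower list, 7 genes are entered at 0.001 pTPM in HepG2, which fixes their order by the liver value, and without them rho was -0.0912 (permutation p = 0.501).

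**Figure D2:**
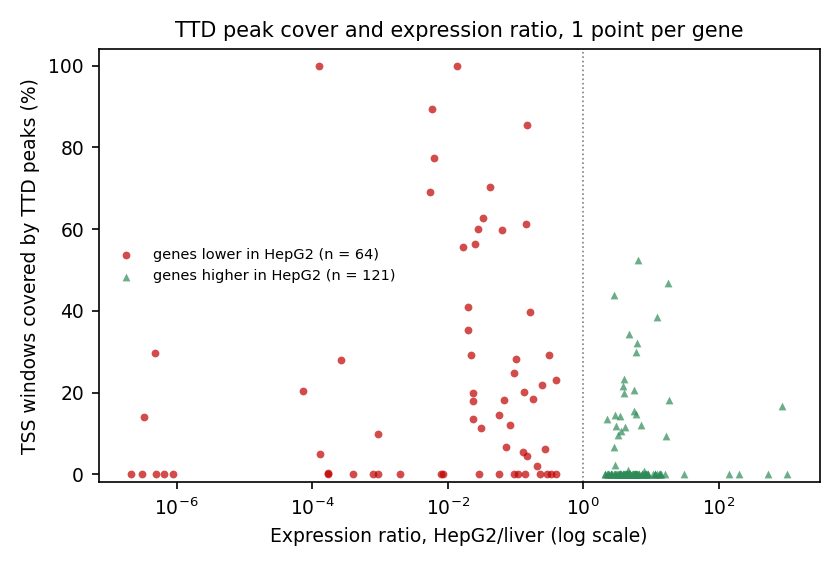
Mean share of the 5 kb TSS windows of a gene covered by TTD peaks, against the ratio of expression in HepG2 and liver on a log scale, with 1 point for each of 64 genes lower (circles) and 121 genes higher (triangles) in HepG2. The circles reach up to 100% and most triangles lie at 0%, while within either list the points show no trend with the ratio (rho 0.0672 and -0.00235).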

Gene set enrichment analysis (GSEA) using Enrichr (maayanlab.cloud/Enrichr; Xie et al., 2021) revealed that the genes robustly downregulated between HepG2 and liver tissue are HepG2 and liver‐specific (Figure S12a). These results show a correlation between UHRF1‐TTD CIDOP signals on promoter flanks and reduced expression of a set of cell‐type‐specific genes in HepG2 cells suggesting that these liver‐specific genes were downregulated by UHRF1 in the HepG2 cancer cells.

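The lists of genes lower and higher in HepG2 also differ in the sequence of their TSSs. The CpG ratio of a gene is the mean over all its listed TSSs and so is not that of its main promoter alone. When all 185 genes were divided into quartiles by the CpG observed/expected ratio around their TSSs, the lowest quartile held 41 lower and 5 higher genes, and the highest quartile 2 lower and 45 higher genes. The lower genes had the larger mean cover by TTD peaks in each quartile, with 30.8% against 20.4% in the lowest and 11.6% against 3.91% in the next one. The third quartile gave 5.50% against 2.99%, and the highest one 13.5% against 4.52%. Averaged over the quartiles, the difference was 7.40 percentage points and did not pass the threshold of 0.05 when labels were permuted within quartiles (permutation p = 0.0815). From the TTD signal on promoter flanks of genes with reduced expression, the paper proposes that UHRF1 downregulated these liver-specific genes in HepG2 cells.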

### 2.6 UHRF1‐TTD binds on enhancers of cell‐type‐specific genes in HepG2

The enrichment of TTD peaks on “Enhancers” in the chromatin segmentation analysis (Figure 5a) agrees with the overlap of TTD with H3K4me1. To examine the segmentation results closer, we merged the ~189k “Enhancers” of HepG2 cells and plotted a heatmap centered on these, with the marks relevant to our study (Figure 6a). As expected, all regions harbored a strong H3K4me1 signal, and a significant part of them also contained H3K9me2, showing a good correlation with the TTD signal (*r* 0.76). Direct comparison revealed that the majority of the TTD peaks (82%) are found on 30% of these HepG2‐specific enhancers harboring H3K4me1 and H3K9me2 (Figure 6b). 

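The distance from the midpoint of each TTD peak to the nearest protein-coding TSS was compared with 1000 random placements of peaks of the same number and widths. More than 10 kb from a TSS lay 25447 peaks, or 80.6% (95% Wilson interval 80.2 to 81.0), below the mean of 89.4% in the placements. Between 1 and 10 kb from a TSS lay 5256 peaks, or 16.6% (16.2 to 17.1), which is 1.77 times the 9.39% of the placements. Closer than 1 kb were 866 peaks, or 2.74% (2.57 to 2.93), 2.31 times the 1.19% of the placements. Each share was outside the range of the placements (two-sided random placement test, a permutation of peak positions, p = 0.002). Relative to the placements, the stricter list moved the share closer than 1 kb most, to 0.988% or 0.832 times the mean of its placements, though within their range (same permutation of positions, p = 0.016).

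**Figure D3:**
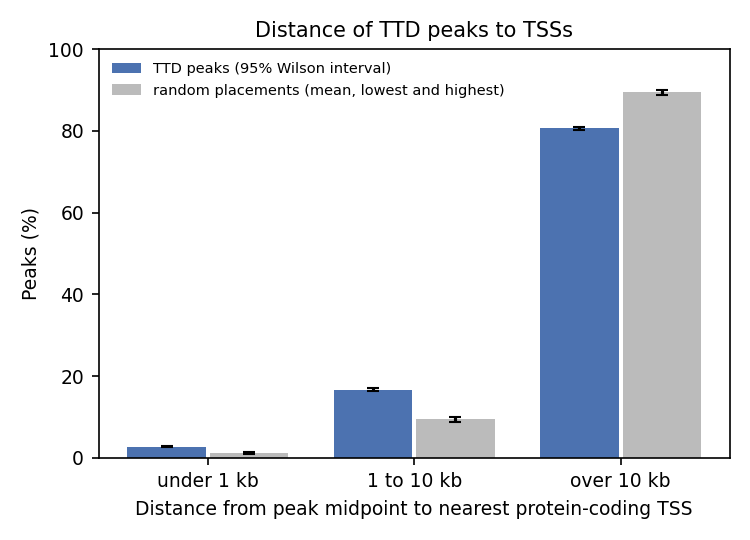
Share of TTD peaks by distance from the peak midpoint to the nearest protein-coding TSS (blue, error bars 95% Wilson interval) and in 1000 random placements (grey, bars show the mean and error bars the lowest and highest placement). The TTD peaks exceed the placements under 1 kb (2.74% against 1.19%) and from 1 to 10 kb (16.6% against 9.39%), and lie below them over 10 kb (80.6% against 89.4%).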

We also analyzed the TTD peaks on the ChIP‐Enrich webserver (Figure S12b) and determined that 65% of them are located on distal enhancers (10 to >100 kb to TSS) and 29% on upstream enhancers (1–10 kb to TSS), in agreement with our segmentation results. While the WGBS signal lacked characteristic TTD‐related pattern (Figure S12c), a GO:BP analysis of the enhancer‐associated genes showed strong enrichment for processes related to metabolism and regulation of lipids followed by tissue/liver development (Figure 6c, Supplemental File 4). 

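The genes ALB, FGA, FOXA1 and HNF4A were looked up in the list of TTD peaks. ALB (chromosome 4, 73397114 to 73421482, plus strand) has its TSS in a peak of 22530 bp, from 73383881 to 73406410, which covers all of the 5 kb around the TSS and 38.2% of the gene. Supplemental File 3 lists 92 TSSs for ALB, and over their windows the mean cover was 11.3%, with a peak in 23 of them. FGA (chromosome 4, 154583126 to 154590742, minus strand) is covered to 65.3%, and the 5 kb around its TSS to 74.4%. The genes of the TFs have less cover at the TSS. No peak lies in the 5 kb around the TSS of FOXA1 (chromosome 14, 37589552 to 37596059, minus strand), where the nearest peak is 3099 bp away within the gene, but 22 peaks lie within 100 kb of the TSS. HNF4A (chromosome 20, 44355699 to 44432845, plus strand) contains 3 peaks over 77.1 kb, its nearest peak is 2459 bp upstream of the TSS, and 11 peaks lie within 100 kb. The peak list gives no link between a peak and the gene it may act on, and the ChIP-Enrich assignments were not used here.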

Among the enriched genes, we recognized liver‐specific markers (e.g., ALB, ALDOB, and FGA; Arzumanian et al., 2021), as well as transcription factors (TFs) that define liver cell identity (e.g., FOXA1 and HNF4A; Horisawa et al., 2020; Supplemental File 4). GSEA using Enrichr validated that the enriched assigned‐genes are HepG2 and liver‐tissue specific (Figure S12d).

**FIGURE 6:**
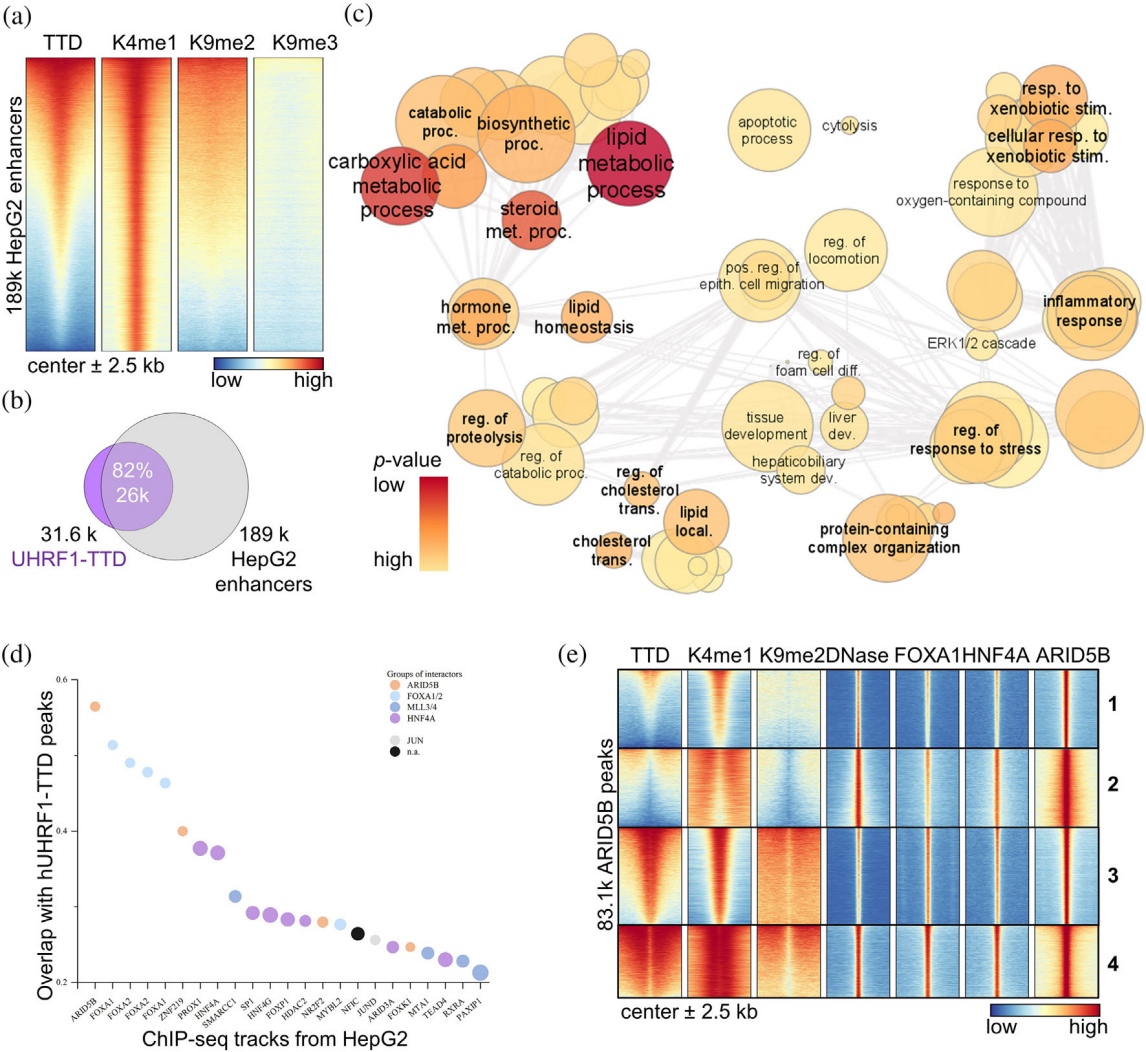
hUHRF1‐TTD binds to enhancers of cell‐type‐specific genes and flanks targets of cell‐type‐specific TFs in HepG2. (a) Heatmap of ~189k HepG2 enhancers identified by ChromHMM ±2.5 kb flanks (egg2.wustl.edu/roadmap; Roadmap Epigenomics et al., 2015), centered in the middle, and arranged by decreasing TTD signal. The TTD enrichment on HepG2 enhancers follows the H3K9me2 signal intensity. See also Figure S12c. (b) UHRF1‐TTD peaks have an 82% overlap with HepG2 enhancers, covering 30% of all HepG2 enhancers (ChromHMM). Diagram made using Venn‐Diagram‐Plotter (github.com/PNNL‐Comp‐Mass‐Spec/Venn‐Diagram‐Plotter). See also Figure S12b. (c) TTD peaks are enriched on enhancers of genes relating to cell‐type‐specific processes for HepG2. TTD peaks were assigned to human enhancers by *ChIP‐Enrich* (chip‐enrich.med.umich.edu; Welch et al., 2014), the enriched GO:BP genesets with FDR ≤ 0.05, hybrid *p* value ≤ 0.05 were summarized in *Revigo* (revigo.irb.hr; Supek et al., 2011) and visualized using *Cytoscape* (cytoscape.org; Shannon et al., 2003). Exemplary GO terms for each cluster are annotated. Semantic similarity is reflected in the clustering, color and font size reflect the *p* value. Circle radius reflects the log of number of genes in GO term ID. dev, development; diff, differentiation; epith, epithelial; local, localization; met, metabolic; pos, positive; proc, processes; reg, regulation; res., response; stim., stimulus; trans, transport. See also Figure S12d. (d) TTD peaks correlate strongly with targets of cell‐type‐specific transcription factors (TFs). Overlap of TTD peaks with public ChIP‐Seq peaks, individually curated to only include comparable HepG2 cells. Data shown here are ChIP‐seq data sets with the highest overlap in TTD peaks in the public ChIP‐Atlas database (chip‐atlas.org; Zou et al., 2022), as arranged by decreasing percentage of TTD peak overlap (counts). Each has log *p* < −10. Disk color reflects the known interactor/protein complex assigned to the specific protein. Disk size reflects the fold enrichment. (e) TTD flanks target cell‐type‐specific TFs. Clustering revealed robust TTD binding surrounding ~50% of the ARID5B peaks (clusters 3 and 4). Both show binding sites of DNA‐binding cell‐type‐specific TFs FOXA1 aka HNF3α (Gertz et al., 2013), HNF4A (Gertz et al., 2013), and ARID5B (Partridge et al., 2020) and are flanked by H3K4me1‐K9me2 and UHRF1‐TTD. The center is nucleosome‐free as seen by the DNase‐seq signal (The ENCODE Project Consortium, 2012). See also Figure S12e.

### 2.7 UHRF1‐TTD and H3K4me1‐K9me2 flank targets of cell‐type‐specific TFs in HepG2

The TTD binding on enhancers regulating identity defining TFs (e.g., FOXA1 and HNF4A), and the reported role of UHRF1 in regulating cell lineage specification during differentiation motivated further investigation in that direction. Analysis of peak overlap between TTD and TF ChIP‐seq data from the ChIP‐Atlas database for HepG2 cells (Zou et al., 2022), revealed a strong correlation of TTD to binding sites of cell‐type‐specific TFs (Figure 6d, Supplemental File 5). 

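For TF tracks, Supplemental File 5 lists 34 curated HepG2 data sets, again with the study's counts of overlapped TTD peaks. The largest shares are those of ARID5B with 17820 peaks, or 56.4% (95% Wilson interval 55.9 to 57.0), FOXA1 with 51.4% (50.8 to 51.9) and FOXA2 with 49.02% (48.5 to 49.6). The HNF4A track overlaps 11720 TTD peaks, or 37.1% (36.6 to 37.7). As for the histone tracks, the share rose with the number of peaks in the track, which is 83095 for ARID5B, 76205 for FOXA1 and 35935 for HNF4A (Spearman's rho 0.943 over 34 tracks, permutation p = 1e-05). The order by the study's fold enrichment differs from the order by share, and a track with much chance overlap cannot reach a high fold. ARID5B with 8.00-fold ranks 29 of 34 by fold, this FOXA1 track with 7.78-fold ranks 31, and HNF4A with 11.6-fold ranks 8. The largest folds among these data sets are those of MED1 (14.2), FOXO1 (13.5) and PAXIP1 (12.6), whose tracks overlap 10.5%, 12.3% and 21.3% of the TTD peaks.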

Grouping of the most enriched TFs based on their known interaction (thebiogrid.org; Oughtred et al., 2021; Supplemental File 5) revealed the groups of ARID5B, FOXA1/2, MLL3/4, and HNF4A as most relevant TTD targets. Focusing on ARID5B, FOXA1 (aka HNF3α), and HNF4A, we verified that hUHRF1‐TTD binds next to binding sites of cell‐type‐specific TFs in browser views (Figure S12e) and heatmaps (Figure 6e). 

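In the browser views of Figure S12e, the windows at AFP, ABCA9 and MBL2 contained TTD peaks. The 30 kb window at AFP on chromosome 4 was covered to 39.1% by 2 peaks, the first of which begins at position 73424711 and contains the TSS. At ABCA9 on chromosome 17, a single peak of 30790 bp, from 69029041 to 69059830, covered 99.2% of the 20 kb window. The 10 kb window at MBL2 on chromosome 10 was covered to 79.6% by a peak of 27360 bp that extends from 52750601 to 52777960 and contains the whole gene. Cover this high was rare, in 0.854%, 0.0483% and 0.420% of the windows of equal size on the chromosomes concerned. The paper shows these windows as examples of TTD beside TF sites, so their high cover partly follows from how they were chosen. The positions of the TF sites were not used here.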

The ChIP‐seq data reveal the DNA‐binding TFs are in the center of the TTD‐enriched regions, where nucleosomes are evicted, flanked by histone marks and TTD (e.g., cluster 4 of Figure 6e). The colocalization and interactions between these three TFs had been documented previously (Horisawa et al., 2020; Okuno et al., 2013; Partridge et al., 2020). Here, we document the presence of H3K4me1 and H3K9me2 at the flanks of these TF target regions, supporting the notion of a physiological role for this previously undescribed double mark and substantiating TTD binding to it. Moreover, the known interaction of FOXA1/2 with the MLL3/4 complex, that deposits H3K4me1, and HNF4A with G9a, that deposits H3K9me2, as well as with the MLL3/4 complex (Goos et al., 2022; Jozwik et al., 2016) potentially leads to a double mark enhancement and may suggest a read/write mechanism of the H3K4me1‐K9me2 double mark, since TF binding to regions containing H3K4me1‐K9me2 can recruit writers of H3K4me1 and H3K9me2. In the cellular context, we expect that TTD‐based targeting of UHRF1 to enhancers and promoters is subject to additional regulation, given the highly complex regulation of the interacting TFs. Taken together, our data clearly support a role for UHRF1 in differentiation and regulation of cell‐type‐specific processes, mediated by TTD targeting. Our finding that H3K4me1‐K9me2 and UHRF1‐TTD flank the targets of cell‐type‐specific TFs in HepG2 cells provides physiological context for this histone double mark, and a potential read/write mechanism via TFs and TTD, while providing an explanation for the previously reported role of UHRF1 in cellular differentiation (Kim et al., 2018; Obata et al., 2014; Ramesh et al., 2016; Sakai et al., 2022; Yamashita et al., 2018).

### 2.8 Murine UHRF1 genomic localization is correlated with H3K4me1

Next, we aimed to address the question, whether and to what extent the TTD data presented so far relate to the full‐length UHRF1 protein. The only available full‐length UHRF1 ChIP‐seq data are from mouse embryonic stem cells (mESC). This data set was published in a study that reported a genome‐wide correlation of mUHRF1 with H3K4me3, as well as H3K9 methylation, and characterized mUHRF1 as a regulator of cell lineage specification during differentiation (Kim et al., 2018). After reanalysis of public E14 mESC tracks for H3K4me1 (Wu et al., 2016), H3K4me3 (Kim et al., 2018), and these mUHRF1 ChIP‐seq data (Kim et al. 2018), we concluded that the distribution of murine UHRF1 was much more similar to H3K4me1 than to H3K4me3 in browser views (Figure 7a). In agreement with these observations, the genome‐wide correlation of UHRF1 signal was better for H3K4me1 than for H3K4me3 (*r* 0.6 vs. 0.4; Figure 7b, Figure S13a). Closer inspection of these data revealed that the log2 plot of the H3K4me3 versus mUHRF1 signal has a bimodal distribution (Figure S13a), indicating that mainly the weaker peaks of H3K4me3 (which are expected to contain H3K4me1 as well) correlate with the UHRF1 signal in mESC, but strong H3K4me3 peaks had no correlation with UHRF1.

**FIGURE 7:**
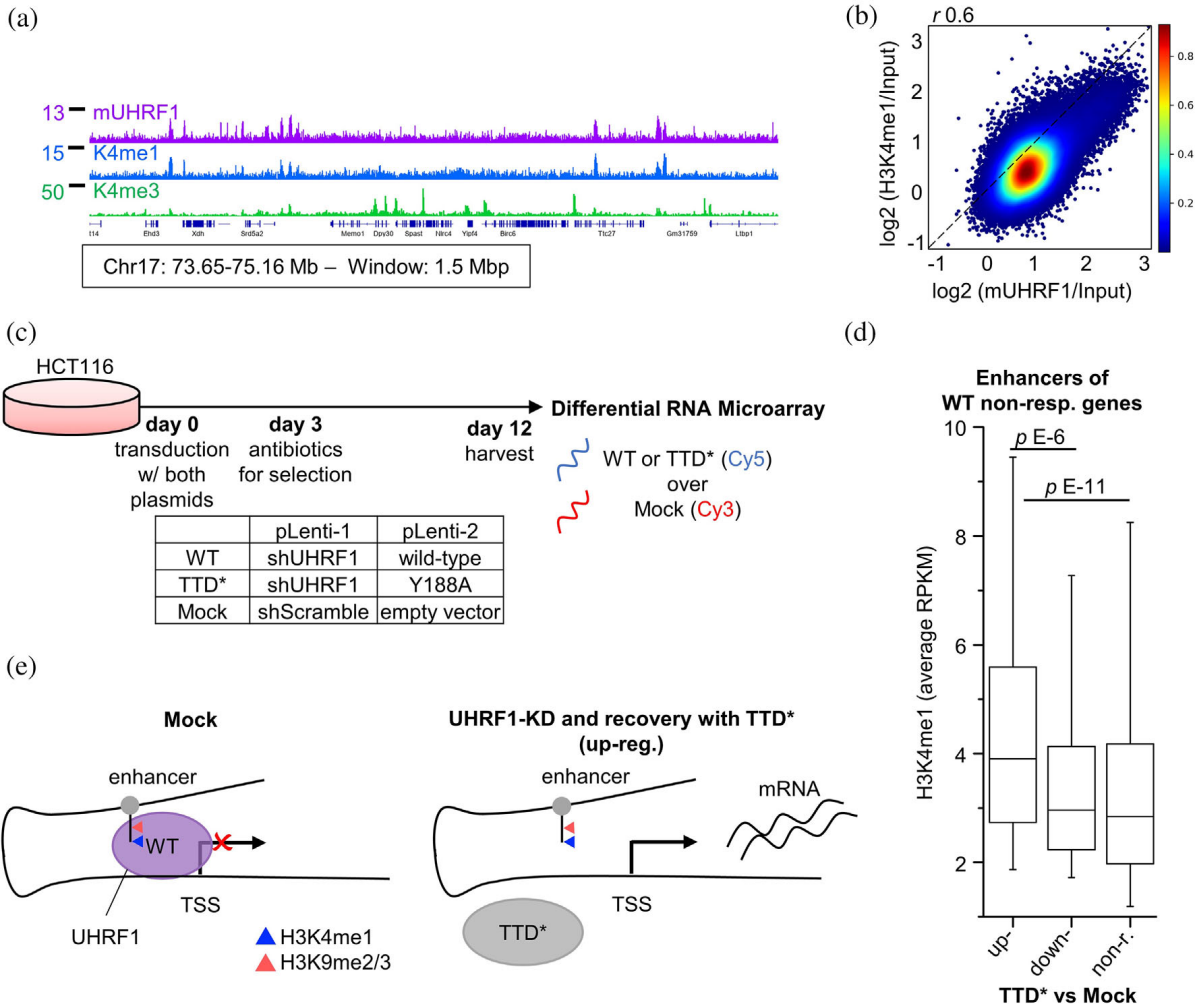
Full‐length mUHRF1 genomic localization is correlated with H3K4me1 and hUHRF1‐TTD downregulates genes with H3K4me1 enriched enhancers. (a) Browser view of mUHRF1 ChIP‐seq with H3K4me1 and H3K4me3 in E14 mESC demonstrates the similarity in signal and peak distribution of UHRF1 and H3K4me1. ChIP‐seq data sets are from Kim et al. (2018) and Wu et al. (2016). All tracks in RPKM, *y*‐axes start from 0. Coordinates in mm10, gene annotation from RefSeq. Browser views of CIDOP‐/ChIP‐seq data were created with the Integrative Genomics Viewer (software.broadinstitute.org/software/igv/). (b) mUHRF1 ChIP‐seq correlates with H3K4me1 in E14 mESC. Plot of the average ChIP signals in 2 kb bins genome‐wide and Pearson's correlation (*r*). Ratio calculated as log2(ChIP/Input). ChIP‐seq data sets from Kim et al. (2018) and Wu et al. (2016). See also Figure S13a. (c) Experimental strategy used by Kong et al. (2019) for the generation of differential expression data from modified HCT116 cells compared to mock to evaluate hUHRF1‐TTD function. Details are explained in the text. See also Figure S13b. (d) TTD* upregulated genes are enriched in H3K4me1‐K9me2 on their FANTOM5 enhancers (Andersson et al., 2014). Shown are the differentially regulated genes (DRGs) from the wild‐type (WT) over mock non‐responsive genes, sorted according to their status in Y188A mutant over mock (TTD*). The mean H3K4me1 signal of each group was plotted from HCT116 ChIP‐seq data (Cohen et al., 2017). Central line is median, box borders are 25th to 75th percentile, and whiskers are 5th to 95th percentile. *p* Values are from one‐way ANOVA with Bonferroni correction. non‐r., non‐responding. See also Figure S13c. (e) Schematic representation of TTD‐dependent regulation of gene expression in UHRF1 knock‐down (KD) and Y188A (TTD*) rescued cells versus mock‐treated cells. Enrichment of the FANTOM5 enhancers in H3K4me1‐K9me2 results in robust UHRF1 binding via TTD and downregulation of the corresponding gene. Rescue with the H3‐binding deficient mutant (TTD*) de‐represses the gene.

As the direct interaction of UHRF1‐TTD with the H3K4me1‐K9me2/3 double mark discovered here provides the only known connection of UHRF1 to H3K4me1, we conclude that the correlation of the full‐length murine UHRF1 ChIP‐seq data with H3K4me1 strongly suggests that our observations with TTD are highly relevant for the chromatin interaction of full‐length UHRF1 in cellular contexts. Although one specific splicing isoform of murine UHRF1 differs in chromatin binding from the human form (Tauber et al., 2020), the observation of H3K4me1 dependent chromatin interaction for the murine UHRF1 and the human TTD documents that murine and human UHRF1 both bind to H3K4me1‐K9me2/3.

### 2.9 UHRF1‐TTD downregulates genes with H3K4me1‐K9me2 enriched enhancers

Finally, we turned our attention to the potential physiological role of TTD binding to H3K4me1‐K9me2/3 double marks. Previous work has shown the TTD‐dependent gene silencing by UHRF1 (Nady et al., 2011). To assess whether our finding of improved TTD binding to H3K4me1‐K9me2/3 has implications for gene regulation, we turned to data published by Kong et al. (2019). Facing the problem of toxicity of UHRF1 KO or KD, the authors generated HCT116 cells stably repressing endogenous UHRF1 with shRNA, which were simultaneously rescued with WT UHRF1 (WT) or a UHRF1‐TTD mutant (TTD*) containing a Y188A mutation in the H3K9me2/3 binding pocket that disrupts H3‐tail binding (Nady et al., 2011). As internal controls for their microarray gene expression analysis, mock‐treated cells transduced with scrambled shRNA and empty vector were used (Figure 7c). Given the narrow dynamic range of the data, we used a modest threshold (|Fold Change over Mock| ≥ 1.5) to call differentially regulated genes (DRGs). The rescue with the TTD* mutant UHRF1 affected gene expression, as the WT UHRF1 rescued cells returned fewer DRGs than the TTD* UHRF1 rescued ones (Figure S13b), but the difference was small. To retain a robust gene‐set, we first selected the 20,911 genes that did not show an expression change after rescue with WT (when compared to mock‐treated cells; Figure S13b). This filters for genes where UHRF1 has no influence on expression or the UHRF1 rescue was fully functional. Among them, 115 were upregulated after TTD* UHRF1 rescue (when compared to mock‐treated cells), indicating that the TTD domain is required for their silencing.

To investigate a potential connection between DRGs and H3K4me1 levels, we used the gene‐specific enhancers from FANTOM5 (Andersson et al., 2014), H3K4me1 and H3K9me2 data from HCT116 cells (Cohen et al., 2017; Wang et al., 2019), and plotted the mean signal in these regions. The 115 genes upregulated after reconstitution with TTD* UHRF1 were connected to enhancers that carry significantly more H3K4me1 (Figure 7d) and slightly less H3K9me2 than the non‐responsive genes (Figure S13c). The upregulation of these genes after reconstitution with TTD* UHRF1 indicates that they were originally repressed by UHRF1 in a TTD‐dependent manner (Figure 7e). The better correlation between the H3K4me1‐K9me2 double mark and TTD‐dependent gene silencing than with H3K9me2 alone agrees with all our previous data. Looking at the enhancers of all genes (not just the non‐responders after reconstitution with WT UHRF1), we again found a higher H3K4me1 signal and marginal difference in H3K9me2 for the upregulated DRGs (Figure S13d). We conclude that genes with enhancers carrying H3K4me1‐K9me2 can be und by UHRF1 via TTD and downregulated (Figure 7e). UHRF1‐knock down and rescue with the H3‐binding deficient mutant (TTD* UHRF1) de‐repressed these genes demonstrating the TTD‐dependent silencing of H3K4me1‐K9me2 containing enhancers by UHRF1. This H3K4me1‐dependent effect of human UHRF1 on gene regulation via TTD can only be explained in the context of the H3K4me1‐K9me2/3 binding of TTD discovered in our work. It directly demonstrates that H3K4me1‐K9me2/3 binding of TTD plays an important role in the cellular activities of full‐length UHRF1.

Taken together, our findings indicate that the interaction of TTD with H3K4me1‐K9me2 on enhancers is a driver for the UHRF1‐mediated downregulation of the corresponding genes. This directly associates the double mark H3K4me1‐K9me2 and its interaction with TTD to a known physiological function of the full‐length UHRF1. Our observation that DNA methylation is not detectably different in enhancer regions of HepG2 cells provides evidence that UHRF1 has a direct gene silencing role that is independent of its role in DNA methylation. This agrees with the findings of Kong et al. (2019), that Y188A has minimal effects on DNA methylation.

### 2.10 Conclusions

Dissecting the roles and functions of the multidomain UHRF1 protein has not been an easy task in the two decades since its discovery (Fujimori et al., 1998; Hopfner et al., 2000). UHRF1 is an essential chromatin factor needed for global maintenance of DNA methylation (Bostick et al., 2007; Bronner et al., 2019; Mancini et al., 2021; Sharif et al., 2007). It comprises different reading domains interacting with modified histone tails (TTD and PHD) and hemimethylated DNA (SRA), and has catalytic activity as ubiquitin ligase with its RING domain. Exploiting these activities, UHRF1 mediates several connections within the epigenome network and functions as a hub for recruitment of epigenetic effectors with a wide range of cellular functions (Bronner et al., 2019; Mancini et al., 2021). However, even the individual building blocks of this essential master‐regulator protein are insufficiently characterized so far. In this study, we discovered the combined H3K4me1‐K9me2/3 readout of the UHRF1‐TTD reading domain with both synthetic peptides and native nucleosomes. This is an interesting finding underscoring the results of previous reports that UHRF1 can interact with chromatin in different domain arrangements (Jeltsch, 2019; Nady et al., 2011), because in structures of the UHRF1 PHD‐TTD fragment bound to H3K9me3 peptides, TTD binds H3K9me3 and PHD binds H3R2 while the linker peptide between both domains was observed to block the H3K4me1 binding pocket of TTD identified here (Arita et al., 2012; Rothbart et al., 2013). Indeed, changes in the domain arrangement of full‐length UHRF1 upon binding to the LIG1 peptide have been directly observed in SAXS experiments (Kori et al., 2019), and phosphorylation of a linker residue was implicated in altered domain arrangements of UHRF1 as well (Arita et al., 2012). Moreover, the H3K4me1 binding pocket on TTD has been shown to mediate the preferable interaction of full‐length UHRF1 with R121 in LIG1 (Ferry et al., 2017; Kori et al., 2019), which has well‐documented physiological roles in cells, indicating that this binding site is available in full‐length UHRF1 in cells. In vitro data strongly support this, as the TTD cleft occupancy by the linker was reported to be approximately 50% (Houliston et al., 2017) indicating that the blocking of the binding cleft by the linker peptide is incomplete.

Using TTD mutants, we demonstrated that TTD binding to the H3K4me1‐K9me3 peptide makes use of a novel K4me1 recognition process that has two contributing principles. First, it is based on the reduced H‐bonding potential of Kme1 when compared to Kme0, and second, on the vdW interactions of the Kme1 methyl group with the methylene groups of an arginine residue in TTD. Strikingly, the E153A TTD mutant showed a 10,000‐fold preference for the double‐modified peptides, suggesting that conformational changes of TTD that move E153 out of the peptide binding cleft could lead to similar preferences of WT TTD, which could explain the strong H3K4me1‐K9me2/3 preferences of TTD observed in our chromatin binding experiments and in literature UHRF1 ChIP‐seq data. This finding suggests that conformational changes of UHRF1 mediated by PTMs or binding of other proteins could regulate its binding to double H3K4me1‐K9me2/3 versus isolated H3K9m2/3, an interesting model that needs to be further investigated.

Having shown preferential TTD binding to HepG2 native nucleosomes carrying H3K4me1‐K9me2/3 double modifications, we also show the correlation of available full‐length mUHRF1 ChIP‐seq profiles to H3K4me1, indicating that our observations are relevant for full‐length UHRF1 chromatin binding in its biological context. On the genome‐wide scale, we demonstrate that the H3K4me1‐K9me2 double mark is a frequent modification suggesting that it has a specific role. UHRF1‐TTD binds to the flanks of gene promoters for cell‐type‐specific processes and is enriched on the flanks of genes with downregulated expression suggesting an H3K4me1‐K9me2/3 dependent repressive role of UHRF1. This agrees with a previous report that UHRF1 binds gene promoters and mediates silencing of the associated genes in cancer cells (Mancini et al., 2021). Moreover, we observed that UHRF1‐TTD is enriched in enhancers with a strong connection to genes of cell‐type‐specific processes and cell‐type‐specific TFs in hepatic cells, in line with reports of UHRF1 involvement in cell‐type‐specific gene regulation during lineage specification (Kim et al., 2018; Obata et al., 2014; Ramesh et al., 2016; Sakai et al., 2022; Yamashita et al., 2018). Conversely, the enhancers of genes downregulated by full‐length hUHRF1 in a TTD‐dependent manner in HCT116 cells demonstrate an enrichment in H3K4me1‐K9me2, indicating that UHRF1 contributes to silencing of genes with H3K4me1‐K9me2 marked enhancers. These data again demonstrate the direct relevance of H3K4me1‐K9me2 binding by UHRF1‐TTD and its physiological function in a cellular context. However, future studies need to further address the role of H3K4me1 binding by UHRF1 in vivo, for instance, in the UHRF1‐mediated repression of tumor suppressor genes such as p16INK4A (Boukhari et al., 2015; Thurman et al., 2012).

Our novel finding of the preferential binding of UHRF1‐TTD to H3K4me1‐K9me2/3 can also directly explain previous observations of Skvortsova et al. (2019) that the presence of H3K4me1 at CpG island borders predisposes these regions for gain in DNA methylation (Skvortsova et al., 2019). In light of our findings, these data could be explained by an increased recruitment of UHRF1 due to the presence of H3K4me1‐K9me2/3 which then triggers acquisition of DNA methylation. Our new data will assist future studies on the functions and effects of UHRF1 to comprehensively describe the multifaceted biological functions of this important chromatin factor, which represents an important node in the epigenome network (Ashraf et al., 2017; Bronner et al., 2019; Mancini et al., 2021) and a known oncogene in liver and other carcinomas (Ashraf et al., 2017; Mudbhary et al., 2014).

## 3 MATERIALS AND METHODS

### 3.1 GST‐recombinant proteins

The Tandem Tudor domain of hUHRF1 (UNIPROT Q96T88) on previously defined borders (residues 126–280; Rothbart et al., 2012) was N‐terminally fused to GST. Mutations were introduced using an updated rolling circle protocol and validated by Sanger sequencing. The oligonucleotides used for mutagenesis are listed in Table S1. Proteins were overexpressed in *Escherichia coli* by induction with 1 mM isopropyl‐β‐D‐thiogalactopyronoside (IPTG) when OD_600_ reached 0.6–0.8, and the culture was continued overnight at 20°C. The cells were harvested by centrifugation for 30 min, at 4°C and 3781 *g*. For purification, each pellet was resuspended in 30 mL sonication buffer (500 mM KCl, 20 mM HEPES pH 7.5, 10% v/v glycerol, and 0.2 mM dithiothreitol [DTT]) and sonicated for cell lysis (Q120 Sonicator, Active Motif). After centrifugation for 1 h at 4°C and 45,850 *g*, the soluble protein was purified using Glutathione Agarose 4B gravitational columns and dialyzed against dialysis buffer (200 mM KCl, 20 mM HEPES, 10% v/v glycerol, pH 7.5, and 0.2 mM DTT). Protein aliquots were flash‐frozen and stored at −80°C. Protein concentration was determined spectroscopically by *A*_280_ and purity was verified on SDS‐PAGE.

### 3.2 CelluSpots array binding experiments

MODified™ Histone Peptide Arrays (Active Motif) were processed according to previously published protocols (Bock et al., 2011; Kungulovski et al., 2014; Kungulovski et al., 2016). Briefly, the array was blocked in 5% w/v skim milk in TBS with 0.1% v/v Tween20, then incubated with 500 nM GST‐hUHRF1‐TTD in interaction buffer (100 mM KCl, 20 mM HEPES pH 7.5, 10% v/v glycerol) at room temperature. Anti‐GST (GE Healthcare, #27457701V) and anti‐goat‐HRP (Sigma‐Aldrich, #A4174) antibodies were used for visualization. Antibody specificity validation was performed using CelluSpots arrays and the antibodies were diluted in 1% w/v skim milk in TBST, as reported in Table S3. Processing was as described above, with appropriate secondary antibodies. Detailed information on the primary antibodies and lot‐specific validation data are given in Figure S4 and Table S3.

### 3.3 Equilibrium peptide binding titrations

Equilibrium peptide binding experiments were performed on a Jasco FP‐8300 spectrofluorometer with an automatic polarizer FDP‐837. The FITC‐labeled peptides for FA titrations were purchased from commercial vendors (Table S2). Peptides were purified by RP‐HPLC and had a final purity of ≥90%. Acquisitions were performed at 23°C with excitation at 493 nm and emission measured at 520 nm, slit width set to 5 nm for both, and multiple accumulations. FA buffer consisted of 100 mM KCl, 20 mM HEPES pH 7.5, and 10% v/v glycerol. The initial concentration of the fluorescent peptide was 100 nM. The protein was added stepwise to the cuvette. Titrations were replicated at least two times in independent experiments. Data processing was performed with Microsoft Excel. To determine *K*_*D*_ values, the data were fitted to a simple binary equilibrium binding model (Equation 1):

(1) $$\mathrm{\Delta r}=\mathrm{BL}+F\cdot \frac{c_{\text{protein}}}{c_{\text{protein}}+K_{D}},$$

where Δ*r* is the anisotropy signal, BL is the baseline, *F* is the signal factor, *K*_*D*_ is the equilibrium binding constant, and *c*_protein_ refers to the total concentration of protein.

For *K*_*D*_ values below 100 nM, the data were fitted to an expanded binary equilibrium binding model (Equation 2):

(2) $$\mathrm{\Delta r}=\begin{array}{l} \mathrm{BL}+F\cdot \left(K_{D}\frac{c_{\mathrm{pep}}+c_{\text{protein}}+1}{2}\right)\\ -\;\sqrt{{\left(K_{D}\frac{c_{\mathrm{pep}}+c_{\text{protein}}+1}{2}\right)}^{2}-\left(c_{\mathrm{pep}}∙c_{\text{protein}}\right)}, \end{array}$$

where Δ*r* is the anisotropy signal, BL is the baseline, *F* is the signal factor, *K*_*D*_ is the equilibrium binding constant, *c*_protein_ refers to the total concentration of protein, and *c*_pep_ refers to the total concentration of peptide.

### 3.4 CIDOP and ChIP

HepG2 cells were acquired from DSMZ—German Collection of Microorganisms and Cell Cultures (No: ACC 180) and grown in RPMI 1640 medium (Gibco) supplemented with 10% FBS, 100 U/mL penicillin and 100 mg/mL streptomycin at 37°C under humidified air with 5% CO_2_. Cells were harvested at 300 *g* (5 min, 4°C), and the pellets were washed once with 1 mL PBS, flash‐frozen, and stored at −80°C. For CIDOP‐Western blot, biological triplicates or better were generated using separately cultured HepG2 cells. For ChIP‐seq and CIDOP‐seq, biological duplicates were generated. Mononucleosome generation and histone precipitation were performed with a modular protocol, all parameters optimized for each enrichment reagent (Table S4). Briefly, the cells were resuspended in lysis buffer (10 mM Tris–HCl pH 7.4, 2 mM MgCl_2_, 0.5 mM PMSF, 1 mM DTT, 0.6% v/v Igepal CA‐360, and EDTA‐free protease inhibitor cocktail tablet), digested with ~135 units of MNase (NEB, M0247) per 1 million cells at 37°C, 150 rpm for 12.5 min in one tube, diluted in interaction buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 1 mM PMSF, 0.1% v/v Triton X‐100, 50% v/v glycerol, and EDTA‐free protease inhibitor cocktail tablet), centrifuged, and the supernatant containing mononucleosomes collected, flash‐frozen and stored in −80°C. HiMIDs or α‐H3K9me2 antibody (ab1220) were first incubated with appropriate magnetic beads (GST‐Pierce magnetic or DynabeadsG 10004D) for 2 h, and then with precleared chromatin for overnight binding. Beads were washed three times with PB200 (50 mM Tris–HCl pH 8.0, 200 mM NaCl, 2 mM DTT, and 0.5% v/v Igepal CA‐360), followed by two rinse steps (10 mM Tris–HCl pH 8.0 and optionally 150 mM LiCl). Samples for western blot were then heated to 95°C in loading buffer (160 mM Tris–HCl pH 6.8, 2% w/v SDS, and 40% v/v glycerol). The wet transfer protocol was optimized for H3 histones, using MeOH‐free Towbin buffer (25 mM Tris, 192 mM glycine, 0.02% SDS w/v, and 20% EtOH v/v). Samples for qPCR/NGS analysis were eluted (50 mM Tris–HCl pH 8.0, 50 mM NaCl, 5 mM EDTA, 1% w/v SDS), digested with 2.5 units of Proteinase K (NEB, P8107) at 55°C, 900 rpm for 90 min, and purified with the ChIP DNA Purification Kit (Active Motif). The qPCR assays were performed on a CFX96 qPCR system (Bio‐Rad) using the ORASEE qPCR reagent (highQu). The oligonucleotides used for qPCR assays are listed in Table S5. NGS libraries were prepared with 10 ng DNA using the NEBNext® Ultra™ II DNA Library Prep Kit according to the manufacturer's instructions and sequenced on an Illumina NovaSeq 6000 with 150 bp paired‐end reads for a minimum of 10 million reads.

### 3.5 CIDOP‐seq and ChIP‐seq data analysis

Data analysis was performed on a *Galaxy* server (usegalaxy.org; Galaxy Community, 2022). Publicly available ChIP data were obtained as raw reads from SRA (ncbi.nlm.nih.gov/sra); accession codes are given in Table S6. The *deeptools2* (Ramirez et al., 2016) and *bedtools* (Quinlan, 2014) suites, as well as *ChAsE* (Younesy et al., 2016) and *Integrative Genomics Viewer* (IGV; software.broadinstitute.org/software/igv/; Thorvaldsdottir et al., 2013) software were used for downstream data processing and visualization. Browser views of CIDOP‐seq and ChIP‐seq data were created with the Integrative Genomics Viewer (software.broadinstitute.org/software/igv/). Adapters were clipped and low‐quality reads removed with *Trimmomatic* (v0.38) using default settings, and quality controlled with *FastQC* (v0.72; Bolger et al., 2014). The high‐quality, clean reads were mapped to hg38 or mm10 using *HISAT2* (v2.2.1; Kim et al., 2019). Using *bamcoverage* (v3.3.2), the mapped reads were quantified in 10 bp bins using Reads Per Kilobase of transcript, per Million mapped reads (RPKM), omitting blacklisted regions (hg38‐ or mm10‐blacklist.v2; Amemiya et al., 2019). Biological replicates were pooled using *bigwigcompare* (v3.3.2) and the mean RPKM signal was determined. Pearson correlation factors were calculated with *deepTools2*, using 2 kb bins for genome‐wide comparisons of UHRF1‐TTD CIDOP‐seq pooled data to the individual replicates and the H3 PTMs. To compare pooled data to the individual replicates for the very broad H3K9me2 mark, 10 kb bins were used.

### 3.6 Splitting of the genome in deciles

The hg38 genome excluding blacklisted regions was separated into 1 kb bins using *MakeWindowsBed* (v2.30), and the average signal in each bin was computed using *multibigwigSummary* (v3.3.2). The regions were ranked by descending H3K9me2 signal and split into 10 groups, each with an equal number of regions (286,110), representing the 10 deciles. For all box plots, the central lines show the median, box borders are 25th to 75th percentile, and whiskers are 5th to 95th percentile. Pearson correlation scores were calculated with *deepTools2*, using the average values within the 1 kb bins.

### 3.7 CIDOP peak calling and fragmentation

Broad peaks for TTD were called with *MACS2* (v2.1.1) using cutoff 30, cutoff‐link 13, d 150, and t 89. Blacklisted regions were removed and the peaks were manually curated for artifacts and large, false positives. To fragment the UHRF1‐TTD peaks, the hg38 was split into 150 bp bins using *MakeWindowsBed* and those with a ≥50% overlap with TTD peaks were selected using *MapBed* (v2.30). *k*‐means clustering was performed using *ChAsE*.

### 3.8 Heatmaps and *k*‐means clustering

Bed files used for heatmaps were arranged by descending TTD intensity, and *k*‐means clustering was performed using *ChAsE*. Heatmaps were generated using *deepTools2*. For box plots, average signals in each region were computed using *multibigwigSummary*. WGBS signals are depicted with the same color‐range (min–max) in both heatmaps. Pearson correlation factors were calculated with *deepTools2*, using the average values within the peaks for Figure 4d,e. For Figure 6a, due to the variability of enhancer size, the average values within the 5 kb window were used.

### 3.9 Histone PTM and TF peak overlap analysis

To investigate the overlap of TTD peaks with histone PTM or TF ChIP‐seq peaks, the ChIP‐atlas database (chip-atlas.org) enrichment analysis tool was used (Zou et al., 2022). The search was restricted to liver cells and the control was a 10× genome‐wide, random permutation of the peak file. The results were further restricted to data from HepG2 cells and ≥1.0‐fold enrichment (Supplemental Files 1 and 5). The results contained data from experiments with WT cells, but also knock‐downs/‐outs, transfected and treated cells, as well as non‐typical ChIP techniques (low input, etc.). Data with ≥4.0‐fold enrichment were individually curated to originate only from WT cells ChIP experiments and study abundant histone PTMs. Similarly, the TF ChIP‐seq results were individually curated to only include data from comparable HepG2 cells.

### 3.10 Murine ChIP analyses

To generate similar plots as Kim et al. (2018), *bigwigcompare* was used to report the log2 ChIP over input signal from the mm10 mapped, RPKM normalized bigwig files. The average signal in 2 kb bins was computed using *multibigwigSummary* excluding blacklisted regions. Pearson correlation factors were calculated with *deepTools2*, using 2 kb bins for the genome‐wide comparisons. Scatter‐plots were generated using *MatPlotLib*.

### 3.11 Chromatin segmentation analysis

The 18‐state ChromHMM data for HepG2 cells were obtained from egg2.wustl.edu/roadmap (Roadmap Epigenomics et al., 2015). A control file with regions of equal number and equal length to the TTD peak file was created using *shuffle bed*. Using *Annotate bed*, overlaps of the ChromHMM regions with TTD peaks and the control were counted and the ratio of observed over expected (TTD/control) was calculated for each of the 18 states.

### 3.12 Promoters and expression levels

For the TSS regions, the refTSS (v3.1_hg38) regions were used (Abugessaisa et al., 2019). WGBS data were downloaded as a pre‐processed bigwig file from ENCODE (The ENCODE Project Consortium, 2012; Table S6). Analysis of the expression levels in HepG2 and liver tissue cells was done using pTPM (protein‐transcripts per million) data from The Human Protein Atlas version 21.1 (proteinatlas.org; Uhlen et al., 2015; Uhlen et al., 2017). The genes were selected for ≥2‐fold change in expression (HepG2/Liver) and a high expression level (≥1000 pTPM in one of the two cell types), to avoid false positives and small effects (Supplemental File 3). For the box plot, the regions were arranged by increasing expression ratio (HepG2/Liver), the average TTD signal within the 5 kb window was computed using *multibigwigSummary*, and the regions were distributed in five bins of equal size. For all box plots, the central line is median, box borders are 25th to 75th percentile, and whiskers are 5th to 95th percentile.

### 3.13 Enhancer heatmap

The regions from all the “Enhancers” states were selected to create the “HepG2 enhancers” bed file from the HepG2‐specific 18‐state ChromHMM reference data (egg2.wustl.edu/roadmap; Roadmap Epigenomics et al., 2015). Pearson correlation scores were calculated with *deepTools2*, using the average values within the 5 kb window, due to the variability of enhancer size.

### 3.14 Enrichment analyses

For the TSSs of cluster 1 (Figure 5b), we performed TSS‐to‐gene assignment and GO:BP analysis of these genes, using the ChIP‐Enrich method on the *ChIP‐Enrich* webserver (chip-enrich.med.umich.edu; Welch et al., 2014) with the settings nearest TSS and adjust for mappability—true. The resulting GO assignments were filtered for FDR ≤ 0.05, *p* value ≤ 0.05, and status enriched (Supplemental File 2). The geneset ID with the corresponding *p* value was summarized by *Revigo* (revigo.irb.hr; Supek et al., 2011) for a small list of GO terms. The resulting network was visualized using *Cytoscape* (cytoscape.org; Shannon et al., 2003). For enhancer‐to‐gene assignment and GO:BP analysis, we used the hybrid method of *ChIP‐Enrich* (Qin et al., 2022) with the settings nearest gene and adjusted for mappability—true. The resulting GO assignments were filtered for FDR ≤ 0.05, hybrid *p* value ≤ 0.05, and status enriched (Supplemental File 4). These were summarized to a small list by *Revigo* and visualized using *Cytoscape*.

### 3.15 TF and DNase data

ARID5B (Partridge et al., 2020), FOXA1 (Gertz et al., 2013), and HNF4A (Gertz et al., 2013) ChIP‐seq data from HepG2 cells were retrieved from SRA and processed as described in Section 3.5. ARID5B peaks for hg38 were retrieved from chip-atlas.org and used without additional processing. DNase data for HepG2 cells (The ENCODE Project Consortium, 2012) were retrieved as bigwig files from ENCODE and merged for average signal as described in Section 3.5 and used without additional processing.

### 3.16 Gene expression microarrays

Pre‐processed differential expression data from Agilent human gene expression microarrays (Agilent4x44K v2 G4845A 026652) were downloaded from GSE118971 and processed as described previously (Kong et al., 2019). In brief, the pre‐processed Lowess normalized log_2_(Fold Change) ratio matched the corresponding gene name and the median was calculated from the ≥1 probes within each gene. To retain an adequate number of genes, we used a moderate cutoff to call DRGs (median |FC| ≥ 1.5) compared to mock cells.

### 3.17 FANTOM5 enhancers

FANTOM5 enhancers assigned to genes were retrieved from the FANTOM5/PrESSTo database (enhancer.binf.ku.dk/presets/enhancer_tss_associations.bed; Andersson et al., 2014), lifted over to hg38, and sanitized. H3K4me1 and H3K9me2 ChIP‐seq data from HCT116 cells (Cohen et al., 2017; Wang et al., 2019) were retrieved from SRA and processed as described in Section 3.5. For the box plots, the average H3K4me1 signal within each enhancer region was computed using *multibigwigSummary*, and plotted. For all box plots, the central line is median, box borders are 25th to 75th percentile, and whiskers are 5th to 95th percentile.

### 3.18 Statistics

Standard deviations were calculated using the STDEV.P command in Excel. Confidence intervals were calculated using the CONFIDENCE.NORM command at the 0.05 significance level. For equality of variances on two experimental conditions, we used *F* test and for *p* value calculation, we used the unpaired, two‐tailed Student's *t* test (*H*_0_: difference of means = 0, *α* = 0.05) with or without assumption of equal variances, as appropriate. Significance levels were assigned as follows: n.s. *p* > 0.05, *p ≤ 0.05, **p ≤ 0.01. For multiple comparisons, *p* values were calculated using one‐way ANOVA with Bonferroni correction.

## AUTHOR CONTRIBUTIONS

Michel Choudalakis and Albert Jeltsch devised the study. Michel Choudalakis conducted all experiments and bioinformatic analyses in this study. Rebekka Mauser and Goran Kungulovski cloned the expression construct of TTD and made the initial observation. Pavel Bashtrykov contributed to the bioinformatic work. Michel Choudalakis, Pavel Bashtrykov, and Albert Jeltsch were involved in data analysis and interpretation. Pavel Bashtrykov and Albert Jeltsch supervised the study. Michel Choudalakis and Albert Jeltsch prepared the figures and first draft of the manuscript. All authors approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

**DATA S1.** Supporting Information. Click here for additional data file.

**SUPPLEMENTAL FILE 1.** UHRF1‐TTD and H3 PTMs overlap in ChIP‐Atlas database. Click here for additional data file.

**SUPPLEMENTAL FILE 2.** ChIP‐Enrich results for UHRF1‐TTD enriched refTSS‐cluster 1. Click here for additional data file.

**SUPPLEMENTAL FILE 3.** TSSs of genes with ≥2‐fold change in expression (HepG2 vs. Liver). Click here for additional data file.

**SUPPLEMENTAL FILE 4.** UHRF1‐TTD peaks analyzed by ChIP‐Enrich‐hybrid. Click here for additional data file.

**SUPPLEMENTAL FILE 5.** UHRF1‐TTD and TF overlap in ChIP‐Atlas database. Click here for additional data file.

## Data Availability

The UHRF1‐TTD CIDOP‐seq and H3K9me2 ChIP‐seq data are available at GEO under the accession number GSE213741.

# Supplementary material for: Refined read‐out: The hUHRF1 Tandem‐Tudor domain prefers binding to histone H3 tails containing K4me1 in the context of H3K9me2/3
**Source:** Protein Sci. 2023 Sep 1;32(9):e4760. doi: 10.1002/pro.4760
**Supplement:** Supplementary file 1 — DATA S1. Supporting Information.

# **Refined read-out: The hUHRF1 Tandem-Tudor domain prefers binding to histone H3 tails containing K4me1 in the context of H3K9me2/3**

Michel Choudalakis, Goran Kungulovski, Rebekka Mauser, Pavel Bashtrykov & Albert Jeltsch\*

## **Supplemental Information**

### **Supplemental Figures**

Supplemental Figure 1. Additional data related to Figure 1.

Supplemental Figure 2. Influence of arginine methylation on binding of H3K9me2/3 peptides by TTD.

Supplemental Figure 3. Controls and exemplary primary data of the hUHRF1-TTD peptide binding experiments shown in Figure 2 and Table 1.

Supplemental Figure 4. Antibody validation data related to Figure 3B and Supplemental Figure 5A.

Supplemental Figure 5. Additional data related to Figure 3B.

Supplemental Figure 6. Validation of CIDOP-seq and ChIP-seq data shown in Figure 3C by CIDOP-qPCR.

Supplemental Figure 7. Additional browser views of the CIDOP-seq and ChIP-seq data shown in Figure 3C demonstrating reproducibility of experimental repeats.

Supplemental Figure 8. Additional browser views of the CIDOP-seq data shown in Figure 3C demonstrating TTD CIDOP signal enrichment in regions with both H3K4me1 and H3K9me2/3.

Supplemental Figure 9. Additional browser views of the ChIP-seq data shown in Figure 3E demonstrating the broad genomic localisation of H3K9me2 and H3K9me3.

Supplemental Figure 10. Additional data related to Figure 4.

Supplemental Figure 11. Additional data related to TTD binding to H3K4me1-K9me3 shown in Figure 4.

Supplemental Figure 12. Additional data related to promoter and enhancer binding in HepG2 cells.

Supplemental Figure 13. Additional data related to full-length mUHRF1 colocalization with H3K4me1 and gene regulation by hUHRF1-TTD in HCT116 cells shown in Figure 7.

### **Supplemental Tables**

Supplemental Table 1. Oligonucleotides used for mutagenesis in this study.

Supplemental Table 2. Fluorescent histone H3 peptides used in this study.

Supplemental Table 3 Antibodies used for ChIP and/or western blots, with conditions of use.

Supplemental Table 4. Reagents and conditions used for CIDOP and ChIP from HepG2 mononucleosomes.

Supplemental Table 5. Oligonucleotides used for qPCR assays in this study.

Supplemental Table 6. NGS public datasets used in this study.

### **Supplemental data provided as Excel files**

Supplemental File 1. UHRF1-TTD and H3 PTMs overlaps in ChIP-Atlas database.

Supplemental File 2. ChIP-Enrich results for UHRF1-TTD enriched refTSS-cluster 1.

Supplemental File 3. TSSs of genes with  $\geq 2$ -fold change in expression (HepG2 vs. Liver).

Supplemental File 4. UHRF1-TTD peaks analyzed by ChIP-Enrich-hybrid.

Supplemental File 5. UHRF1-TTD and TF overlaps in ChIP-Atlas database.

### **Supplemental references**

## Supplemental Figures

### Supplemental Figure 1. Additional data related to Figure 1.

**A** Bar diagram of the average signal intensities for the ten best-bound peptides arranged by decreasing average signal, from two independent replicates of CelluSpots with UHRF1-TTD each providing two independent assays (Figures 1B and C). Bars represent the mean and error bars the standard deviation, n=4.

**B** Overlay of H3-K9me3 and LIG1-K126me3 peptides bound to UHRF1-TTD (PDB: 2L3R and 5YY9).

**C** Overlay of UHRF1-TTD acidic pocket residues in the H3-K9me3 and LIG1-K126me3 complexes. Panels (B) and (C) were generated with Chimera v1.14 ([rbvi.ucsf.edu/chimera](http://rbvi.ucsf.edu/chimera)).

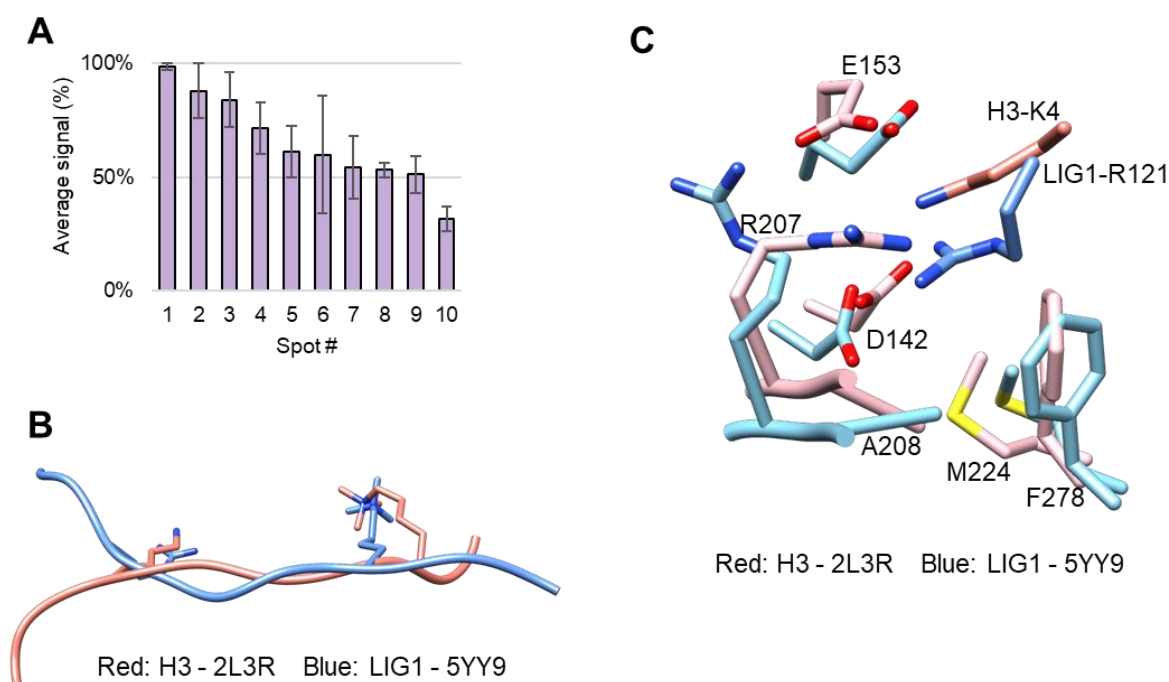

## Supplemental Figure 2. Influence of arginine methylation on binding of H3K9me2/3 peptides by TTD.

**A** Structure of the UHRF1 TTD-LIG1 peptide complex (<sup>1</sup>. PDB: 5YY9). To investigate the potential influence of R-methylation on TTD peptide binding, we examined crystallographic data. TTD is shown in tan as surface. The peptide is shown in orange. R121 corresponding to H3K4 and K126me3 corresponding to H3K9me3 are shown in blue and pink. They approach the protein in two distinct deep binding pockets. P119 corresponding to H3R2 and R125 corresponding to H3R8 are shown in yellow. These residues point into the solvent (P119) or are placed on the surface of the domain (R125) without an apparent opportunity for preferential Rme2 binding.

**B** As shown in panel (A), the H3R8 equivalent residue makes a surface contact to the protein, hence the effect of its methylation has been studied in more detail. TTD binding to H3 peptides with K9me2 on Cellusspots peptide arrays was inhibited by both structural isomers of R8me2 (symmetric and asymmetric). Unfortunately, no H3R2me-K9me2/3 double mark peptides are available on CelluSpots arrays.

**C** hUHRF1-TTD binding to the H3R8me2s-K9me3 peptide was studied in equilibrium peptide binding titrations analysed by the fluorescence anisotropy (FA) change and shown to have a  $K_D$  of 2400 nM, while the  $K_D$  of binding to H3K9me3 is 680 nM. This result indicates that H3-tail binding is inhibited in presence of R8me2s.

**A**

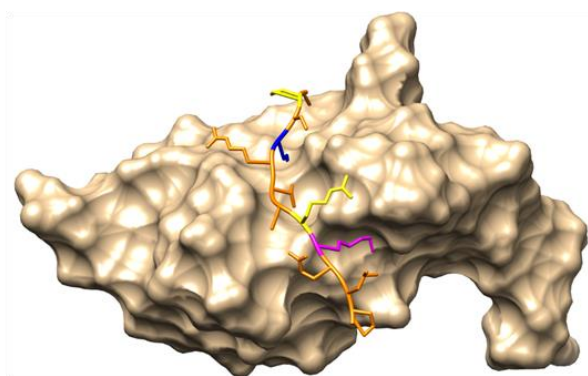

**B**

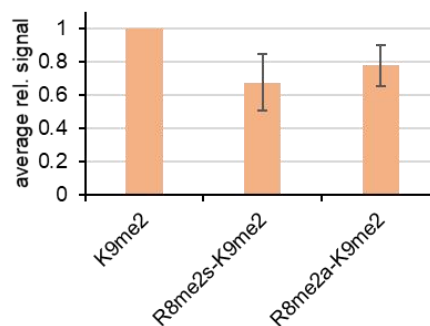

**C**

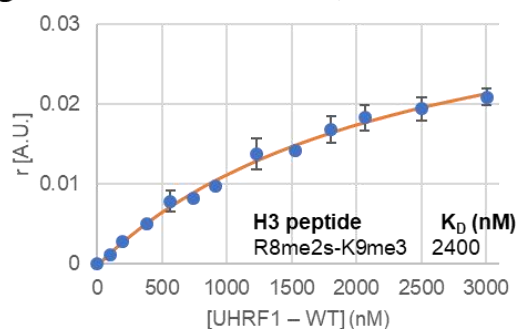

**Supplemental Figure 3. Controls and exemplary primary data of the hUHRF1-TTD peptide binding experiments shown in Figure 2 and Table 1.**

**A** TTD wild-type (WT) binds H3K4me1-K9me2/3 peptides more strongly than H3K9me2/3 alone in equilibrium peptide binding titrations analysed by the fluorescence anisotropy (FA) change.

**B** Control data showing that TTD WT binds weakly to the H3K4me1 peptide.

**C** Representative data showing peptide binding of TTD M224A.

**D** Representative data showing peptide binding of TTD D142A.

**E** Representative data showing peptide binding of TTD D142E.

Data points are average fraction bound ( $\Theta$ ) of  $n \geq 2$  independent experiments, error bars are 0.95 confidence intervals (CI).  $K_D$  are the mean of  $n \geq 2$  independent fits, errors are 0.95 confidence intervals (CI).

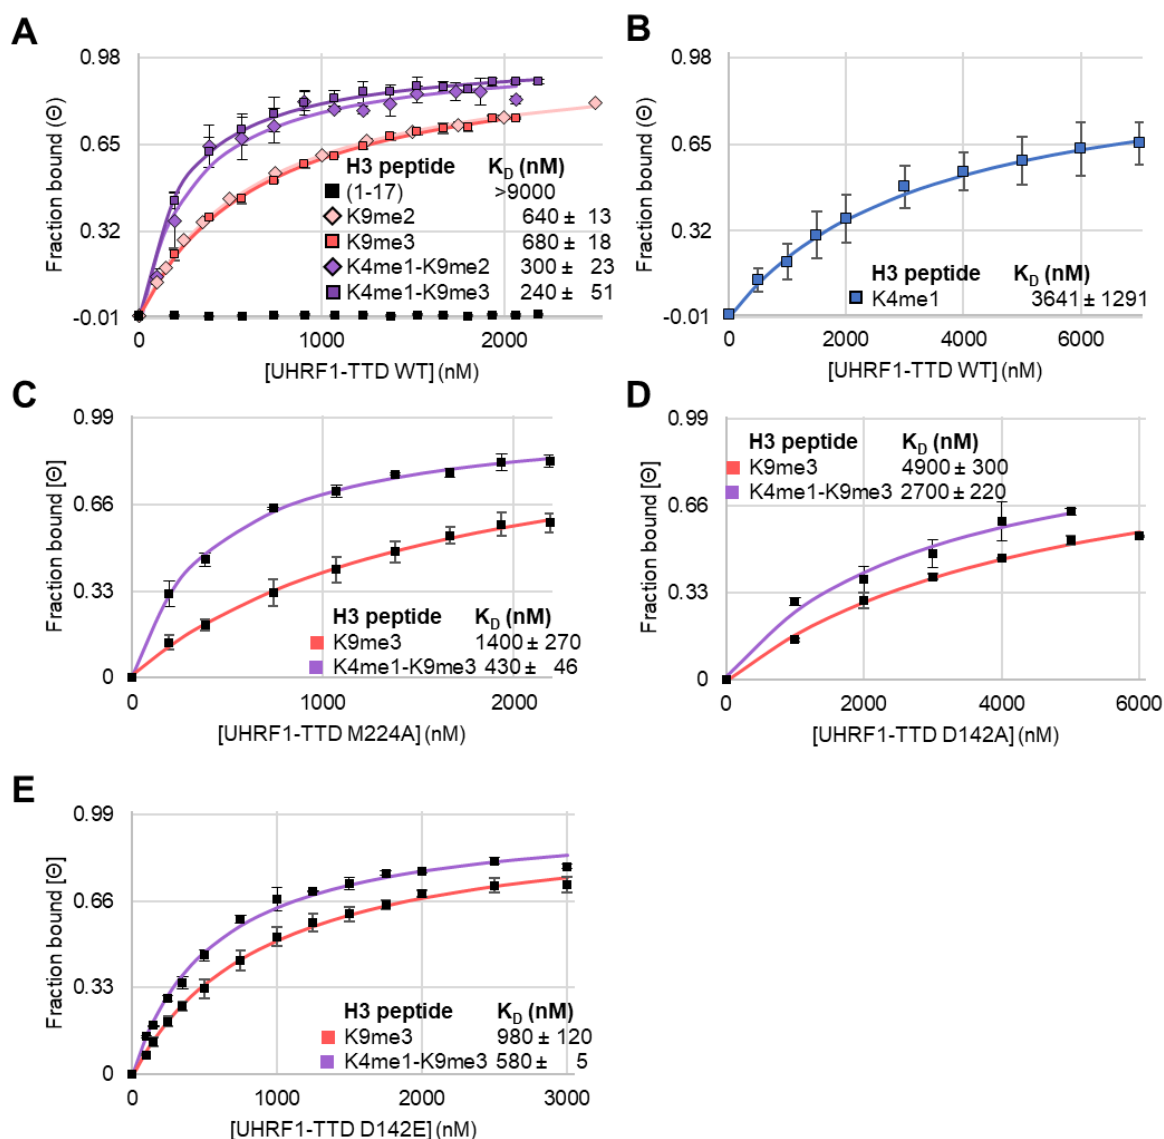

## Supplemental Figure 4. Antibody validation data related to Figure 3B and Supplemental Figure 5A.

Lot-specific validation of antibody specificity using CelluSpots arrays, performed in the same time frame as the corresponding western blot experiments. All used antibodies are specific for the correct H3 PTM.

**A** Antibody validations for the CIDOP experiments shown in Supplemental Figure 5A. The  $\alpha$ -K4me1 was tested under ChIP conditions and the  $\alpha$ -K9me2 under western blot conditions to validate the antibodies' specificity in sequential ChIP-western blot. Catalogue and lot numbers are on the top left of the corresponding array. The target epitope is indicated in the box above the array and peptides with the epitope are marked with a circle of the same colour.

**B** Antibody validations for the CIDOP experiments shown in Figure 3B. Experiments were conducted under western blot conditions (Supplemental Table 3).

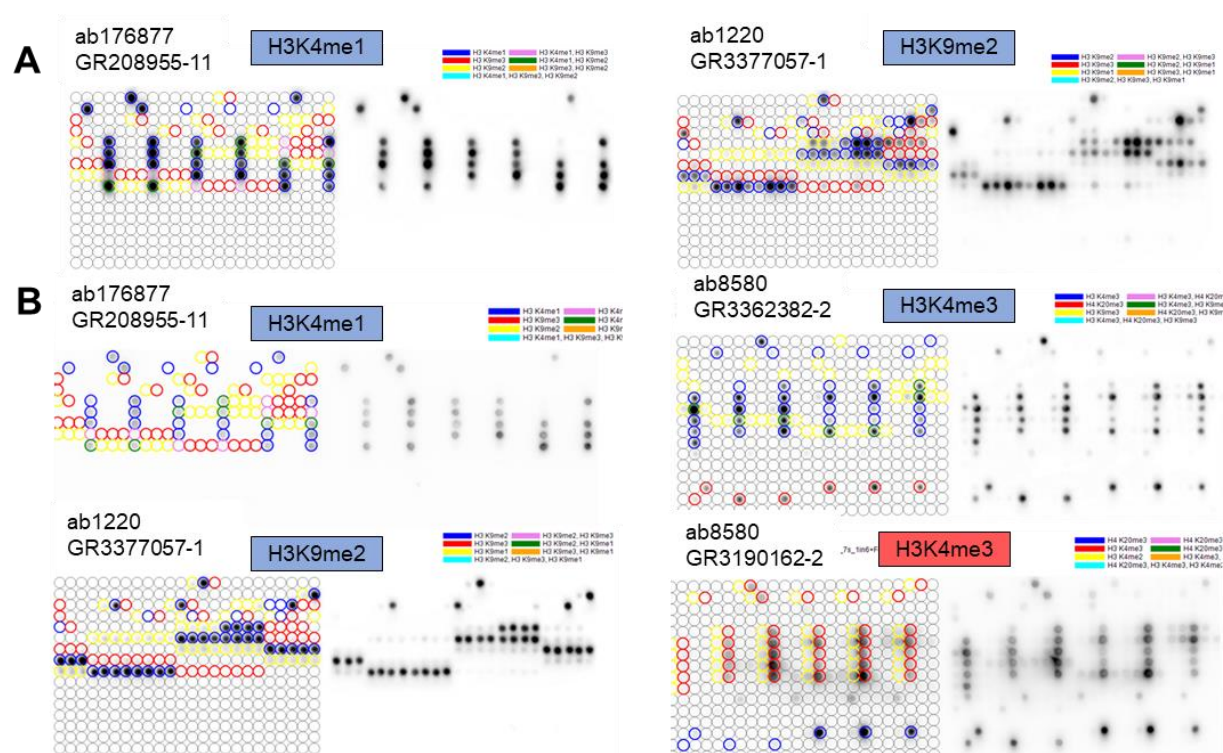

## Supplemental Figure 5. Additional data related to Figure 3B.

**A** Detection of the occurrence of the H3K4me1-K9me2 double mark by H3K4me1 ChIP followed by H3K9me2 western blot. Primary data of western blots from 5 biological replicates of the  $\alpha$ -K4me1 ChIP experiments.

**B** Quantification of western blots shown in panel A from  $n = 5$  biological replicates of  $\alpha$ -K4me1 ChIP experiments. The bars show the mean and error bars 0.95 confidence intervals.

**C** Primary data of western blots from 3 additional biological replicates of the CIDOP experiments shown in Figure 3B.

**D** Quantification of western blots shown in panel C from  $n \geq 3$  biological replicates of CIDOP experiments. The bars show the mean and error bars 0.95 confidence intervals (CI). Significance levels were assigned as follows: n.s.  $p > 0.05$ , \* $p \leq 0.05$ , \*\* $p \leq 0.01$ .

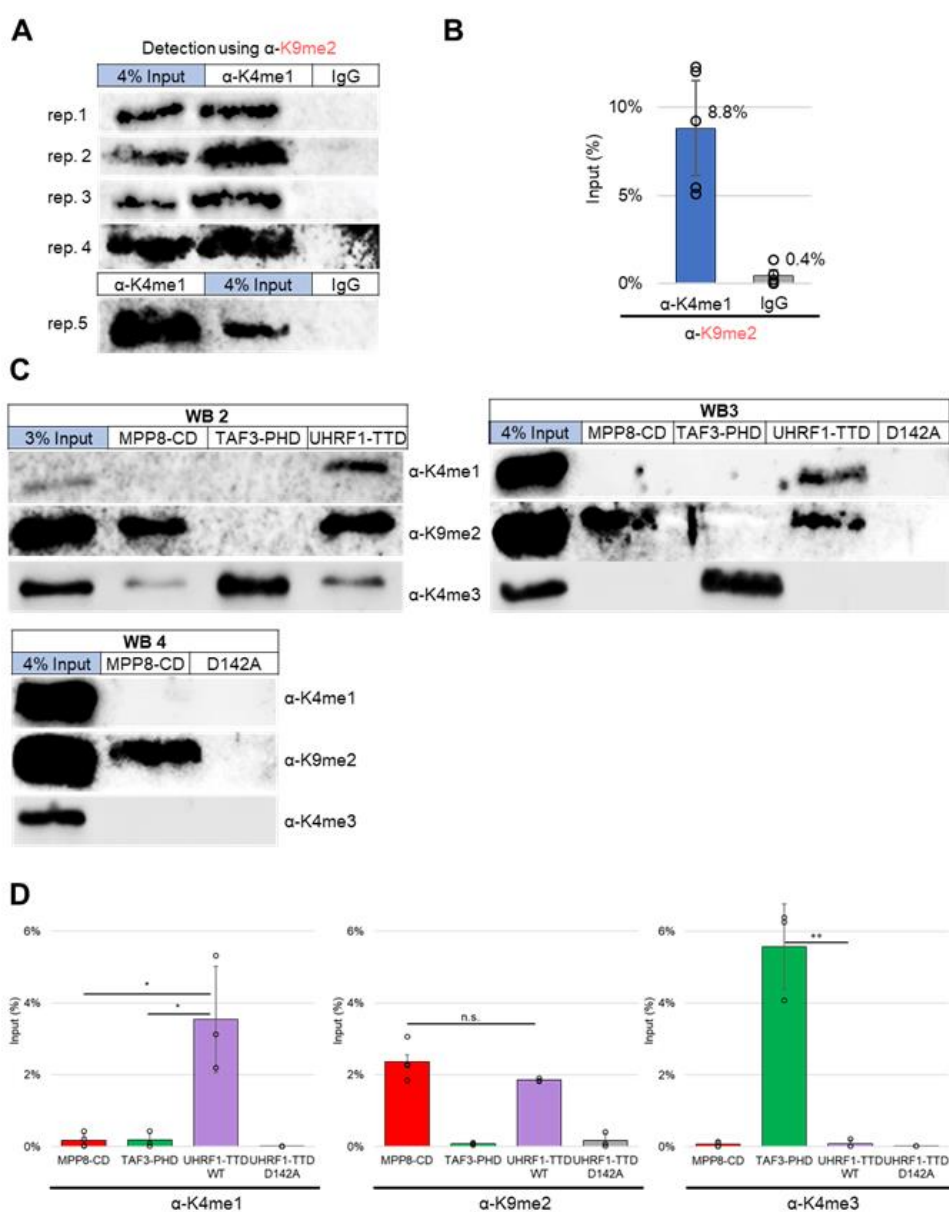

## Supplemental Figure 6. Validation of CIDOP-seq data shown in Figure 3C by CIDOP-qPCR.

**A** TTD CIDOP-qPCR and  $\alpha$ -H3K9me2 ChIP-qPCR data showed enrichment at a H3K9me2 reporter region (A) and depletion at a H3K4me3 reporter region (B) for two independent biological replicates. Control experiments with binding deficient TTD D142A mutant and IgG demonstrated the specificity of the assay. Control ChIP with  $\alpha$ -H3K9me2 and CIDOPs with MPP8-CD and TAF3-PHD verified the assayed amplicons. For all regions  $n = 2$ , the bars represent the mean and error bars 0.95 confidence intervals (CI).

**B** Coordinates and amplicon size of H3K9me2 and H3K4me3 reporter regions used in the qPCR assays.

**C** CIDOP-seq and ChIP-seq data for the reporter loci used in qPCR assays. 

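The amplicons of the qPCR assays were located relative to the TTD peaks. Neither amplicon overlaps a peak, in the full list or in the stricter one. The H3K9me2 amplicon lies on chromosome 3 from 193713288 to 193713376, outside protein-coding genes, and the nearest TSS of such a gene, that of OPA1, is 120188 bp away. The nearest TTD peak, from 193715381 to 193716610, starts 2004 bp from it. The H3K4me3 amplicon lies on chromosome 7 from 104208109 to 104208217, next to the TSS of ORC5 at 104208047. A TTD peak of 2170 bp, from 104208321 to 104210490, begins just beyond this amplicon and covers 43.4% of the 5 kb view. In the 5 kb view of the H3K9me2 locus, 2 peaks extend in from the sides and cover 14% of it. Peak positions give no amount of enrichment, and the CIDOP-qPCR values were not analysed here.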

The amplicon borders are annotated with vertical bars in the middle of the window. All tracks in Reads Per Kilobase of transcript, per Million mapped reads (RPKM), y-axes start from 0. Coordinates in hg38.

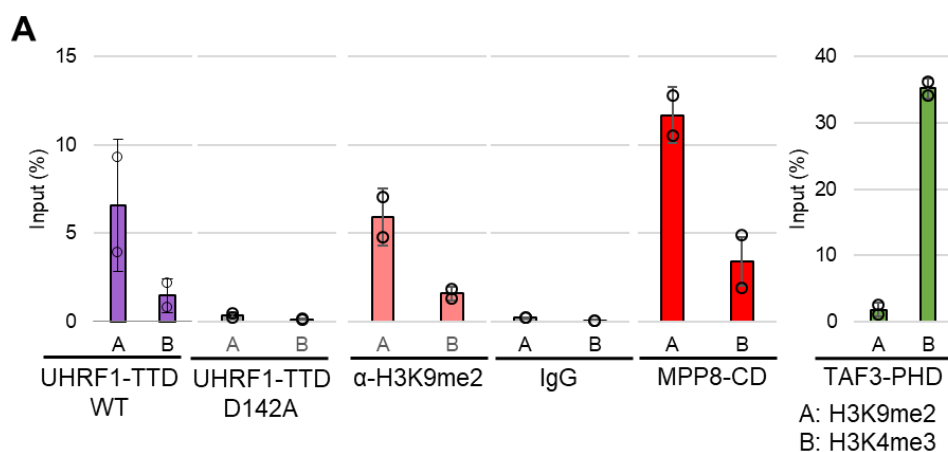

**B**

| Name    | hg38 coordinates         | Amplicon size (bp) |
|---------|--------------------------|--------------------|
| H3K9me2 | chr3:193713288-193713376 | 89                 |
| H3K4me3 | chr7:104208109-104208217 | 109                |

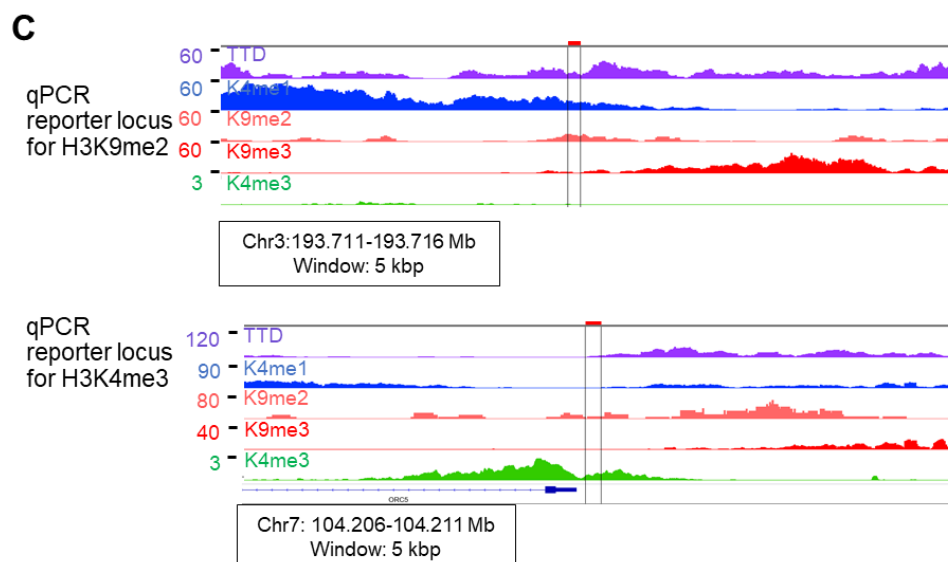

**Supplemental Figure 7. Additional browser views of the CIDOP-seq and ChIP-seq data shown in Figure 3C demonstrating reproducibility of experimental replicates.**

Data from hUHRF1-TTD CIDOP-seq and  $\alpha$ -H3K9me2 ChIP-seq in two biological replicates showed good reproduction and were pooled. Representative browser views. All tracks in RPKM, y-axes start from 0. Coordinates in hg38.

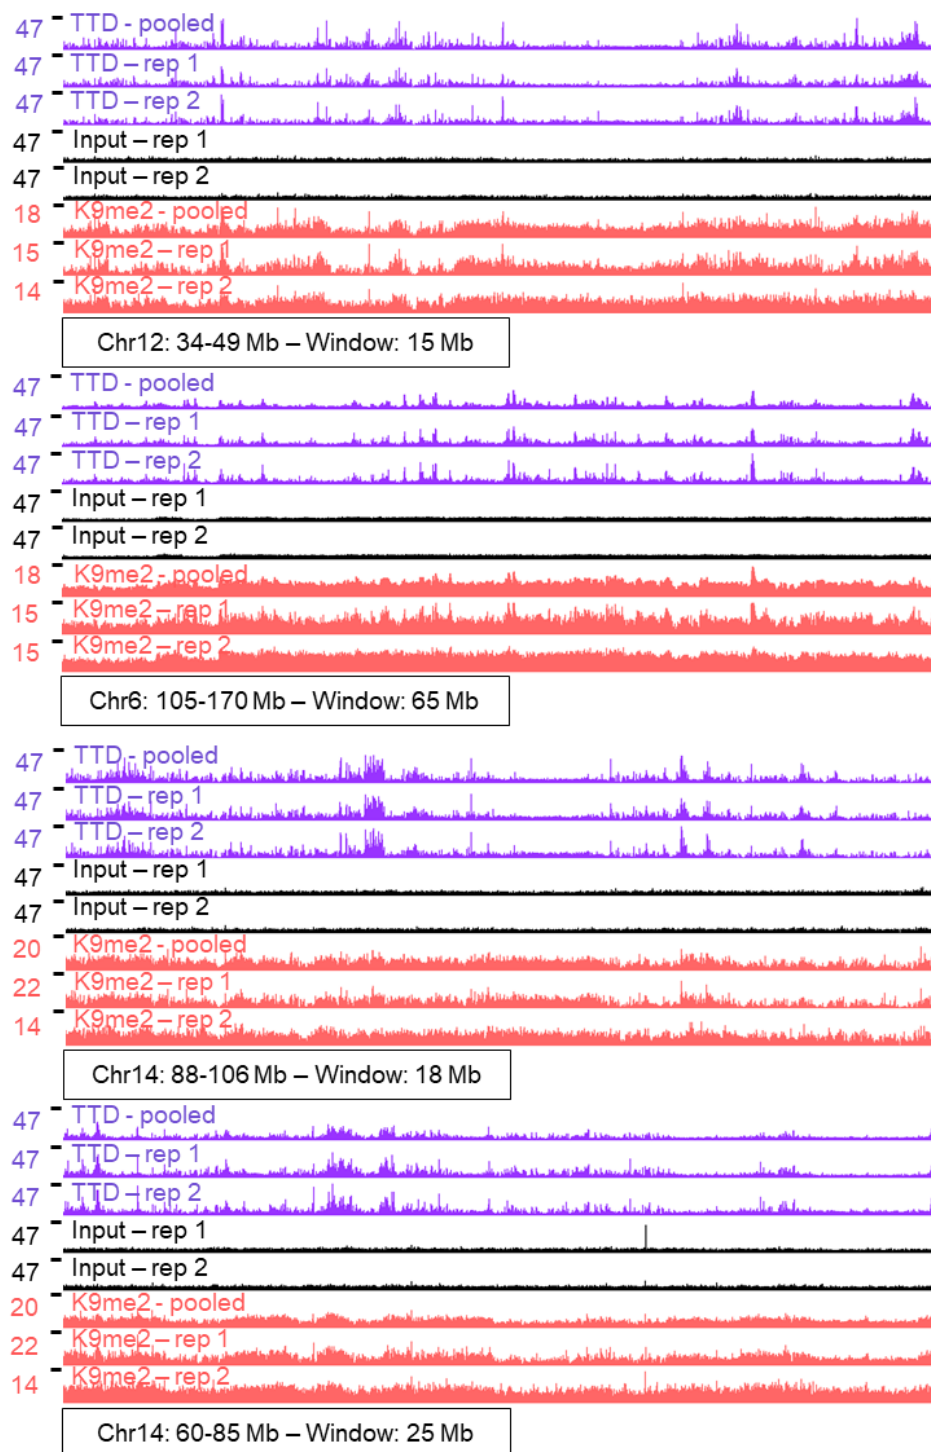

| Genome-wide <i>r</i> |        |        |
|----------------------|--------|--------|
| hUHRF1- TTD          |        |        |
|                      | rep. 1 | rep. 2 |
| Merged               | 0.93   | 0.95   |

| Genome-wide <i>r</i> |        |        |
|----------------------|--------|--------|
| $\alpha$ -H3K9me2    |        |        |
|                      | rep. 1 | rep. 2 |
| Merged               | 0.93   | 0.86   |

**Supplemental Figure 8. Additional browser views of the CIDOP-seq and ChIP-seq data shown in Figure 3C demonstrating TTD CIDOP signal enrichment in regions with both H3K4me1 and H3K9me2/3.**

Additional representative data showing that hUHRF1-TTD CIDOP-seq is enriched in regions with both H3K4me1 and H3K9me2/3. All tracks in RPKM, y-axes start from 0. Coordinates in hg38.

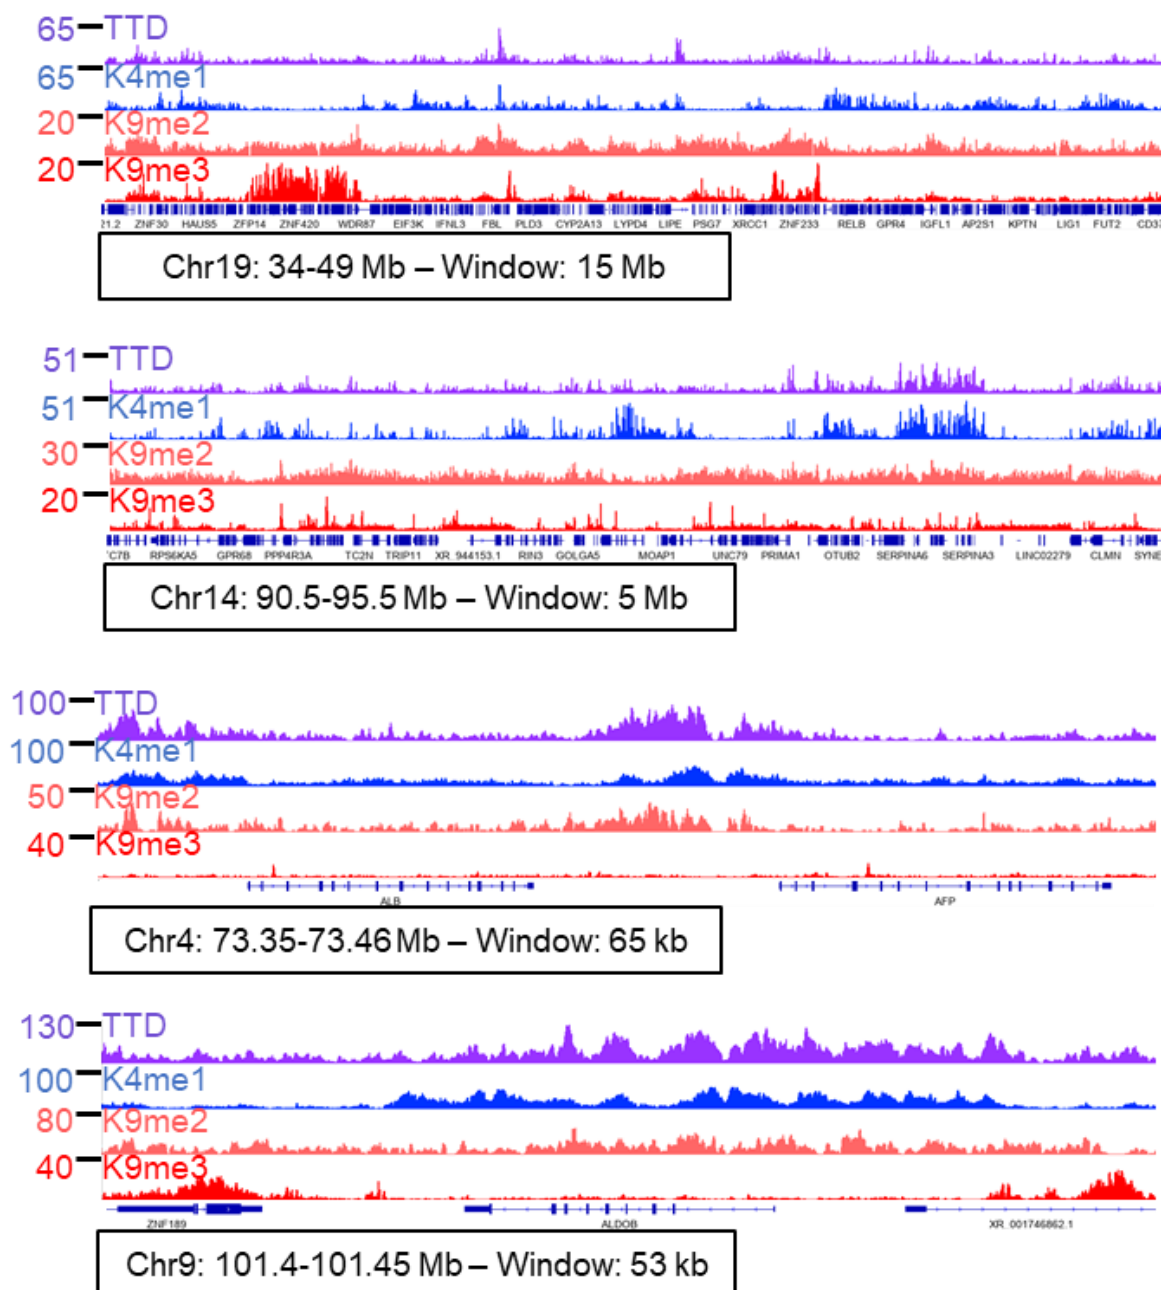

**Supplemental Figure 9. Additional browser views of the ChIP-seq data shown in Figure 3E demonstrating the broad genomic localisation of H3K9me2 and H3K9me3.**

H3K9me2 spans extremely wide regions of the genome. Chromosome arm-wide exemplary browser views showing megabase-wide regions of H3K9me2 enrichment. Data from a histone mark established as very broad (H3K9me3) show sharper and more defined regions of enrichment. HepG2 H3K9me3 data were taken from public datasets<sup>2</sup>. All tracks in RPKM, y-axes start from 0. All coordinates in hg38, gene annotation from RefSeq.

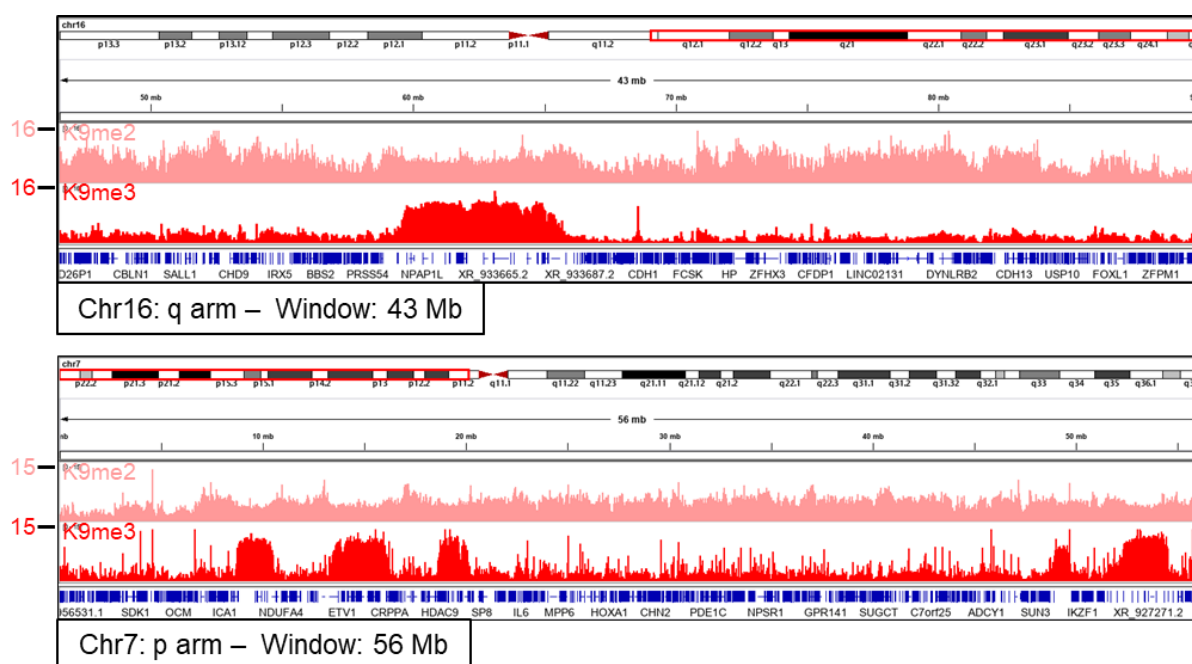

## Supplemental Figure 10. Additional data related to Figure 4.

**A** The entire genome was divided into 1 kb bins, arranged by decreasing mean H3K9me2 signal, divided into deciles and the mean signal of each group was plotted. Central lines show the median, box borders are 25<sup>th</sup> to 75<sup>th</sup> percentile, and whiskers 5<sup>th</sup> to 95<sup>th</sup>.

**B** TTD peaks overlap with H3K4me1 peaks. The number of overlaps refers to single counts and percentages refer to TTD peaks. Diagrams made using *Venn-Diagram-Plotter* ([github.com/PNNL-Comp-Mass-Spec/Venn-Diagram-Plotter](https://github.com/PNNL-Comp-Mass-Spec/Venn-Diagram-Plotter)).

**C** Additional data related to Figure 4D. Additional H3K9me3 data are shown for the heatmap.

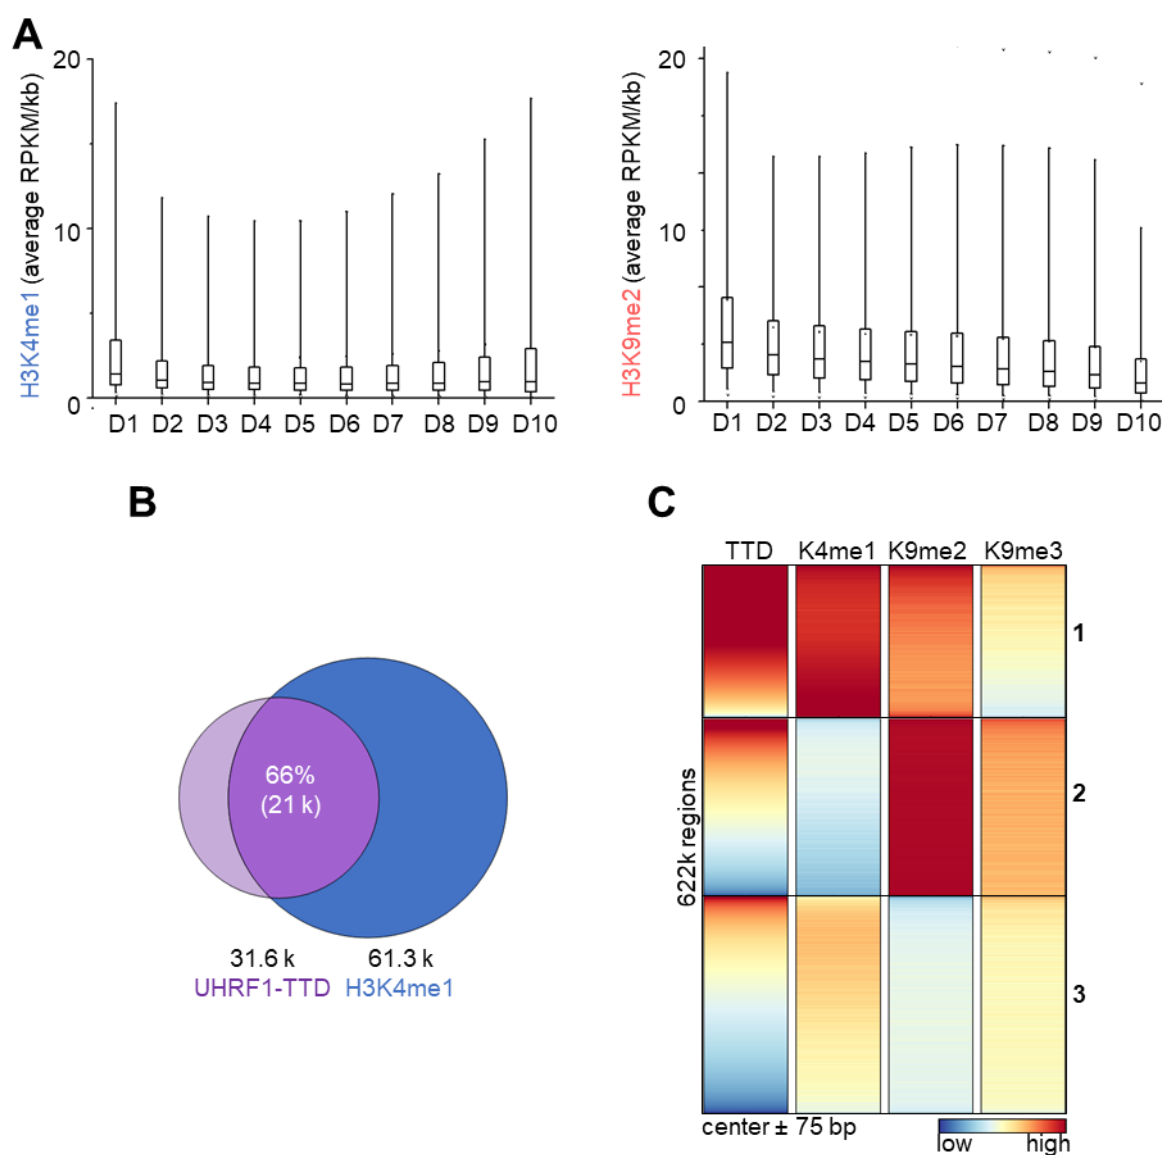

**Supplemental Figure 11. Additional data related to TTD binding to H3K4me1-K9me3 shown in Figure 4.**

**A** Heatmap of H3K9me3 peaks. Cluster 2 contains TTD signal with H3K4me1 and H3K9me3, in absence of H3K9me2. Heatmap of 86403 H3K9me3 peaks and their flanks, centered in the middle  $\pm 2.5$  kb, arranged by decreasing TTD signal.

**B** H3K4me1 peaks overlap 12% of the H3K9me3 peaks. The number of overlaps refers to single counts and the percentage refers to H3K4me1 peaks. Diagram made using *Venn-Diagram-Plotter* ([github.com/PNNL-Comp-Mass-Spec/Venn-Diagram-Plotter](https://github.com/PNNL-Comp-Mass-Spec/Venn-Diagram-Plotter)).

**C** TTD can be recruited to H3K4me1 peaks that overlap H3K9me3 peaks, even without H3K9me2. In cluster 2 we see TTD signal with H3K4me1 and H3K9me3, in absence of H3K9me2. Heatmap of 4470 H3K4me1 peaks that overlap  $\geq 50\%$  H3K9me3 peaks, centered in the middle  $\pm 2.5$  kb, clustered in 3 groups and arranged by decreasing H3K4me1 signal.

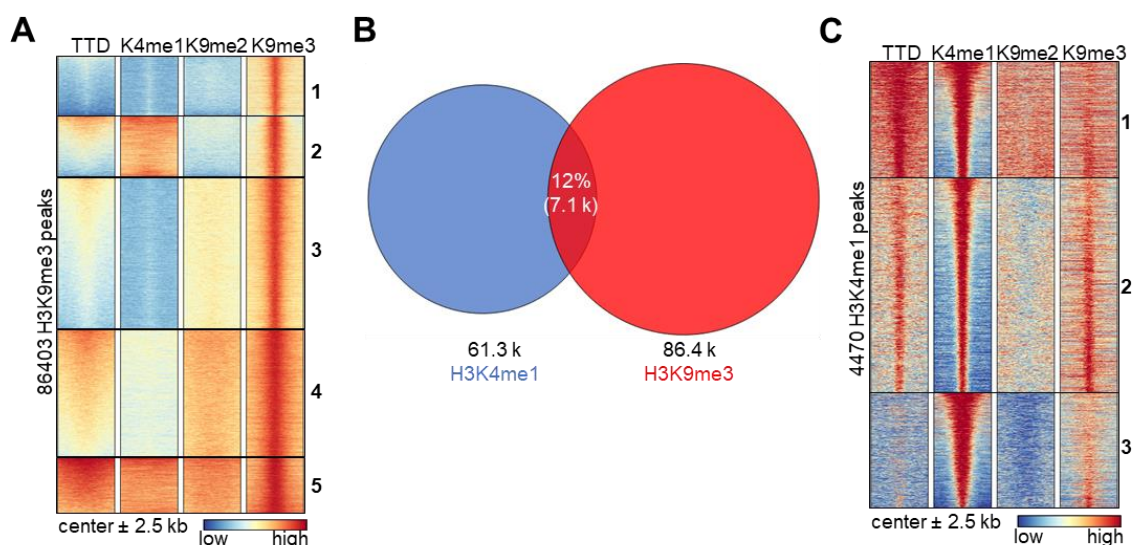

## Supplemental Figure 12. Additional data related to promoter and enhancer binding in HepG2 cells.

**A** Genes robustly down-regulated in HepG2 vs. liver tissue (same genes as in Figure 5D) are HepG2 and liver specific, according to gene set enrichment analysis (GSEA) on *Enrichr* (maayanlab.cloud/Enrichr) <sup>3</sup>.

**B** TTD peaks occur more frequently on enhancers, especially distal enhancers as annotated by *ChIP-Enrich* (chip-enrich.med.umich.edu).

**C** Control data for Whole Genome Bisulfite Sequencing (WGBS) signal on HepG2 enhancers. Heatmap of ~ 189k HepG2 enhancers identified by ChromHMM  $\pm$  2.5 kb (egg2.wustl.edu/roadmap) <sup>4</sup> centered in the middle and arranged by decreasing TTD signal.

**D** Genes with TTD peaks on their enhancers (found in HepG2, same genes as in Figure 6C) are HepG2 specific, according to GSEA on *Enrichr*.

**E** Exemplary browser views showing hUHRF1-TTD flanking peaks of selected cell-type specific transcription factors, ARID5B <sup>5</sup>, FOXA1 aka HNF3 $\alpha$  <sup>6</sup>, HNF4A <sup>6</sup>, and DNase <sup>7</sup> in HepG2 cells.

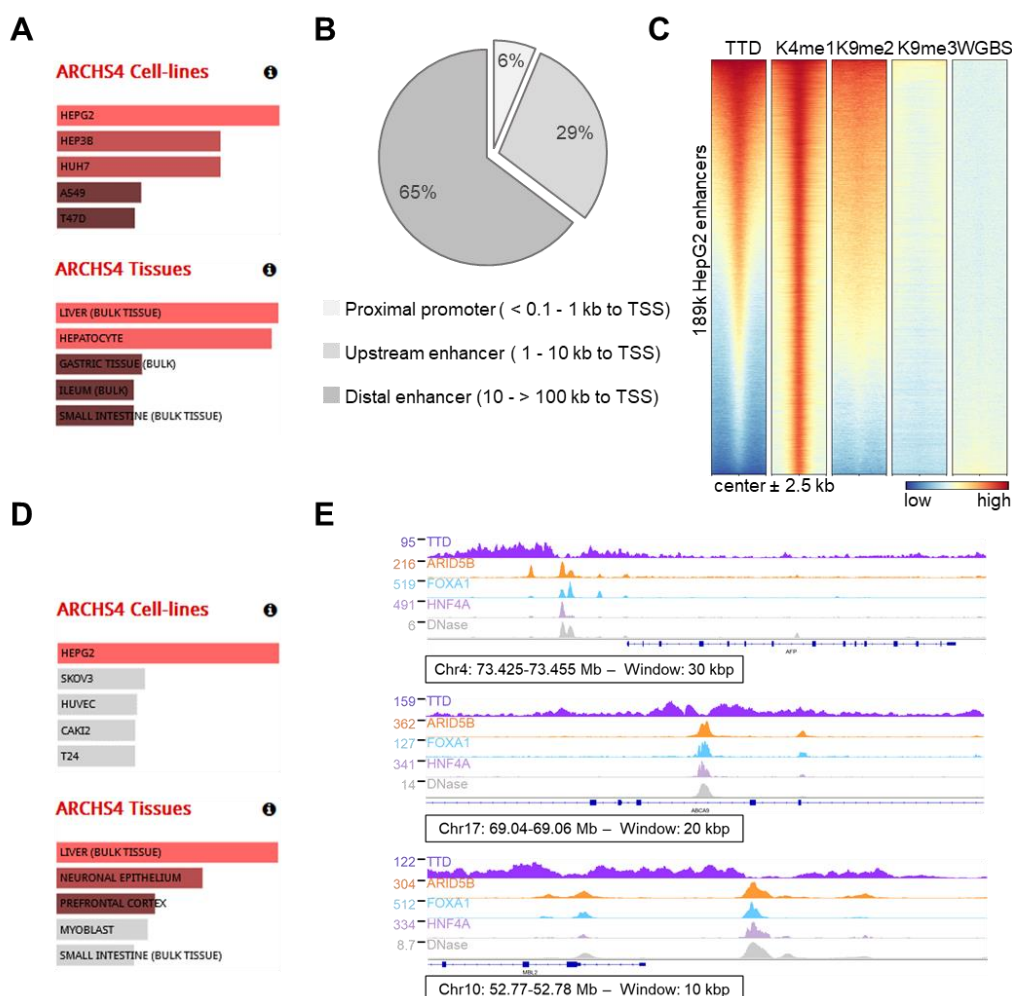

**Supplemental Figure 13. Additional data related to full-length mUHRF1 colocalization with H3K4me1 and gene regulation by UHRF1 in HCT116 cells shown in Figure 7.**

**A** Additional data referring to the mUHRF1 and H3K4me1 ChIP-seq shown in Figure 7B. Plot of the average mUHRF1 and H3K4me3 ChIP-seq signals in 2 kb bins genome-wide and Pearson's correlation ( $r$ ). Comparison with Figure 4G shows that mUHRF1 ChIP-seq correlates with H3K4me1 better than H3K4me3 in E14 mESC.

**B-D** Additional data related to Figure 7C-E.

**B** Counts of differentially regulated genes (DRGs) and corresponding enhancer regions using  $FC \geq |1.5|$  from microarrays using UHRF1 KD treated HCT116<sup>8</sup>. HCT116 cells with wild-type rescued cells over mock (WT) microarray had less DRGs than the Y188A rescued over mock (TTD\*).

**C** TTD\* up-regulated genes are enriched in H3K9me2 on their FANTOM5 enhancers<sup>9</sup>. Shown are the differentially regulated genes (DRGs) from the wild-type (WT) over mock non-responsive genes, sorted according to their status in Y188A mutant over mock (TTD\*). The mean H3K9me2 signal of each group was plotted from HCT116 ChIP-seq data<sup>10</sup>. Central line is median, box borders are 25th to 75th percentile, and whiskers 5th to 95th. p values are from one-way ANOVA with Bonferroni correction. non-r. – non-responding.

**D** TTD\* up-regulated genes are enriched in H3K4me1-K9me2 on their FANTOM5 enhancers<sup>9</sup>. Shown are the differentially regulated genes (DRGs) from all genes sorted according to their status in Y188A mutant over mock (TTD\*). The mean H3K4me1 and H3K9me2 signal of each group was plotted from HCT116 ChIP-seq data<sup>10, 11</sup>. Central line is median, box borders are 25th to 75th percentile, and whiskers 5th to 95th. p values are from one-way ANOVA with Bonferroni correction. non-r. – non-responding.

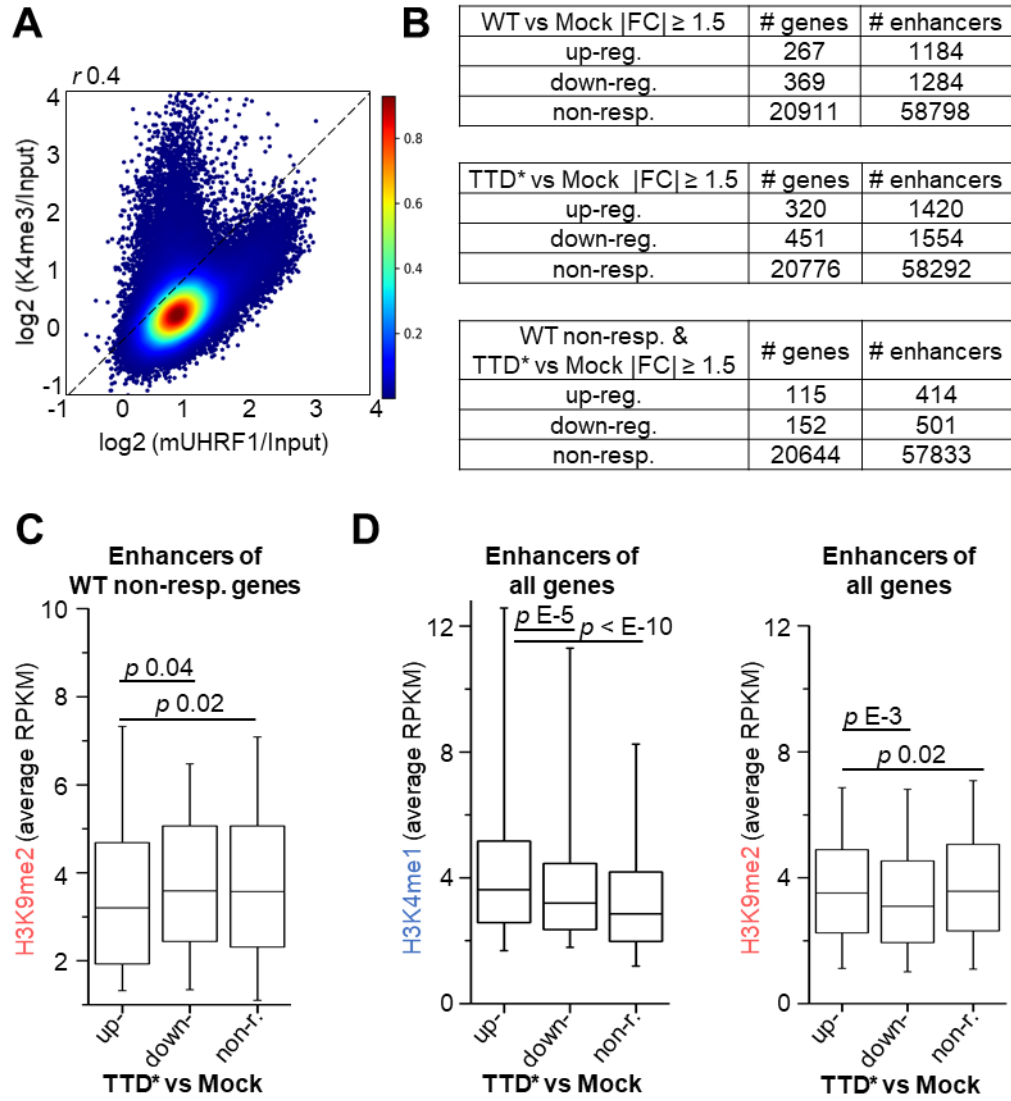

## Supplemental Tables

**Supplemental Table 1. Oligonucleotides used for mutagenesis in this study.**

| Description | Sequence                                                   |
|-------------|------------------------------------------------------------|
| D142A       | GAGTACGTCG <sub>cc</sub> GCTCGGGAC                         |
| D142E       | AATGAGTACGTCG <sub>Ag</sub> GCTCGGGACACGAAC                |
| D142N       | GGTCAATGAGTACGTC <sub>aa</sub> CGCTCGGGACACGAAC            |
| E153A       | CGTGGTTTG <sub>ct</sub> GCGCAGGTGG                         |
| E153D       | GCGTGGTTTG <sub>At</sub> GCGCAGGTGGTCAG                    |
| E153Q       | GCGTGGTTTG <sub>c</sub> AGGCGCAGGTGGTCAG                   |
| R207A       | AGCG <sub>gcc</sub> GCCCCGCAC                              |
| R207L       | CCGAGCGC <sub>t</sub> GCCCCGCAC                            |
| R207Q       | AGCGC <sub>ag</sub> GCCCCGCAC                              |
| R207H       | GTCCGAGCGC <sub>at</sub> GCCCCGCAC                         |
| R207E       | GTCCGAGCG <sub>gag</sub> GCCCCGCAC                         |
| A208G       | CGCGCG <sub>g</sub> CCGCACCAT                              |
| M224A       | <sub>gag</sub> gtgggcCAGGTGGTC <sub>gc</sub> GCTCAACTACAAC |
| F278A       | GTGGACGAAGTC <sub>gcg</sub> AAGATTTGACTC                   |

**Supplemental Table 2. Fluorescent histone H3 peptides used in this study. FITC – fluorescein isothiocyanate; F – fluorescein**

| Abbreviation   | Residues | Sequence                              |
|----------------|----------|---------------------------------------|
| H3(1-17)       | 1-17     | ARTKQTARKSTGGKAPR-K(FITC)             |
| H3K4me1        | 1-17     | ARTK(me1)QTARKSTGGKAPR-K(FITC)        |
| H3K9me2        | 1-17     | ARTKQTARK(me2)STGGKAPR-K(FITC)        |
| H3K9me3        | 1-19     | ARTKQTARK(me3)STGGKAPRKQ-K(FITC)      |
| H3K4me1-K9me2  | 1-19     | ARTK(me1)QTARK(me2)STGGKAPRKQ-K(FITC) |
| H3K4me1-K9me3  | 1-19     | ARTK(me1)QTARK(me3)STGGKAPRKQ-K(F)    |
| H3R8me2s-K9me3 | 1-19     | ARTKQTAR(me2s)K(me3)STGGKAPRKQ-K(F)   |

**Supplemental Table 3. Antibodies used for ChIP and/or western blots, with conditions of use.**

|                | <b><math>\alpha</math>-H3K9me2</b> | <b>IgG ms</b>  | <b><math>\alpha</math>-H3K4me1</b> | <b>IgG rb</b> | <b><math>\alpha</math>-H3K4me3</b> |
|----------------|------------------------------------|----------------|------------------------------------|---------------|------------------------------------|
| Company        | abcam                              | Invitrogen     | abcam                              | R&D System    | abcam                              |
| Cat. no.       | ab1220                             | 31903          | ab176877                           | AB-105-C      | ab8580                             |
| RRID           | AB_449854                          | AB_10959891    | AB_2637011                         | AB_354266     | AB_306649                          |
| Lot no.        | GR3377057-1                        | WE3290156      | GR208955-11                        | ER1619081     | GR3362382-2                        |
| Dilution (v/v) | 1:1000                             | not applicable | 1:5000                             | n.a.          | 1:2000                             |
| 2nd lot no.    | -                                  | -              | -                                  |               | GR3190162-2                        |

**Supplemental Table 4. Reagents and conditions used for CIDOP and ChIP from HepG2 mononucleosomes.**

|                      | <b>MPP8-CD</b> | <b>TAF3-PHD</b> | <b>UHRF1-TTD WT</b> | <b>UHRF1-TTD D142A</b> | <b><math>\alpha</math>-H3K9me2 (ab1220)</b> | <b>IgG ms (31903)</b> | <b><math>\alpha</math>-H3K4me1 (ab176877)</b> | <b>IgG rb (AB-105-C)</b> |
|----------------------|----------------|-----------------|---------------------|------------------------|---------------------------------------------|-----------------------|-----------------------------------------------|--------------------------|
| $C_{final}$          | 0.5 $\mu$ M    | 2 $\mu$ M       | 2 $\mu$ M           | 2 $\mu$ M              | 2 $\mu$ g per ChIP                          | 2 $\mu$ g per ChIP    | 4 $\mu$ g per ChIP                            | 4 $\mu$ g per ChIP       |
| nmol                 | 0.25           | 1.0             | 1.0                 | 1.0                    | n.a.                                        | n.a.                  | n.a.                                          | n.a.                     |
| Bead V ( $\mu$ l)    | 12             | 12              | 12                  | 12                     | 20                                          | 20                    | 20                                            | 20                       |
| Chromatin (nmol)     | 300            | 300             | 300                 | 300                    | 150                                         | 150                   | 300                                           | 300                      |
| Chromatin ( $\mu$ g) | 60             | 60              | 60                  | 60                     | 30                                          | 30                    | 60                                            | 60                       |
| Wash steps           | PB200          | PB200           | PB200               | PB200                  | PB200                                       | PB200                 | PB200                                         | PB200                    |
| Rinse steps          | T              | T               | T                   | T                      | TLi                                         | TLi                   | T                                             | T                        |

**Supplemental Table 5. Oligonucleotides used for qPCR assays in this study.**

|                  |                       |
|------------------|-----------------------|
| qPCR H3K9me2 fwd | ATGATTATGAGCCCACCAGGC |
| qPCR H3K9me2 rvs | AGAGTCAGCCTTTGATGCCA  |
| qPCR H3K4me3 fwd | ACTCTCTTCTCGCTGGTCCT  |
| qPCR H3K4me3 rvs | TCCATGTCGTCTCCTTAGCC  |

**Supplemental Table 6. NGS public datasets used in this study.** Published ChIP-seq data were downloaded as fastq files or pre-processed ENCODE data (DNase, WGBS). Microarray data were downloaded as pre-processed txt files containing the Lowess normalized  $\log_2(\text{FC})$  ratio.

| Cells    | Name    | GEO code   | Sample codes               | Antibody                                   | Ref. |
|----------|---------|------------|----------------------------|--------------------------------------------|------|
| HepG2    | H3K4me1 | GSM3019940 | SRX3733792<br>SRR6761496   | Diagenode,<br>C15410194,<br>lot A1863-001D | 2    |
| HepG2    | H3K9me3 | GSM3019942 | SRX3733794<br>SRR6761498   | Diagenode,<br>C15410193,<br>lot A1671-001P | 2    |
| HepG2    | Input   | GSM3019946 | SRX3733798<br>SRR6761502   | n.a.                                       | 2    |
| HepG2    | FOXA1   | GSM803461  | SRX100506<br>SRR351749-50  | Santa Cruz,<br>sc-6553                     | 6    |
| HepG2    | ARID5B  | GSM2797486 | SRX3230377<br>SRR6117651-2 | $\alpha$ -FLAG                             | 5    |
| HepG2    | HNF4A   | GSM803460  | SRX100505<br>SRR351747-8   | Santa Cruz,<br>sc-8987                     | 6    |
| HepG2    | DNase   | GSE90300   | ENCFF113VII<br>ENCFF546MZK | n.a.                                       | 7    |
| HepG2    | WGBS    | GSE86764   | ENCSR881XOU<br>ENCFF601FCO | n.a.                                       | 7    |
| HCT116   | H3K4me1 | GSM2058064 | SRX1568641<br>SRR3157819   | Abcam,<br>ab8895                           | 11   |
| HCT116   | H3K9me2 | GSM2916019 | SRX3566210<br>SRR6476346   | Abcam,<br>ab1220                           | 10   |
| HCT116   | WT      | GSM3355169 | n.a.                       | n.a. - microarray                          | 8    |
| HCT116   | TTD*    | GSM3355170 | n.a.                       | n.a. - microarray                          | 8    |
| E14 mESC | H3K4me3 | GSM3123475 | SRX4017932<br>SRR7088938   | Millipore,<br>07-473                       | 12   |
| E14 mESC | mUHRF1  | GSM3123487 | SRX4017944<br>SRR7088950   | Santa Cruz,<br>98817                       | 12   |
| E14 mESC | input   | GSM3123488 | SRX4017945<br>SRR7088951   | n.a.                                       | 12   |
| E14 mESC | H3K4me1 | GSM1847705 | SRX1141888<br>SRR2154876   | Abcam,<br>ab8895                           | 13   |

## **Supplemental data provided as Excel files**

**Supplemental File 1. UHRF1-TTD and H3 PTMs overlaps in ChIP-Atlas database.** Raw and processed output of peak overlap analysis from the ChIP-Atlas database ([chip-atlas.org](http://chip-atlas.org)) used to construct the diagram shown in Figure 4E.

**Supplemental File 2. ChIP-Enrich results for UHRF1-TTD enriched refTSS-cluster 1.** ChIP-Enrich ([chip-enrich.med.umich.edu](http://chip-enrich.med.umich.edu)) output and Revigo ([revigo.irb.hr](http://revigo.irb.hr)) input used to construct the network shown in Supplemental Figure 8A.

**Supplemental File 3. TSSs of genes with  $\geq 2$ -fold change in expression.** Coordinates from refTSS and pTPM values from Human Protein Atlas ([proteinatlas.org](http://proteinatlas.org)) used to construct the heatmap shown in Figure 5C.

**Supplemental File 4. UHRF1-TTD peaks analyzed by ChIP-Enrich-hybrid.** ChIP-Enrich ([chip-enrich.med.umich.edu](http://chip-enrich.med.umich.edu)) output and Revigo ([revigo.irb.hr](http://revigo.irb.hr)) input used to construct the network shown in Supplemental Figure 8C.

**Supplemental File 5. UHRF1-TTD and TF overlaps in ChIP-Atlas database.** Raw and processed output of peak overlap analysis from the ChIP-Atlas database ([chip-atlas.org](http://chip-atlas.org)) used to construct the diagram shown in Figure 6D.

## Supplemental references

1. Kori S, Ferry L, Matano S, Jimenji T, Kodera N, Tsusaka T, Matsumura R, Oda T, Sato M, Dohmae N et al. 2019. Structure of the uhrf1 tandem tudor domain bound to a methylated non-histone protein, lig1, reveals rules for binding and regulation. *Structure*. 27(3):485-496.e487.
2. Arrigoni L, Al-Hasani H, Ramirez F, Panzeri I, Ryan DP, Santacruz D, Kress N, Pospisilik JA, Bonisch U, Manke T. 2018. Relacs nuclei barcoding enables high-throughput chip-seq. *Commun Biol*. 1:214.
3. Xie Z, Bailey A, Kuleshov MV, Clarke DJB, Evangelista JE, Jenkins SL, Lachmann A, Wojciechowicz ML, Kropiwnicki E, Jagodnik KM et al. 2021. Gene set knowledge discovery with enrichr. *Curr Protoc*. 1(3):e90.
4. Roadmap Epigenomics C, Kundaje A, Meuleman W, Ernst J, Bilenky M, Yen A, Heravi-Moussavi A, Kheradpour P, Zhang Z, Wang J et al. 2015. Integrative analysis of 111 reference human epigenomes. *Nature*. 518(7539):317-330.
5. Partridge EC, Chhetri SB, Prokop JW, Ramaker RC, Jansen CS, Goh ST, Mackiewicz M, Newberry KM, Brandsmeier LA, Meadows SK et al. 2020. Occupancy maps of 208 chromatin-associated proteins in one human cell type. *Nature*. 583(7818):720-728.
6. Gertz J, Savic D, Varley KE, Partridge EC, Safi A, Jain P, Cooper GM, Reddy TE, Crawford GE, Myers RM. 2013. Distinct properties of cell-type-specific and shared transcription factor binding sites. *Mol Cell*. 52(1):25-36.
7. Consortium EP. 2012. An integrated encyclopedia of DNA elements in the human genome. *Nature*. 489(7414):57-74.
8. Kong X, Chen J, Xie W, Brown SM, Cai Y, Wu K, Fan D, Nie Y, Yegnasubramanian S, Tiedemann RL et al. 2019. Defining uhrf1 domains that support maintenance of human colon cancer DNA methylation and oncogenic properties. *Cancer Cell*. 35(4):633-648 e637.
9. Andersson R, Gebhard C, Miguel-Escalada I, Hoof I, Bornholdt J, Boyd M, Chen Y, Zhao X, Schmidl C, Suzuki T et al. 2014. An atlas of active enhancers across human cell types and tissues. *Nature*. 507(7493):455-461.
10. Wang HY, Long QY, Tang SB, Xiao Q, Gao C, Zhao QY, Li QL, Ye M, Zhang L, Li LY et al. 2019. Histone demethylase kdm3a is required for enhancer activation of hippo target genes in colorectal cancer. *Nucleic Acids Res*. 47(5):2349-2364.
11. Cohen AJ, Saiakhova A, Corradin O, Luppino JM, Lovrenert K, Bartels CF, Morrow JJ, Mack SC, Dhillon G, Beard L et al. 2017. Hotspots of aberrant enhancer activity punctuate the colorectal cancer epigenome. *Nat Commun*. 8:14400.
12. Kim K-Y, Tanaka Y, Su J, Cakir B, Xiang Y, Patterson B, Ding J, Jung Y-W, Kim J-H, Hysolli E et al. 2018. Uhrf1 regulates active transcriptional marks at bivalent domains in pluripotent stem cells through setd1a. *Nature communications*. 9(1):2583-2583.
13. Wu TP, Wang T, Seetin MG, Lai Y, Zhu S, Lin K, Liu Y, Byrum SD, Mackintosh SG, Zhong M et al. 2016. DNA methylation on n(6)-adenine in mammalian embryonic stem cells. *Nature*. 532(7599):329-333.

How the deposited data were processed for this re-analysis (not part of the article)

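Chromatin binding of the TTD of human UHRF1 was measured by CIDOP in HepG2 cells, with 2 replicates each of TTD CIDOP, H3K9me2 ChIP and input. The authors trimmed the reads with Trimmomatic, mapped them to hg38 with HISAT2, computed RPKM coverage in 10 bp bins without blacklisted regions, and took the mean of both TTD replicates. They called broad peaks on this mean signal with MACS2 at fixed cutoffs, removed blacklisted regions and curated the peaks by hand. The authors deposited the result as 1 pooled list of 31569 TTD peaks, whose values are positions and widths in bp, with no score, fold or p-value for a peak. The positions lie on a 10 bp grid and no peaks overlap, and the deposited widths match the positions for 31569 peaks.

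From this list, everything else was computed by interval arithmetic on hg38 with GENCODE release 44 as the annotation. Cover is the percent of a window that lies in TTD peaks. The 150 bp fragments are windows counted from the first base of each chromosome with at least 50% of their length in peaks. The distance classes use the peak midpoint and 1 TSS for each protein-coding gene, and were compared with 1000 random placements of the same number and widths of peaks, which cannot give a p-value below 0.002. The cover at the TSS (central 500 bp) and at its flanks (1 to 2.5 kb) was compared by a sign-flip permutation test over loci, and with 100 random placements of the peaks. For the genes of Supplemental File 3, the cover of the 5 kb windows was averaged per gene and compared by permuting the list labels, and related to the expression ratio by Spearman's rho and Pearson's r. These permutation tests used 100000 resamples, for which 1e-05 is the smallest p-value. The CpG observed/expected ratio and the GC content were taken from the 1 kb around the TSS. The GC content of the peaks was compared with 100 random placements, which cannot give a p-value below 0.0198. The chromosomes taken as gained (2, 14, 16, 17 and 20) come from general knowledge of HepG2 and were compared with the other 17 autosomes over all 26334 splits. The edges of browser windows were read from the figures. The overlaps with public tracks are the study's counts from Supplemental Files 1 and 5, and the public tracks were not used here.

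The read depth of the libraries is not known from the list. Intervals are 95% Wilson intervals and cover counting error only. The replicates were pooled before the peaks were called, so no error between replicates can be given. The named genes are those that the paper names as TTD targets or labels in browser views of TTD, and the 3 genes of each list with the largest mean cover, of which 1 gene is not reported here. This rule, the tests and most alternatives were fixed before the data were examined. The alternatives were the peaks at or above the median width of 2250 bp, other sets of TSSs, other windows and measures of cover, other random placements, 1 value per locus, and the lists without ribosomal protein genes.

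The procedures were tested on simulated data. With no effect, p fell under 0.05 in 2 of 100 sets for the placements, 0 of 40 for the TSS comparison, 10 of 200 for the gene labels, 14 of 200 within quartiles, 6 of 200 for the rank correlation and 8 of 200 for unequal quartiles. Planted effects were found in 100 of 100, 40 of 40, 200 of 200, 200 of 200, 200 of 200 and 198 of 200 sets. The planted gene difference was larger than the 7.40 percentage points found within CpG quartiles. The test behind that value was simulated only with lists mixed evenly over the quartiles, unlike the data. These sets therefore do not give its power for that difference. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. The signal tracks of the TTD CIDOP, H3K9me2 ChIP and input libraries were not analysed here, and neither were the peptide, qPCR, DNA methylation and mouse data. Supplemental Files 2 and 4 were not used here.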

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

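The test within quartiles of GC content and the random placements around TSSs were chosen only after the result was seen.

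The minimum of TTD peak cover at the TSS was not found in all classes of TSSs. Between the lowest and the highest quartile of loci by CpG observed/expected ratio (743 and 744 loci), the difference between centre and flanks itself differed by 30.8 percentage points (permutation of the quartile labels, p = 1e-05). In the lowest quartile, cover was higher at the TSS than at the flanks by 4.43 percentage points on average (sign-flip permutation p = 0.0137). In 100 random placements of the peaks, this value lay between -6.66 and 4.25. Cover was lower at the TSS at 51.1% of these loci, against a mean of 59.7% in the placements. In the next quartiles the differences were -12.8, -22.1 and -26.4 (sign-flip permutation p = 1e-05 each). The paper does not report the minimum by CpG content.

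CpG-rich sequence at the TSS is a candidate source of the minimum, and the average minimum is gone in the lowest quartile. The 4.43 there cannot decide this, because it is part of the difference between quartiles that raised the question. It also lay above the highest random placement (4.25, mean of the placements -0.118), which a mere loss of the minimum would not give. A technical candidate explanation is a loss of GC-rich fragments during library preparation or mapping. As the whole cause this is argued against by the comparison of the CpG-poor and CpG-rich loci, divided at the median ratio, within quartiles of GC content, which still differed by 11.5 percentage points (permutation p = 1e-05), against 20.1 without the quartiles. For part of the pattern it stays open, because the minimum also deepened with GC content on both sides of the median, from 2.97 to -22.8 at the CpG-poor and from -9.28 to -27.1 at the CpG-rich loci. The TTD peaks as a whole have a higher GC content than their random placements, 43.6% against 40.9% (permutation of peak positions, p = 0.0198 from 100 placements, the smallest they can give), but this mean does not bear on the most GC-rich fragments, since the peaks also lie nearer to TSSs than the placements. The removal of peaks by hand and the fixed cutoffs were not testable from the list. A biological difference between CpG-rich and CpG-poor promoters, such as their activity or histone marks, was not tested and stays open.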

How the results depend on the processing

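The correlations within each list, the difference within CpG quartiles weighted by the genes that can be compared, the chromosome comparison by regression and the correlation over histone tracks with at least 4-fold enrichment were chosen only after the results were seen.

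Over 14 results and 56 alternatives, 47 kept their direction and their side of the threshold, or moved less than the limit set for a value without a test. No paired analysis was possible because the deposited list pools both TTD replicates, and for the same reason no replicate could be left out. The list holds no score, so a stricter list could only be formed by width, which by construction lowers the number of peaks to 15790. The peak counts summed over the browser windows fell from 2765 to 1378. Some of these windows lie within others, so both sums count some peaks more than once. In this list, 0.988% of the peaks lay within 1 kb of a TSS, below the mean of the placements instead of above it, though within their range (permutation of peak positions, p = 0.016). By midpoint, a peak this wide is in the class only if it contains the TSS, so the class leaves out wide peaks beside a TSS. How much of the change this accounts for was not tested.

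The difference between genes lower and higher in HepG2 ranged from 17.0 to 28.9 percentage points under the alternatives fixed in advance, but fell to 7.12 (permutation p = 0.0527) within CpG quartiles. The correlation of expression ratio and cover ranged from rho -0.318 to -0.402 under the alternatives fixed in advance. Within the lists it was 0.0672 for the genes lower in HepG2, -0.0912 for these genes above the lowest expression level, and -0.00235 for the genes higher in HepG2, none past the threshold, so the correlation over all genes rests on the contrast between the lists.

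The log2 difference between gained and other autosomes did not pass the threshold when divided by gene density, but did so without this division (0.95, exact permutation p = 0.000304) and by regression on genes and GC content (0.83, exact permutation p = 0.00205). The cause was not tested. The depth of the libraries is unknown, which leaves open how many weaker binding sites are missing from the list.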

Differences from the paper's values

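No test here was chosen only after the result was seen.

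The share of TTD peaks within 1 kb of a TSS was 2.74%, and the paper's value is about 6% in Fig. S12B, read by eye. Among the alternatives set before the data were examined, the TSSs of genes of any type (6.21%), the TSSs of all protein-coding transcripts (6.23%) and the distance from the nearest peak edge (6.68%) came within 1.5 times the paper's value. The stricter list (0.988%) did not, and neither did the other random placements, which leave the share as it is.

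The share of peaks 1 to 10 kb from a TSS was 16.6%, and the paper's value is 29%. Here the TSSs of genes of any type (33.9%) and of all protein-coding transcripts (28.2%) came within 1.5 times the paper's value, but not the stricter list (15.4%), the distance from the nearest peak edge (14.4%) or the other random placements. Over 10 kb, where the share was 80.6% against the paper's 65%, the TSSs of all protein-coding transcripts gave 65.6% and those of genes of any type 59.9%.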

Other observations

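The tests on the GC content of chromosomes, on the regression residuals and on the size of the public tracks were chosen only after the results were seen.

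Genes lower in HepG2 than in liver had more TTD peak cover around their TSSs than genes higher in HepG2. Ribosomal protein genes among the higher genes are argued against as the cause, since without them the difference was 19.4 percentage points (64 against 56 genes, permutation p = 1e-05). Neighbouring genes counted separately are argued against by the value over loci, 18.9 (46 against 108 loci, permutation p = 1e-05). Extra copies of chromosomes are argued against by the genes outside the chromosomes taken as gained, where the difference was 18.2 (53 against 88 genes, permutation p = 1e-05). The CpG ratio averaged over all listed TSSs of a gene and the expression class cannot be told apart, because the lowest CpG quartile holds 41 lower and 5 higher genes and the highest 2 and 45. The averaged ratio is not that of the main promoter alone. Within quartiles the difference was 7.40 (permutation p = 0.0815). A repression of the lower genes by UHRF1, as the paper proposes, was not tested by these data.

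TTD peaks were unevenly spread over the chromosomes, with 22.8 per Mb on chromosome 20, 17.2 on chromosome 2 and 16.7 on chromosome 6, but 5.97 on chromosome 19, 2.15 on X and 1.19 on Y. X and Y were not part of the comparisons between autosomes. A candidate explanation is that extra copies of some chromosomes raise the signal over a fixed cutoff. In peaks per protein-coding gene, the 5 chromosomes taken as gained exceeded the 17 other autosomes by 0.54 on the log2 scale (1.45-fold, exact permutation p = 0.135), which leaves this open. After regression of the peaks in 539 bins of 5 Mb on gene number and GC content, the difference was 0.83 (1.78-fold, exact permutation p = 0.00205), the direction that extra copies would give. Chromosome 6, which is not among those taken as gained, has the residual of rank 3, and chromosome 17, which is, has rank 9. The list of gained chromosomes is general knowledge and not a measurement of these cells, so the copies stay a hypothesis. GC content of the chromosomes gave no detectable relation with peaks per Mb (Spearman's rho 0.0966, permutation p = 0.67, 22 autosomes), which is too few to exclude it. No biological explanation was tested.

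The public tracks that overlap most TTD peaks are also the largest ones, with a rho of 0.911 over 44 histone tracks and of 0.943 over 34 TF tracks (permutation p = 1e-05 each). Among the 22 histone tracks with at least 4-fold enrichment, rho was 0.855. How much of this order the number of peaks sets stays open, because a track of few peaks can overlap only few TTD peaks whatever its antigen. By the study's fold enrichment, which takes chance overlap into account, a H3K27ac track comes first among these histone tracks and the H3K4me1 tracks rank 5 and 2, while ARID5B ranks 29 of 34 TF tracks. The fold is not free of size either. A track with much chance overlap cannot reach a high fold, since it cannot overlap more than all TTD peaks. A large track can also be large because it was sequenced more deeply, and this was not tested.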
